# Cohesin positions the epigenetic reader Phf2 within the genome

**DOI:** 10.1038/s44318-024-00348-2

**Published:** 2025-01-02

**Authors:** Wen Tang, Lorenzo Costantino, Roman Stocsits, Gordana Wutz, Rene Ladurner, Otto Hudecz, Karl Mechtler, Jan-Michael Peters

**Keywords:** Chromatin, Compartments, DNA Loop Extrusion, Epigenetics, SMC Complexes, Chromatin, Transcription & Genomics

## Abstract

Genomic DNA is assembled into chromatin by histones, and extruded into loops by cohesin. These mechanisms control important genomic functions, but whether histones and cohesin cooperate in genome regulation is poorly understood. Here we identify Phf2, a member of the Jumonji-C family of histone demethylases, as a cohesin-interacting protein. Phf2 binds to H3K4me3 nucleosomes at active transcription start sites (TSSs), but also co-localizes with cohesin. Cohesin depletion reduces Phf2 binding at sites lacking H3K4me3, and depletion of Wapl and CTCF re-positions Phf2 together with cohesin in the genome, resulting in the accumulation of both proteins in chromosomal regions called vermicelli and cohesin islands. Conversely, Phf2 depletion reduces cohesin binding at TSSs lacking CTCF and decreases the number of short cohesin loops, while increasing the length of heterochromatic B compartments. These results suggest that Phf2 is an ‘epigenetic reader’, which is translocated through the genome by cohesin-mediated DNA loop extrusion, and which recruits cohesin to active TSSs and limits the size of B compartments. These findings reveal an unexpected degree of cooperativity between epigenetic and architectural mechanisms of eukaryotic genome regulation.

## Synopsis

Genomic DNA is extruded into loops by cohesin and regulated by histone-modification binding proteins, but how these architectural and epigenetic regulatory mechanisms cooperate is poorly understood. This study describes and functionally characterizes interactions between cohesin and the epigenetic reader protein Phf2.

- The PHD-finger and JmjC-domain protein Phf2 binds a conserved essential sequence (CES) on cohesin.
- Phf2 co-localizes with H3K4me3-nucleosomes and cohesin in the genome.
- Cohesin contributes to genomic positioning of Phf2, possibly via loop extrusion.
- Phf2 limits the size of heterochromatic B compartments and contributes to the formation of short cohesin loops.
- Phf2 recruits cohesin to active transcription start sites.

## Abstract (web summary)

Phf2 interacts directly with cohesin, promotes cohesin binding at transcription start sites, and limits the size of chromosomal B compartments.

## Introduction

In eukaryotes, genomic DNA is wrapped around histone octamers to form nucleosomes, which assemble into chromatin fibers (Kornberg, 1974; Olins and Olins, 1974). The properties of chromatin are epigenetically controlled by histone modifying enzymes, which generate posttranslational modifications that correlate with gene expression states (Allis and Jenuwein, 2016; Zhao and Garcia, 2015). Histone modifications are recognized by epigenetic reader proteins that can further modify the properties of chromatin. For example, in euchromatic regions, the TSSs of active genes are flanked by nucleosomes that are tri-methylated on lysine 4 of histone H3 (H3K4me3) (Bernstein et al, 2005; Santos-Rosa et al, 2002; Wang and Helin, 2024). These H3K4me3 marks are recognized by ‘plant homeodomain (PHD) finger’ domains in nucleosome remodelers and transcriptional regulators (Becker, 2006; Li et al, 2006; Pena et al, 2006; Shi et al, 2006; Wysocka et al, 2006). In contrast, nucleosomes in heterochromatic regions are modified by mono-, di-, and tri-methylation of lysine 9 of histone H3 (H3K9me1/2/3). These marks recruit heterochromatin protein 1 (HP1) (Bannister et al, 2001; Lachner et al, 2001), and thereby repress gene expression (Montavon et al, 2021; Padeken et al, 2022). Histone demethylases of the Jumonji C (JmjC) family can remove both euchromatic and heterochromatic methyl-marks, thus preventing their interactions with reader proteins and changing gene expression and cell fate during differentiation and diseases (Kooistra et al, 2012; Shi and Whetstine, 2007).

In addition to being epigenetically controlled, chromatin fibers are spatially regulated through the formation of loops, which can span hundreds of kilobases in length (Rao et al, 2014). Many chromatin loops are generated by cohesin (Gassler et al, 2017; Rao et al, 2017; Schwarzer et al, 2017; Wutz et al, 2017), a ‘structural maintenance of chromosomes’ (SMC) complex, which extrudes DNA into loops in vitro (Davidson et al, 2019; Kim et al, 2019). In cells, cohesin loops are typically formed within the boundaries of topologically associating domains (TADs) (Dixon et al, 2012; Nora et al, 2012). Most TAD boundaries depend on the DNA binding protein CTCF (Nora et al, 2017; Wutz et al, 2017), which stops cohesin-mediated loop extrusion (Davidson et al, 2023; Zhang et al, 2023), but the replicative MCM helicase (Dequeker et al, 2022) and active genes (Banigan et al, 2023) are also cohesin boundaries. Cohesin loops can mediate long-range enhancer-promoter interactions (Cheng et al, 2023; El Khattabi et al, 2019; Kiefer et al, 2023; Kiefer et al, 2024; Thiecke et al, 2020) and gene recombination (Hill et al, 2020; Zhang et al, 2019).

The length and lifetime of cohesin loops are limited by Wapl, which releases cohesin from chromatin (Kueng et al, 2006; Tedeschi et al, 2013) and thus dissolves cohesin loops. In Wapl-depleted cells, the prolonged residence time of cohesin on chromatin results in the formation of longer cohesin loops (Haarhuis et al, 2017; Wutz et al, 2017) and the accumulation of cohesin in axial chromosomal regions called ‘vermicelli’ (Tedeschi et al, 2013). If, in addition to Wapl, CTCF is also depleted, loop extruding cohesin complexes accumulate in ‘cohesin islands’, which span several kilobases in length and are often located at sites of convergent transcription (Busslinger et al, 2017). Downregulation of Wapl and CTCF is also used under physiological conditions to regulate cohesin-mediated loop extrusion. At the *Igf2-H19* locus, CTCF binding is regulated by differential DNA methylation to allow the formation of allele-specific cohesin loops that control enhancer-promoter interactions (Kurukuti et al, 2006; Nativio et al, 2009; Splinter et al, 2006), and in pro-B cells and developing olfactory neurons Wapl transcription is downregulated to enable the formation of long cohesin loops for V(D)J recombination (Hill et al, 2020; Zhang et al, 2019) and stochastic protocadherin promoter choice, respectively (Kiefer et al, 2023; Kiefer et al, 2024).

Except for the spreading of DNA damage induced histone phosphorylation (Arnould et al, 2021), cohesin and histone modifying enzymes are thought to exert their regulatory functions independently of each other. However, here we show that cohesin directly interacts with Phf2, an epigenetic reader protein and a member of the JmjC family of histone demethylases, suggesting direct interactions between architectural and epigenetic mechanisms of genome regulation. During the preparation of this manuscript, cohesin was conversely also identified as an interactor of Phf2 (Feng et al, 2024).

Phf2 mRNA is widely expressed in mammalian tissues (Hasenpusch-Theil et al, 1999). Phf2 has a N-terminal PHD domain that binds with nanomolar affinity to H3K4me3 and H3K4me2 peptides in vitro (Horton et al, 2023; Wen et al, 2010). Phf2 has also been identified as a H3K4me3 interacting protein by mass spectrometry (Bluhm et al, 2016; Eberl et al, 2013) and co-localizes with the H3K4me3 mark in the vicinity of active TSSs in chromatin immunoprecipitation-sequencing (ChIP-seq) experiments (Bricambert et al, 2018; Pappa et al, 2019). Phf2’s JmjC domain is unusual because a conserved histidine residue, which helps to coordinate a catalytically important Fe(II) ligand in other JmjC domain proteins, is replaced by a tyrosine residue (Horton et al, 2011). Phf2 shares this property with *S. pombe* Epe1, which regulates the genomic distribution of H3K9me3 in vivo but has no detectable histone demethylase activity in vitro (Ayoub et al, 2003; Braun et al, 2011; Ragunathan et al, 2015; Trewick et al, 2007). In contrast, Phf2 has been reported to demethylate H3K9me2 histones and nucleosomes in vitro (Baba et al, 2011; Bricambert et al, 2018; Horton et al, 2023).

Phf2 knockout mice are viable until birth (Okuno et al, 2013), perhaps because Phf2 functions redundantly with the related enzymes Phf8 and Kdm7a (Wen et al, 2010). However, Phf2-null mice suffer from growth retardation, reduced adipose tissue, and often die postnatally (Okuno et al, 2013). Phf2 has also been implicated in controlling transcription of ribosomal genes (Shi et al, 2014) and in gene regulation, differentiation and proliferation of chondrocytes (Hata et al, 2013), osteoblasts (Kim et al, 2014), hepatocytes (Bricambert et al, 2018; Lane et al, 2019), neural progenitors (Aguirre et al, 2024; Pappa et al, 2019) and macrophages (Stender et al, 2012).

Here we show that interactions between cohesin and Phf2 contribute to the genomic distribution of Phf2, possibly because Phf2 ‘travels’ with loop extruding cohesin, that Phf2 limits the size of heterochromatic B compartments, and that Phf2 helps to anchor loops formed by cohesin at active TSSs lacking CTCF.

## Results

### Identification of Phf2 as a cohesin interacting protein

CTCF stops loop-extruding cohesin in part by binding via a YxF motif to a ‘conserved essential surface’ (CES) on cohesin (Li et al, 2020). However, this micromolar interaction is difficult to maintain during protein purification (Stedman et al, 2008; Wendt et al, 2008). CTCF’s role as a cohesin boundary was therefore discovered by the co-localization of cohesin and CTCF (Parelho et al, 2008; Stedman et al, 2008; Wendt et al, 2008) at TAD boundaries (Dixon et al, 2012; Fudenberg et al, 2016; Nora et al, 2012; Sanborn et al, 2015) and not by their physical interaction. We therefore reasoned that other cohesin regulators could also have been missed by purification approaches. Consistent with this possibility, several proteins other than cohesin and CTCF are enriched at TAD boundaries (Dataset EV1).

We therefore established formaldehyde crosslinking conditions, which stabilize cohesin-CTCF interactions during cohesin affinity purification (Appendix Fig. S1A,B). To identify specific cohesin interactors in such samples, we searched for proteins that co-purify with chromatin-bound cohesin more abundantly following Wapl depletion, which increases cohesin levels on chromatin and leads to the accumulation of cohesin at CTCF sites (Haarhuis et al, 2017; Kueng et al, 2006; Tedeschi et al, 2013; Wutz et al, 2017). Quantitative mass spectrometry revealed that the topoisomerase Top2b, the bromodomain protein Brwd1 and the PHD finger protein Phf2 were highly enriched in cohesin isolates from Wapl depleted mouse embryonic fibroblasts (MEFs), generated by Cre recombinase-mediated deletion of floxed *Wapl* alleles, hereafter *Wapl* KO (Tedeschi et al, 2013), compared to cohesin isolates from MEFs expressing Wapl, hereafter *Wapl* WT (Fig. 1A; Appendix Fig. S1C and Dataset EV2). As expected, Wapl was depleted from cohesin samples isolated from *Wapl* KO MEFs. MCM helicase subunits were also reduced, possibly because MCM levels were lower in these cells (Appendix Fig. S1D) but also consistent with the possibility that Wapl depletion relocates cohesin from MCM to CTCF boundaries (Dequeker et al, 2022).

**Figure 1:**
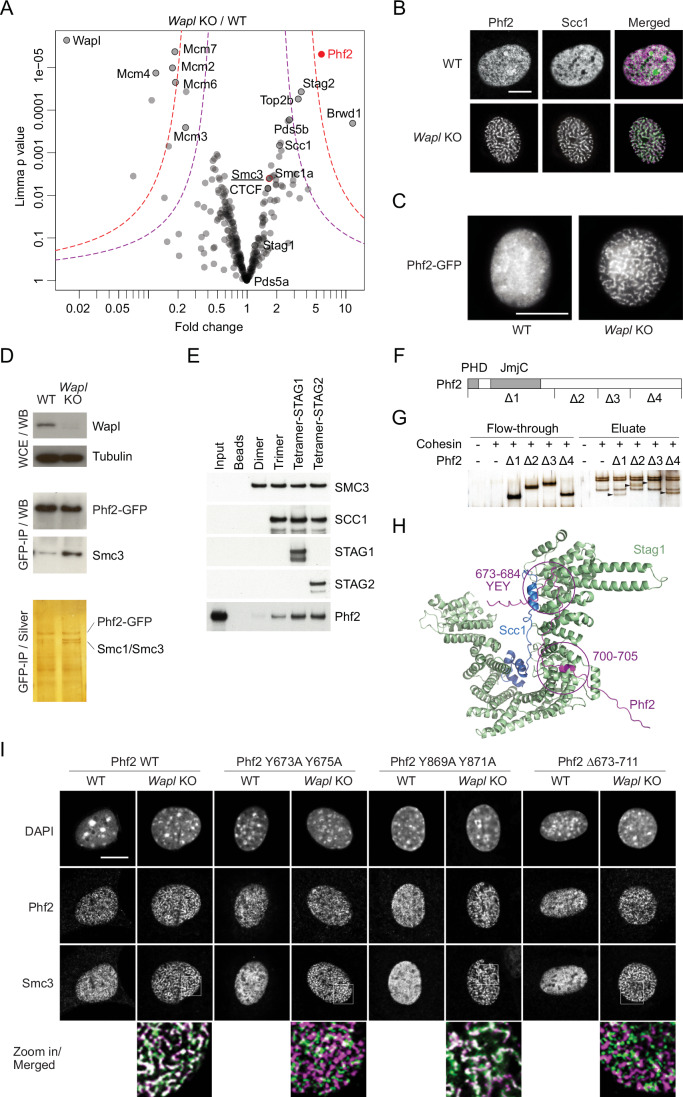
Identification of Phf2 as a cohesin interacting protein. (**A**) Volcano plot of proteins identified by Smc3 ChIP-qMS, normalized to total protein in cohesin immunoprecipitates from WT versus *Wapl* KO MEFs. The plot shows enriched proteins in the *Wapl* KO sample on the right and depleted proteins on the left. Biological replicates *n* = 3. Statistical significance of differentially expressed proteins was determined using limma. Proteins above the purple and red dotted lines represent significance thresholds of *p* < 0.05 and *p* < 0.01, respectively. The top enriched protein, Phf2, is highlighted in red. (**B**) Fluorescence microscopy with Phf2 and Scc1 antibodies in WT and *Wapl* KO MEFs. In the merged panel, Phf2 is shown in green and Scc1 in magenta. Scale bar, 10 μm. (**C**) Live cell microscopy of Phf2-GFP in WT and *Wapl* KO MEFs. Scale bar, 10 μm. (**D**) Top panel: Immunoblot analysis of whole-cell extracts (WCE) from WT and *Wapl* KO MEFs. Middle panel: Immunoblot analysis of samples immunoprecipitated (IP) using GFP antibody from WT and *Wapl* KO MEFs expressing Phf2-GFP. Bottom panel: Silver staining of P samples as described in the middle panel. (**E**) Immunoblot analysis of in vitro binding assay of Phf2 with the cohesin complex. Human recombinant cohesin complexes (Dimer, Trimer, or Tetramer) bound to antibody beads were mixed with purified Phf2. Bound proteins were analyzed using the indicated antibodies. (**F**) Schematic representations of full-length Phf2 and its deletion mutants. PHD, plant homeodomain; JmjC, Jumonji C domain. Δ1:1–450aa; Δ2:451–659aa; Δ3:660–819aa; Δ4:820–1096aa. (**G**) Silver staining of in vitro binding assay of Phf2 deletion mutants with human cohesin. Cohesin tetramer-STAG1 was mixed with purified Phf2 mutants (Δ1, Δ2, Δ3, or Δ4). Flow-through and eluate were analyzed, and the arrowheads marked the positions of the corresponding Phf2 mutants. (**H**) AlphaFold2 model for the interaction between Scc1/Stag1 and Phf2. (**I**) Fluorescence microscopy with Phf2 and Smc3 antibodies in WT and *Wapl* KO MEF using Phf2 WT, Phf2 Y673A Y675A, Phf2 Y869A Y871A, and Phf2 Δ673–711. In the merged magnified panels, Phf2 is shown in green and Smc3 in magenta. Scale bar, 10 μm. Source data are available online for this figure.

To further investigate whether cohesin interacts with Top2b, Brwd1, and Phf2, we examined their localization in Wapl-depleted MEFs. In these cells, cohesin accumulates in axial chromosomal vermicelli (Tedeschi et al, 2013), which represent the bases of long cohesin loops (Fudenberg et al, 2016; Haarhuis et al, 2017; Wutz et al, 2017). Fluorescence microscopy revealed that Phf2 co-localized with cohesin in vermicelli in fixed and live *Wapl* KO MEFs (Fig. 1B,C; Appendix Fig. S1E), but this was not the case for Top2b, Brwd1 (Appendix Fig. S1F) and other epigenetic reader proteins, which were not enriched in cohesin samples (Baz1b, Chd4, the Phf2 paralog Phf8; Appendix Fig. S1G,H). However, during this study Top2b was reported to co-localize with cohesin at TAD boundaries (Uuskula-Reimand et al, 2016) and Brwd1 to regulate cohesin dynamics on chromatin (Mandal et al, 2024). Top2b and Brwd1 may therefore be cohesin interactors that are not translocating with cohesin into vermicelli or might be too abundant in other nuclear locations to become detectably enriched in vermicelli. We therefore focused on characterizing interactions of cohesin with Phf2.

### Phf2 binds to the kleisin-STAG module of cohesin

Wapl depletion did not only enrich Phf2 in cohesin samples, but also cohesin in Phf2-GFP immunoprecipitates (Fig. 1D; Appendix Fig. S2A,B), further indicating that cohesin-Phf2 interactions are specific. In vitro, purified Phf2 (Appendix Fig. S2C) bound to human cohesin trimers composed of SMC1, SMC3, and the kleisin SCC1 (also known as RAD21 and Mcd1), and more abundantly to tetramers that also included STAG1 or STAG2, but not to SMC1-SMC3 dimers (Fig. 1E; Appendix Fig. S2D). These results indicate that Phf2 interacts directly with cohesin by binding to its kleisin-STAG module, as does CTCF (Li et al, 2020).

Deletion analysis showed that Phf2’s PHD finger and JmjC domains are not required for cohesin binding in vitro, whereas amino acid residues 660–819 of Phf2 are (Fig. 1F,G; Appendix Fig. S2E,F; Phf2-Δ3). Expression of these mutants in immortalized MEFs (iMEFs) revealed that residues 660–819 were also required for enrichment of Phf2 in vermicelli, whereas other Phf2 domains were not (Appendix Fig. S2G,H), indicating that this region of Phf2 is also required for cohesin binding in cells. In this part of the Phf2 sequence, αFold2 predicted residues 673–684 and 700–705 to interact with Stag1-Scc1 (Fig. 1H). Interestingly, residues 673–684 contain an evolutionarily conserved YEY motif (residues 673–675) that is predicted to bind to the same CES on Stag1-Scc1 as CTCF’s YxF motif, although in a different orientation (Appendix Fig. S2I,J).

To test whether Phf2’s YEY motif is required for cohesin binding we mutated the two tyrosine residues to alanine, expressed the resulting Phf2 Y673A Y675A mutant in MEFs, depleted Wapl and analyzed whether Phf2 still co-localizes with the cohesin subunit Smc3 in vermicelli. We also generated Phf2 mutants in which we either deleted 39 residues including the YEY motif (Phf2 Δ673–711) or mutated the tyrosine residues in a similar YVY motif (Phf2 Y869A Y871A), which is located in an unstructured region that does not bind cohesin (Δ4 in Fig. 1F,G). The Phf2 YEY motif and Phf2 Δ673–711 mutants were greatly reduced in their co-localization with cohesin in vermicelli, whereas mutation of the YVY motif did not have such an effect (Fig. 1I). These results indicate that Phf2’s YEY motif is required for cohesin binding, possibly because it binds the same CES as CTCF.

### Phf2 co-localizes with H3K4me3 nucleosomes and cohesin in the mouse genome

In previous ChIP-seq experiments, Phf2 was found to co-localize with H3K4me3-nucleosomes (Bricambert et al, 2018; Pappa et al, 2019), consistent with its ability to bind H3K4me3 peptides in vitro (Bricambert et al, 2018; Horton et al, 2011; Horton et al, 2023; Wen et al, 2010) and to co-purify with H3K4me3 nucleosomes from cells (Bluhm et al, 2016; Eberl et al, 2013). However, our findings that Phf2 accumulates with cohesin in vermicelli and binds cohesin in vitro predicted that the distribution of Phf2 in the genome should also overlap with that of cohesin. We, therefore, re-assessed the genomic distribution of Phf2 by ChIP-seq in MEFs.

These experiments identified 21,326 Phf2 peaks in the mouse genome, most of which overlapped with H3K4me3-nucleosomes (17,064, 80%; Fig. 2A–C). As expected, since H3K4me3-nucleosomes are located at active TSSs, these Phf2 peaks also overlapped with TSSs (Appendix Fig. S3A,B) and RNA polymerase II phosphorylated on serine residue 5 (PolII Ser5-P; Fig. 2C). Pile-up analyses showed that Phf2 and H3K4me3 signals peaked directly in front and behind TSSs, presumably reflecting nucleosomes at −1 and +1 positions (Appendix Fig. S3C). The Phf2 peaks that did not overlap with H3K4me3 sites (4262, 20%) were smaller than those at H3K4me3 sites (Fig. 2A,C). These small peaks were nevertheless also specific for Phf2, as almost all Phf2 peaks (99.3%) were absent in *Phf2*^f/f^ MEFs following tamoxifen-induced expression of ER-Cre and subsequent Phf2 depletion (hereafter referred to as *Phf2* KO; Figs. 2A,D,E and EV1A). These results confirm that Phf2 is an epigenetic reader protein that co-localizes in many cases with H3K4me3-nucleosomes in the vicinity of active TSSs.

**Figure 2:**
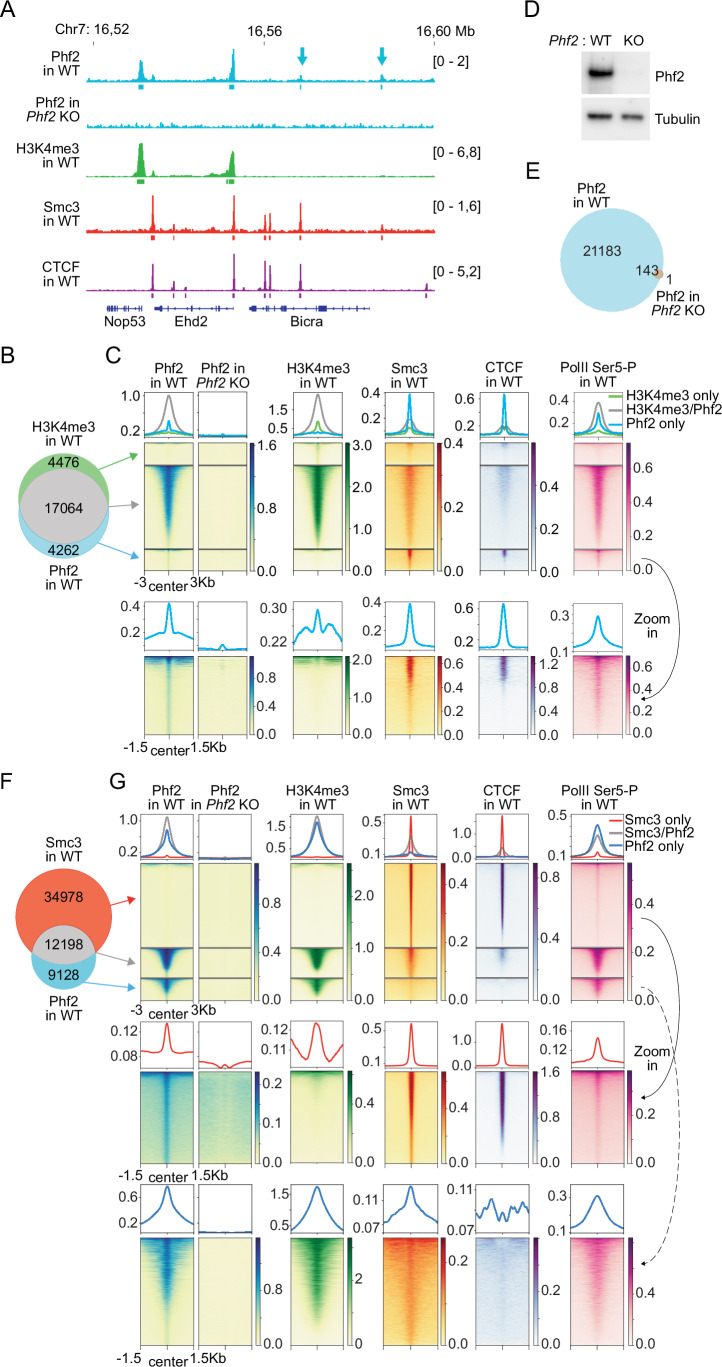
Phf2 colocalizes with H3K4me3 and cohesin genome-wide. (**A**) Binding of Phf2 (in WT and *Phf2* KO), H3K4me3, Smc3, and CTCF at a representative locus as determined by ChIP-seq. Small Phf2 peaks colocalizing with Smc3, but not H3K4me3 are indicated with blue arrows. Genes are depicted at the bottom. (**B**) Venn diagram showing the overlap between ChIP-seq peaks of H3K4me3 and Phf2 in WT MEFs. (**C**) Pile-up heat maps and summary plots of ChIP-seq signals obtained for Phf2 (in WT and *Phf2* KO MEFs), H3K4me3, Smc3, CTCF, and RNA polymerase II phosphorylated at Ser5 (PolII Ser5-P) shown for the overlap groups indicated in (**B**). The Zoom-in panels show the indicated sub-groups of ChIP-seq signals at different color scales. (**D**) Immunoblot analysis of whole-cell extracts from WT and *Phf2* KO MEFs using the indicated antibodies. (**E**) Venn diagram showing the overlap between ChIP-seq peaks of Phf2 in WT and *Phf2* KO MEFs. (**F**) Venn diagram showing the overlap between ChIP-seq peaks of Smc3 and Phf2 in WT MEFs. (**G**) Pile-up heat maps and summary plots of ChIP-seq signals obtained for Phf2 (in WT and *Phf2* KO MEFs), H3K4me3, Smc3, CTCF, and PolII Ser5-P shown for the overlap groups indicated in (**F**). The Zoom-in panels show the indicated sub-groups of ChIP-seq signals at different color scales. Source data are available online for this figure.

**Figure EV1:**
Phf2 partially colocalizes with CTCF genome wide. (**A**) Immunoblot analysis of Phf2 in *Phf2* KO MEFs. MEFs with floxed alleles of Phf2 with or without ERCre (*Phf2* F/F, ERCre/+ or *Phf2* F/F, no ERCre) were treated with 4-OHT for the indicated days and whole-cell extracts were analyzed using the indicated antibodies. (**B**) Venn diagram illustrating the overlap between ChIP-seq peaks of CTCF and Phf2 in WT MEFs. (**C**) Pile-up heat maps and summary plots of ChIP-seq signals for Phf2 (in WT and *Phf2* KO), H3K4me3, Smc3, CTCF, and PolII Ser5-P at overlap groups indicated in (**B**). The Zoom-in panels show the indicated sub-groups of ChIP-seq signals at different color scales. (**D**) Summary plots of ChIP-seq signals obtained for Phf2 and Smc3 at oriented CTCF sites. The binding at the CTCF sequence on the + and the – strand was assessed in WT (left) and *Wapl* KO MEFs (right). Source data are available online for this figure.

However, 12,198 Phf2 peaks (57%) also overlapped with peaks of the cohesin subunit Smc3 (Fig. 2A,F,G) and 6955 with CTCF (33%; Figs. 2A and EV1B,C). Pile-up analyses revealed that some Smc3 signal enrichment could be detected at most Phf2 peaks and conversely some Phf2 at most Smc3 peaks, independent of whether these co-localized with H3K4me3 or not (Fig. 2G). The overlap between Phf2 and cohesin peaks therefore underestimates the extent to which these proteins co-localize in the genome, due to the thresholding used during ChIP-seq peak calling. In contrast, CTCF was only detected at a subset of Phf2 peaks (Figs. 2A and EV1B,C). Pile-up analyses revealed that the peak of Phf2 ChIP-seq signals was closer to the peak of cohesin signals than to the peak of CTCF, suggesting that Phf2 accumulates at some CTCF sites because Phf2 is bound to cohesin (Fig. EV1D).

To test whether the enrichment of Phf2 at Smc3 sites depends on cohesin, we analyzed the distribution of Phf2 in *Smc3* KO MEFs (Busslinger et al, 2017). Western blot analyses indicated that the levels of Phf2 were reduced by ~30% in *Smc3* KO MEFs but only by ~13% in chromatin fractions obtained from these cells (Figs. 3A and EV2A,B). ChIP-seq experiments indicated that Smc3 depletion also reduced the large Phf2 peaks that overlapped with H3K4me3 by ~13%. However, small Phf2 peaks that overlapped with cohesin but not with H3K4me3 were reduced by 64% in *Smc3* KO MEFs, and accordingly 5843 peaks could no longer be detected in these cells (27% of all Phf2 peaks in WT MEFs; Figs. 3B–D and EV2C,D). The finding that small Phf2 peaks are relatively more affected than large peaks by Smc3 depletion suggests that small Phf2 peaks become undetectable in *Smc3* KO MEFs not only because total Phf2 levels are reduced in these cells but also because cohesin is required to recruit Phf2 to these sites. These results suggest that cohesin is required for the positioning of Phf2 at ‘cohesin-only’ sites but that cohesin is dispensable for enrichment of Phf2 at H3K4me3-nucleosomes.

**Figure 3:**
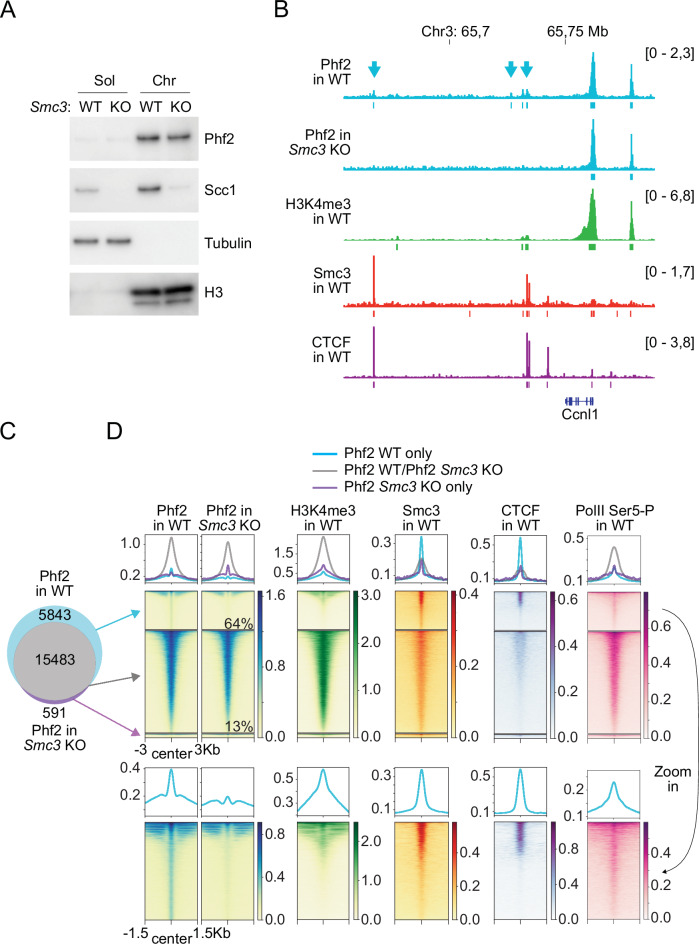
Enrichment of Phf2 at sites lacking H3K4me3 is dependent on cohesin. (**A**) Immunoblot analysis of soluble (Sol) and chromatin-bound (Chr) fractions from WT and *Smc3* KO MEFs using the indicated antibodies. (**B**) Binding of Phf2 (in WT and *Smc3* KO MEFs), H3K4me3, Smc3, and CTCF at a representative locus, as determined by ChIP-seq. Small Phf2 peaks detectable in WT, but not in *Smc3* KO MEFs are indicated with blue arrows. (**C**) Venn diagram showing the overlap between ChIP-seq peaks of Phf2 in WT and Smc3 KO MEFs. (**D**) Pile-up heat maps and summary plots of ChIP-seq signals obtained for Phf2 (in WT and *Smc3* KO MEFs), H3K4me3, Smc3, CTCF, and PolII Ser5-P at the overlap groups indicated in (**C**). The Zoom-in panels show the indicated sub-groups of ChIP-seq signals at different color scales. Phf2 peaks present only in WT MEFs were reduced by 64% upon Smc3 depletion, whereas Phf2 peaks that were present in WT and *Smc3* KO MEFs were reduced by only 13%. Source data are available online for this figure.

**Figure EV2:**
Enrichment of Phf2 at sites lacking H3K4me3 is dependent on cohesin. (**A**) Immunoblot analysis of whole-cell extracts from WT and *Smc3* KO MEFs using the indicated antibodies. (**B**) Immunoblot analysis of whole-cell extract (WCE), soluble (Sol), and chromatin-bound (Chr) fractions from WT and *Smc3* KO MEFs using the indicated antibodies. Two protein dilutions were assessed. Please note that a portion of this blot was used in Fig. 3A. (**C**) Venn diagram illustrating the overlap between ChIP-seq peaks of Phf2 in WT and *Smc3* KO MEFs. (**D**) Pile-up heat maps and summary plots of ChIP-seq signals for Phf2 (in WT and *Smc3* KO), H3K4me3, Smc3, CTCF, PolII Ser5-P, and Scc1 (in WT and *Smc3* KO; data from Busslinger et al, 2017) at overlap groups indicated in (**C**). Phf2 peaks present only in WT MEFs were reduced by 64% in read numbers upon Smc3 depletion, whereas Phf2 peaks that were present in WT and *Smc3* KO MEFs were reduced by only 13%. Zoom-in panels show the indicated sub-groups of ChIP-seq signals at different color scales. The panels from Fig. 3D are shown here again to facilitate a direct side-by-side comparison with the extended panels presented in this figure.

### Cohesin influences the chromatin association of Phf2

Because Phf2 interacts with cohesin and both proteins accumulate in vermicelli following Wapl depletion, we performed fluorescence recovery after photobleaching (FRAP) experiments to assess how the depletion of cohesin and Wapl affects the interaction of Phf2 with chromatin. These experiments revealed that in MEFs, 35% of ectopically expressed Phf2-GFP associated with chromatin, exhibiting a short residence time of 15 s (Fig. 4A–D). RNA interference-mediated depletion of the cohesin subunit Scc1 resulted in a small but significant reduction in the fraction of chromatin-bound Phf2-GFP (Fig. 4C; Appendix Fig. S4A) but did not alter the chromatin residence time of Phf2-GFP, suggesting that this is largely determined by interactions with H3K4me3-nucleosomes (Fig. 4D). Wapl depletion had the opposite effect, i.e., significantly increased the fraction of chromatin-bound Phf2 (Fig. 4C; Appendix Fig. S4A). Simultaneous depletion of both Wapl and Scc1 reversed this effect, suggesting that the enhanced chromatin association of Phf2 in Wapl-depleted cells is dependent on cohesin (Fig. 4C; Appendix Fig. S4A). As observed before (Kueng et al, 2006; Tedeschi et al, 2013), Wapl depletion also increased the fraction of cohesin bound to chromatin (Smc1-GFP, Appendix Fig. S4B–F). These results indicate that Wapl depletion increases the amount of chromatin-bound Phf2 by elevating the residence time and levels of cohesin on chromatin.

**Figure 4:**
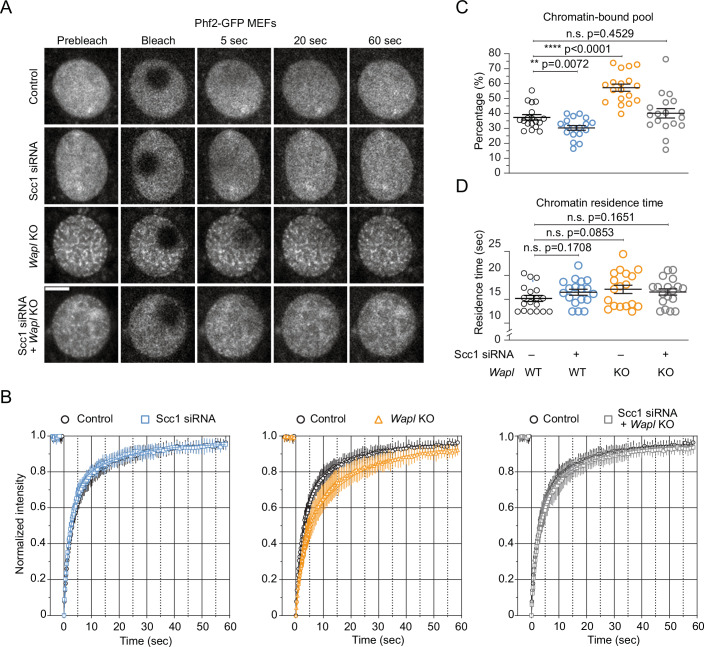
Cohesin influences Phf2 chromatin association. (**A**) Microscopy images of MEFs expressing Phf2-GFP analyzed by fluorescence recovery after photobleaching (FRAP) of an area with 2 μm diameter. Scc1 was depleted by siRNA transfection in either control or *Wapl* KO MEFs. Scale bar, 2 μm. (**B**) Quantification of Phf2-GFP fluorescence intensity in the bleached area over time, shown for the conditions described in (**A**). Number of cells used *n* = 18. Error bars indicate the Standard Error of the Mean. (**C**) Quantification of the chromatin bound fraction of Phf2-GFP calculated from curves in (**B**). Statistical analyses were performed with unpaired t test and the *P* values are indicated in the figure. Error bars indicate the Standard Error of the Mean. (**D**) Quantification of the residence time on chromatin of Phf2-GFP calculated from curves in (**B**). Statistical analyses were performed with unpaired t test and the *P* values are indicated in the figure. Error bars indicate the Standard Error of the Mean. Source data are available online for this figure.

Conversely, Phf2 depletion did not detectably change the residence time or fraction of chromatin bound cohesin (Appendix Fig. S4B–F), suggesting that Phf2 is not required for the chromatin association of cohesin.

### Wapl and CTCF depletion re-positions Phf2 with cohesin in the genome

Our analysis of Phf2 in *Smc3* KO MEFs had indicated that cohesin contributes to the genomic distribution of Phf2 (Fig. 3). To test this hypothesis further, we performed Phf2 ChIP-seq experiments using MEFs depleted of either Wapl or of Wapl and CTCF, in which cohesin accumulates in different regions than in wild type cells (Busslinger et al, 2017; Tedeschi et al, 2013). In *Wapl* KO MEFs, 5337 Phf2 peaks became undetectable at sites at which cohesin was also reduced, whereas 7313 new Phf2 peaks appeared at sites at which cohesin was enriched (Figs. 5A–C and EV3A–C), consistent with the co-accumulation of Phf2 and cohesin in vermicelli (Fig. 1B,C). Like cohesin (Haarhuis et al, 2017; Wutz et al, 2017), Phf2 became more enriched at CTCF sites (Fig. EV3C; see right panel) and at loop anchors detected by Hi-C (Fig. EV3D) following Wapl depletion. In contrast, Wapl depletion did not change the genomic distribution of H3K4me3, and no H3K4me3 could be detected at most of the Phf2 peaks newly formed in *Wapl* KO MEFs (Fig. EV3A–C,E,F). Consistent with these results, no accumulation of H3K4me3 in vermicelli was observed by immunofluorescence microscopy in Wapl depleted cells (Fig. EV3G). These results suggest that upon Wapl depletion, Phf2 and cohesin relocate together to new genomic loci.

**Figure 5:**
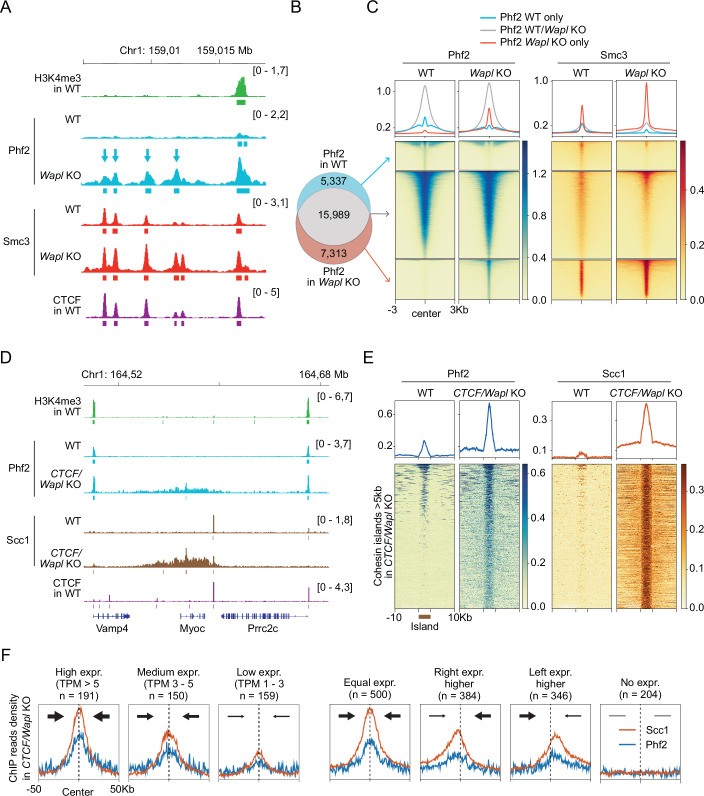
Wapl and CTCF depletion re-positions Phf2 with cohesin in the genome. (**A**) Binding of H3K4me3, Phf2 (in WT and *Wapl* KO MEFs), Smc3 (in WT and *Wapl* KO MEFs), and CTCF at a representative locus, as determined by ChIP-seq. Phf2 peaks detected only in *Wapl* KO MEFs are indicated with blue arrows. (**B**) Venn diagram showing the overlap between ChIP-seq peaks of Phf2 in WT and *Wapl* KO MEFs. (**C**) Pile-up heat maps and summary plots of ChIP-seq signals obtained for Phf2 (in WT and *Wapl* KO MEFs) and Smc3 (in WT and *Wapl* KO MEFs) at the overlap groups indicated in (**B**). (**D**) Binding of H3K4me3, Phf2 (in WT and *CTCT/Wapl* KO MEFs), Scc1 (in WT and *CTCT/Wapl* KO MEFs), and CTCF at a representative locus, as determined by ChIP-seq. (**E**) Pile-up heat maps and summary plots of ChIP-seq signals obtained for Phf2 (in WT and *CTCT/Wapl* KO MEFs) and Scc1 (in WT and *CTCT/Wapl* KO MEFs) at cohesin islands found in *CTCT/Wapl* KO MEFs bigger than 5 kb (islands were stretched to equal size). (**F**) Summary plots of ChIP-seq signals obtained for Scc1 and Phf2 in *CTCT/Wapl* KO MEFs for cohesin islands at which convergent gene pairs are transcribed at similar levels: high (TPM > 5), medium (TPM 3–5), and low (TPM 1–3) (left 3 panels), or at which convergent gene pairs are transcribed symmetrically (Equal expr.) or asymmetrically (Right expr. higher; Left expr. higher) or with no detectable expression (No expr) (right 4 panels), as measured by RNA-seq in Busslinger et al, 2017. Source data are available online for this figure.

**Figure EV3:**
Wapl depletion re-positions Phf2 with cohesin in the genome. (**A**) Binding of H3K4me3 (in WT and *Wapl* KO), Phf2 (in WT and *Wapl* KO), Smc3 (in WT and *Wapl* KO), and CTCF (in WT and *Wapl* KO) at two representative loci determined by ChIP-seq. The tracks from Fig. 5A are presented again in the left panel, now expanded to include all conditions. (**B**) Venn diagram showing the overlap between ChIP-seq peaks of Phf2 in WT and *Wapl* KO. (**C**) Pile-up heat maps and summary plots of ChIP-seq signals of H3K4me3 (in WT and *Wapl* KO), Phf2 (in WT and *Wapl* KO), Smc3 (in WT and *Wapl* KO), and CTCF (in WT and *Wapl* KO) at overlap groups indicated in (**B**). The panels from Fig. 5C are shown here again to facilitate a direct side-by-side comparison with the extended panels presented in this figure. (**D**) Summary plots of ChIP-seq signals obtained for Phf2, Smc3, and CTCF at loop anchors. The binding at left and right loop anchors was assessed in WT (left) and *Wapl* KO MEFs (right). (**E**) Triangular heatmap illustrating the overlap between ChIP-seq peaks of H3K4me3 in WT, *Phf2* KO, and *Wapl* KO. (**F**) Venn diagram showing the overlap between ChIP-seq peaks of Phf2, H3K4me3, and Smc3 in *Wapl* KO. (**G**) Fluorescence microscopy images for H3K4me2, H3K4me3, H3K9me1, H3K9me2, H3K9me3, H4K20me3, and Scc1 in WT and *Wapl* KO MEFs. Representative images of WT or *Wapl* KO MEFs stained with DAPI and antibodies to H3K4me2 (top-left), H3K4me3 (top-middle), H3K9me1 (top-right), H3K9me2 (bottom-left), H3K9me3 (bottom-middle), H4K20me3 (bottom-right) and Scc1. Scale bar, 10 μm. Source data are available online for this figure.

In MEFs co-depleted of Wapl and CTCF, cohesin accumulates in regions that are several kb in size, compared to canonical cohesin peaks spanning ~0.5 kb. Most of these cohesin islands are located at sites of convergent transcription (Busslinger et al, 2017). In *Wapl-CTCF* KO MEFs, Phf2 accumulated in similar regions (Figs. 5D,E and EV4A,B) and, as observed for cohesin (Busslinger et al, 2017), the height and shape of these Phf2 islands correlated with the strength and symmetry with which the convergent gene pairs were transcribed (Figs. 5F and EV4C). These results support the notion that the distribution of Phf2 in the mouse genome is not only determined by H3K4me3-nucleosomes but also by cohesin. Previous work has shown that cohesin anchors new loops at cohesin islands, indicating that cohesin arrives in these locations by loop extrusion and is halted by transcription (Banigan et al, 2023). Our finding that Phf2 accumulates with cohesin in cohesin islands therefore suggests that Phf2 translocates with cohesin during loop extrusion (please note that Phf2’s short residence time on chromatin is not inconsistent with this hypothesis; see Discussion).

**Figure EV4:**
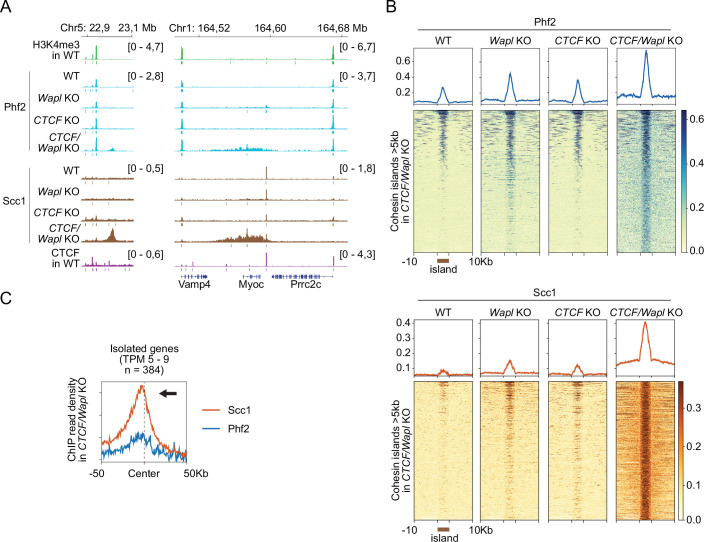
Wapl and CTCF depletion re-positions Phf2 with cohesin in the genome. (**A**) Binding of H3K4me3, Phf2 (in WT, *Wapl* KO, *CTCF* KO, and *CTCT/Wapl* KO MEFs), Scc1 (in WT, *Wapl* KO, *CTCF* KO, and *CTCT/Wapl* KO MEFs), and CTCF at two representative loci determined by ChIP-seq. The tracks from Fig. 5D are presented again in the right panel, now expanded to include all conditions. (**B**) Pile-up heat maps and summary plots of ChIP-seq signals obtained for Phf2 and Scc1 (in WT, *Wapl* KO, *CTCF* KO, and *CTCT/Wapl* KO MEFs) at cohesin islands found in *CTCF/Wapl* KO MEFs bigger than 5 kb (islands were stretched to equal size). The panels from Fig. 5E are shown here again to facilitate a direct side-by-side comparison with the extended panels presented in this figure. (**C**) Summary plots of ChIP-seq signals obtained for Scc1 and Phf2 in *CTCT/Wapl* KO MEFs for cohesin islands where transcription came only from one side, as measured by RNA-seq in Busslinger et al, 2017.

### Phf2 limits the length of heterochromatic B compartments

Because Phf2 has been implicated in gene regulation and cell differentiation (Aguirre et al, 2024; Bricambert et al, 2018; Hata et al, 2013; Kim et al, 2014; Lane et al, 2019; Pappa et al, 2019; Shi et al, 2014; Stender et al, 2012), we tested whether Phf2 depletion causes gene expression defects in MEFs. However, only very few differences could be detected by RNA-seq between WT and *Phf2* KO MEFs (Appendix Fig. S5A). These results suggest that Phf2 has only a minor, if any, gene regulatory role in quiescent MEFs, either because Phf2 is lacking such a function in quiescent cells, or because it functions redundantly with its paralogs Phf8 and Kdm7a.

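RNA-seq was performed on 2 WT and 2 *Phf2* KO replicates of primary MEFs, which are fibroblasts grown from mouse embryos and were arrested in quiescence here. The sample labels give floxed *Phf2* alleles and CreERT2, a Cre recombinase that 4-hydroxytamoxifen (4-OHT) activates, for all 4 libraries, and name tamoxifen for the *Phf2* KO libraries alone. The methods give 0.5 µM 4-OHT for 7 days. Reads were single and 50 nt long. The authors trimmed them, removed ribosomal RNA, aligned the rest to mm9 with STAR as reverse stranded, and deposited the whole reads that featureCounts assigned to each of 24391 gene symbols, without normalization. The total count was 23803214 in WT replicate 1, 26094268 in WT replicate 2, 21094743 in *Phf2* KO replicate 1 and 23820579 in *Phf2* KO replicate 2. A count of 3, taken as the limit of detection, was worth between 0.115 and 0.142 CPM (counts scaled to a common library size), which covers counting error only. Genes with too few counts were removed with edgeR's filterByExpr, which left 13668 genes. Libraries were scaled by TMM, with factors between 0.983 and 1.01, and genotype was tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The paper's text does not name a threshold, and genes were called at an adjusted p-value under 0.1. Counts were simulated with the measured mean differences between replicates, made the same in WT and *Phf2* KO by construction. In these, the test above recovered 59.1% of changes of 2 log2 units, 12.1% of changes of 1 log2 unit and 0% of changes of 0.5 log2 units. With the replicate number as a block in the fit, the shares were 98.5%, 87.9% and 65.2%, and 17 of 183 calls were genes simulated without a change. When the spread was also varied between genes, 96 of 254 calls of the blocked fit were such genes. In both simulations 198 of the genes tested had been changed by construction. The share of unchanged genes among calls depends on that number, so neither share is an estimate for the measured counts.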

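By edgeR's quasi-likelihood test without the replicate block, 0 genes were higher and 1 gene was lower in *Phf2* KO than in WT MEFs. At an unadjusted p-value under 0.05, 211 genes were higher and 365 lower. The gene called was *Dkk2*, which encodes a secreted regulator of Wnt signalling and lies on chromosome 3 of mm9 from 131748256 to 131843257 on the forward strand, with 4 exons. Its counts were 977 and 1137 in WT and 131 and 162 in *Phf2* KO MEFs, or 42.2 ± 2.32 (SD, n = 2) and 6.53 ± 0.295 (SD, n = 2) normalized CPM. This was a log2 fold change of -2.69 (standard error 0.11, adjusted p = 0.0843 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, it stayed between -2.74 and -2.63. limma-voom did not call *Dkk2* (adjusted p = 0.183 from limma with Benjamini-Hochberg adjustment). DESeq2, which the paper's methods name, called 10 genes higher and 54 lower without the block. The alternative fixed in advance that moved the counts most was the fit with the replicate number as a block, in which 789 genes were higher and 711 lower in *Phf2* KO MEFs, 32 and 101 of them by more than 1 log2 unit. In this fit the common dispersion, edgeR's measure of the spread between replicates, was 0.00363, against 0.0451 without the block. Neither the paper nor the labels state that libraries of one number are a pair, and the blocked fit has 1 residual degree of freedom. *Xist* counts (10042 and 3 in WT, 8336 and 12 in *Phf2* KO) mark replicate 1 as female and replicate 2 as male in both groups. Replicate differences were shared by the groups (Pearson's r = 0.774 across genes). edgeR gave each gene's own spread no weight with the block (prior degrees of freedom infinite, against 2.57 without). The blocked p-values thus rest on a spread pooled across genes. The log2 ratios of *Phf2* KO to WT within each replicate number were also compared directly, across the 11556 genes with a mean count of at least 50. They were correlated across genes, which are not independent replicates, with Pearson's r of 0.470 and Spearman's rho of 0.410. Beyond 0.3 log2 units in both replicates, 297 genes were higher in both, 388 were lower in both, and 84 changed in opposite directions.

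**Figure D1:**
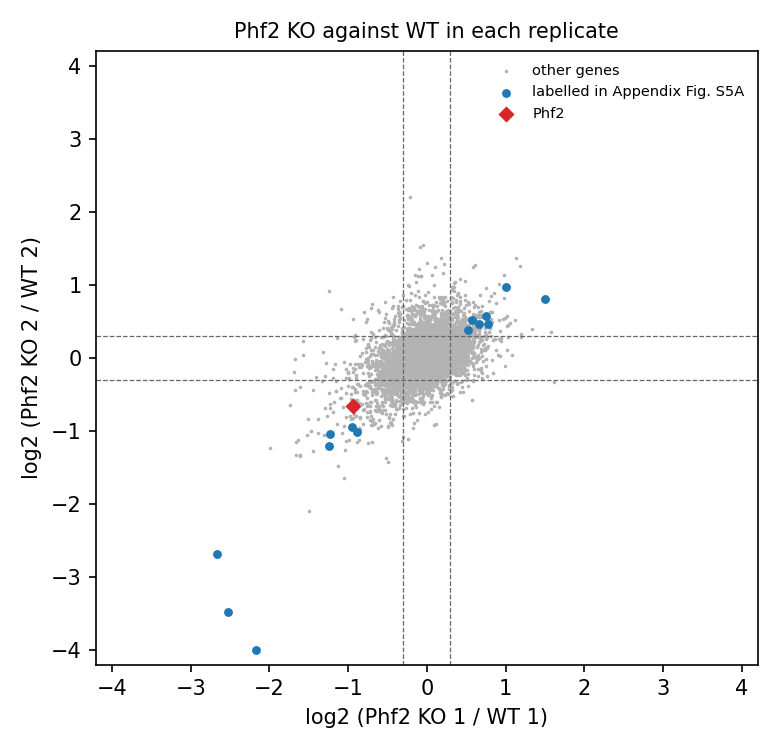
Log2 ratio of *Phf2* KO to WT in replicate 1 (x axis) and replicate 2 (y axis), a point per gene with a mean count of at least 50. Dashed lines mark 0.3 log2 units either way, beyond which 685 genes changed in the same direction and 84 in opposite directions; blue points are genes labelled in Appendix Fig. S5A and the red diamond is *Phf2*.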

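*Phf2*, the deleted gene, lies on chromosome 13 of mm9 from 48897119 to 48966254 on the reverse strand, with 22 exons. Its counts were 3244 and 3680 in WT and 1454 and 2158 in *Phf2* KO MEFs. Normalized, these were 138.2 ± 5.11 (SD, n = 2) and 80.0 ± 13.9 (SD, n = 2) CPM, so that 57.9% of the WT level was counted in *Phf2* KO MEFs. The counts cover the whole gene and do not part the floxed exons from the others. The log2 fold change was -0.79 (standard error 0.14, unadjusted p = 0.00332, adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in both *Phf2* KO replicates than in both WT replicates. DESeq2 called *Phf2* (adjusted p = 0.00321 from DESeq2's Wald test with Benjamini-Hochberg adjustment), as did edgeR's quasi-likelihood test with the replicate block (adjusted p = 7.67e-19 after Benjamini-Hochberg adjustment).

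The paralog *Phf8* (chromosome X, 147955215 to 148068402, forward strand) overlaps the small nucleolar RNA gene SNORA4 in the annotation. Its level was 33.8 ± 2.84 (SD, n = 2) CPM in WT and 36.3 ± 0.333 (SD, n = 2) in *Phf2* KO MEFs. The log2 fold change of 0.10 (standard error 0.11) was smaller than its standard error, and moved to 0.20 without WT replicate 1 and to 0.02 without WT replicate 2. *Kdm7a* (chromosome 6, 39086622 to 39156788, reverse strand), which overlaps the annotated gene 4930599N23Rik, was counted at 8.68 ± 1.19 (SD, n = 2) in WT and 9.68 ± 0.510 (SD, n = 2) CPM in *Phf2* KO MEFs. Its log2 fold change was 0.16 (standard error 0.17), 0.04 without WT replicate 1 and 0.30 without WT replicate 2. Neither paralog was called with the replicate block (adjusted p = 0.608 for *Phf8* and 0.635 for *Kdm7a* from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

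Lists of genes for processes in which Phf2 has been implicated were tested as sets with camera, which compares the genes of a list with all others (adjusted p by Benjamini-Hochberg over 10 lists, with an inter-gene correlation of 0.01). The median log2 fold change was 0.03 over 19 adipocyte genes (10 higher), 0.07 over 14 osteoblast genes (8 higher) and -0.03 over 14 chondrocyte genes (6 higher), each with an adjusted p = 0.934 from camera. It was 0.05 over 20 inflammatory genes (12 higher, adjusted p = 0.636 from camera). These medians are over genes that went both ways. With the replicate block none of these 4 lists was called (adjusted p from 0.459 to 0.791 from camera), the chondrocyte median was 0.14, and 6 adipocyte, 2 osteoblast, 4 chondrocyte and 5 inflammatory genes were called singly. From the few differences between WT and *Phf2* KO MEFs, the paper proposes that Phf2 has at most a minor role in gene regulation in quiescent MEFs, either because it lacks this function in such cells or because Phf8 and Kdm7a act redundantly with it.

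**Figure D2:**
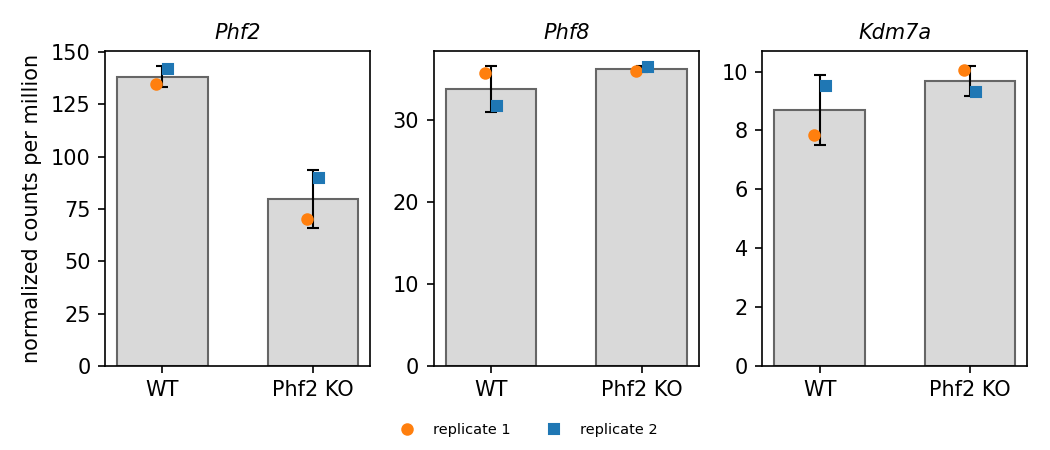
Normalized CPM of *Phf2*, *Phf8* and *Kdm7a* in WT and *Phf2* KO MEFs, each panel with its own axis from 0. Bars are means, error bars SD (n = 2) and points the replicates. *Phf2* falls to 57.9% of WT, the *Phf8* replicates of both groups lie between 31.8 and 36.5 CPM, and those of *Kdm7a* overlap.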

Since Phf2 has been reported to de-methylate H3K9 in vitro (Baba et al, 2011; Bricambert et al, 2018; Horton et al, 2023), we tested whether Phf2 has a role in heterochromatin regulation. Hi-C experiments indeed showed a different distribution of euchromatic A and heterochromatic B compartments between WT and *Phf2* KO MEFs (Fig. 6A). Eigenvector analyses revealed that B compartments were increased in length in Phf2 depleted cells, thus switched less frequently with A compartments, and correspondingly A compartments were reduced in length (Fig. 6C,E). As a result, the relative proportion of genomic sequences present in B compartments was increased, whereas those in A compartments was decreased (Fig. 6F,G). However, we could not detect changes in the distribution of active (H3K4me3) or inactive (H3K9me3) chromatin marks upon Phf2 depletion in ChIP-seq experiments (Appendix Fig. S5B–D). Phf2 therefore limits the length of B compartments, although it remains unclear whether Phf2 causes this effect as a histone demethylase or by other means.

**Figure 6:**
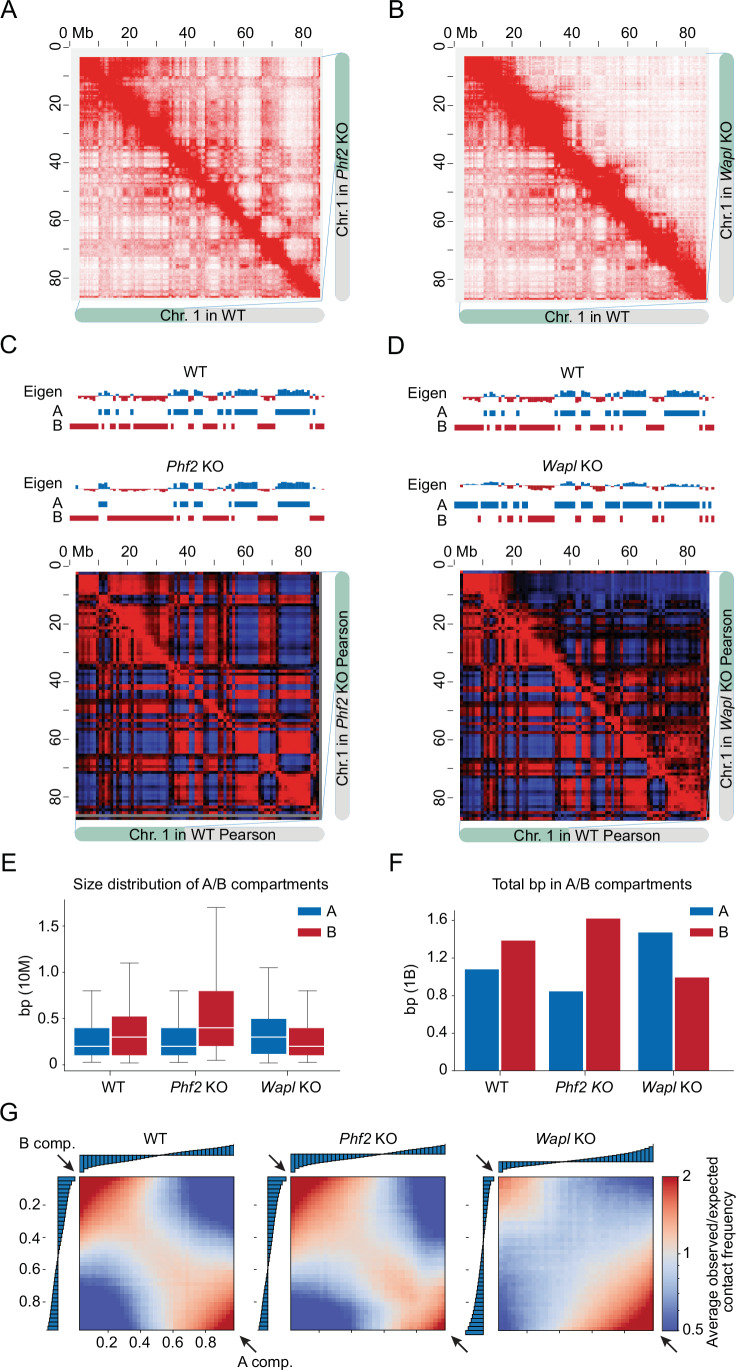
Phf2 depletion limits the length of heterochromatic B compartments. (**A**) Chromosome compartmentalization was visualized using raw contact data from coverage-corrected Hi-C contact matrices of chromosome 1 (1–85 Mb). WT data are shown in the lower left half, while data from *Phf2* KO MEFs are shown in the top right half. (**B**) Contact matrices as in (**A**), obtained from WT (lower left half) and *Wapl* KO MEFs (top right half). (**C**) Distribution of active (**A**) and inactive (**B**) compartments shown by Eigenvector analysis (top) and as a Pearson autocorrelation matrix (bottom). Data from WT are shown in the lower left half of the matrix, data from *Phf2* KO MEFs in the top right half. Positive values corresponding to A compartments are shown in blue, and negative values corresponding to B compartments in red. (**D**) Compartment distribution as in (**C**), obtained from WT (lower left half) and *Wapl* KO MEFs (top right half). (**E**) A box and whisker plot illustrating the size distribution of A and B compartments in WT, *Phf2* KO, and *Wapl* KO MEFs. The box around the median indicates the interquartile range (IQR), while the whiskers indicate 1.5 IQR. Biological replicates *n* = 2. (**F**) A column plot illustrating the fraction of the genome that is present in A and B compartments in WT, *Phf2* KO, and *Wapl* KO MEFs. (**G**) Saddle plots illustrating the distribution of A and B compartments in WT, *Phf2* KO, and *Wapl* KO MEFs. Source data are available online for this figure.

Next we analyzed whether cohesin regulates Phf2’s ability to limit B compartments. If so, one would predict that Wapl depletion has the opposite effect of Phf2 depletion, i.e., decreases the size of B compartments by allowing redistribution of Phf2 to genomic sites at which it is normally less abundant or absent. We therefore also analyzed compartments in *Wapl* KO MEFs. In Wapl depleted cells, compartmentalization is generally reduced (Haarhuis et al, 2017; Wutz et al, 2017), presumably as a result of increased cohesin-mediated loop extrusion (Nuebler et al, 2018; Schwarzer et al, 2017), but weak compartments can still be detected. Eigenvector analysis revealed that Wapl depletion had indeed the opposite effect of Phf2 depletion, i.e., shortened B compartments and increased A compartments (Fig. 6B,D,E). As a result, the proportion of genomic sequences contained in A compartments was increased and those in B compartments decreased (Fig. 6F,G). Similar observations have previously been made in human *WAPL* KO HAP1 cells where this phenomenon has been attributed to reduced levels of H3K9me3 (Haarhuis et al, 2022). However, in *Wapl* KO MEFs we could not detect such a reduction (Appendix Fig. S5B–D), consistent with our observation that no such changes could be detected in *Phf2* KO MEFs. It therefore remains unknown why A compartments increase at the expense of B compartments in *Wapl* KO MEFs, and why the opposite happens in *Phf2* KO MEFs.

### Phf2 contributes to the anchoring of short cohesin loops at H3K4me3-nucleosomes

We next analyzed whether Phf2 depletion affects genomic features other than compartments. The distribution of genomic distances (Appendix Fig. S6A) and most TAD boundaries were similar in *Phf2* KO MEFs and in WT cells (Appendix Fig. S6B). The insulation score was also not significantly altered in Phf2 depleted cells (Appendix Fig. S6C). However, a few TAD boundaries were not detected upon *Phf2* KO (472 boundaries of the 5,337 detected in WT), and these were characterized by lower levels of CTCF and Smc3 (Appendix Fig. S6D,E). These results suggest that Phf2 helps to establish a small subset of TADs, which are characterized by less CTCF binding at their boundaries.

To explore whether Phf2 affects loop formation we analyzed corner peaks in Hi-C data (Rao et al, 2014). This revealed that of 17,598 corner peaks present in WT cells, 4591 (26%) could not be detected in *Phf2* KO MEFs (Fig. 7A,B). On average, the loops lost in Phf2 depleted cells were significantly shorter (median 100 kb) than the loops that persisted after Phf2 depletion (median 270 kb; Fig. 7D). Interestingly, CTCF was present at both loop anchors in only 65% of the short Phf2-dependent loops, compared to 90% of the Phf2-independent loops (Fig. 7B). Moreover, we detected a significantly lower ChIP-seq signal for Smc3, and particularly for CTCF, at the anchors of Phf2-dependent loops compared to Phf2-independent loops (Fig. 7C). In contrast, the levels of H3K4me3 were higher at the anchors of Phf2-dependent loops (Fig. 7C), suggesting that many of these loops are anchored at H3K4me3-nucleosomes. These results indicate that Phf2 contributes to the accumulation of short cohesin loops at H3K4me3-nucleosomes at which CTCF occupancy is low.

**Figure 7:**
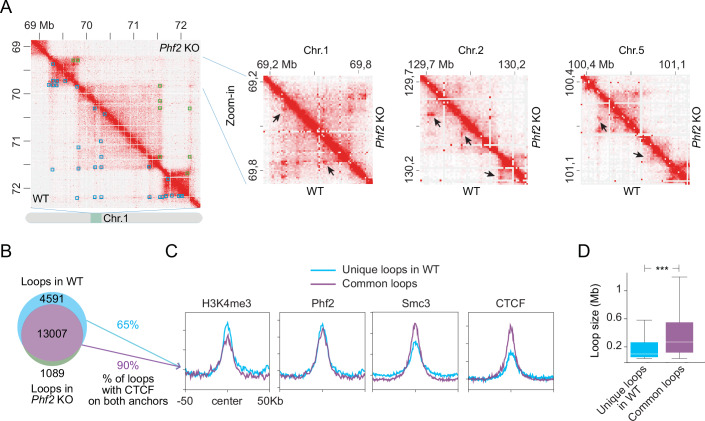
Phf2 depletion reduces a subset of short chromatin loops with less CTCF at their anchor sites. (**A**) Chromosome contacts were visualized using raw contact data from coverage-corrected Hi-C matrices of chromosome 1 (69–72 Mb). Data from WT MEFs are shown in the lower left half, data from *Phf2* KO MEFs in the top right half. Loops detected by Juicer tool in WT and *Phf2* KO MEFs are depicted with blue (bottom) and green (top) squares, respectively. Loops that were sensitive to Phf2 depletion are indicated with black arrows on matrixes from three representative chromosomal regions (right 3 panels). (**B**) Venn diagram showing the overlap between loops in WT and *Phf2* KO MEFs. Numbers indicate the percentage of loops with CTCF peaks detected at both anchor sites. (**C**) Summary plots of ChIP-seq signals obtained for H3K4me3, Phf2, Smc3, and CTCF at the indicated loop anchors. (**D**) Box and whisker plot depicting the sizes of loops that are detectable in WT and *Phf2* KO MEFs or only in WT MEFs. The box around the median indicates the interquartile range (IQR), while the whiskers indicate 1.5 IQR. Statistical analyses were performed with t test and the *P* values = 3.75^E-09^. Biological replicates *n* = 2. Source data are available online for this figure.

### Phf2 contributes to the enrichment of cohesin at TSSs lacking CTCF

If Phf2 is required for the anchoring of cohesin loops at H3K4me3-nucleosomes, one would expect that cohesin also accumulates at these sites in a Phf2-dependent manner. Cohesin is in fact known to accumulate at active TSSs, which are flanked by H3K4me3-nucleosomes, independent of whether these TSSs contain a CTCF binding site or not (Schmidt et al, 2010). But how TSSs and possibly other sites containing H3K4me3-nucleosomes function as boundaries for loop extruding cohesin complexes is unknown. We therefore tested whether Phf2 is required for the accumulation of cohesin at these sites by analyzing the distribution of cohesin in *Phf2* KO MEFs.

ChIP-seq experiments revealed that 7243 small Smc3 peaks colocalizing with Phf2 could not be detected in *Phf2* KO MEFs (Fig. 8A red arrows, B, C), while 7954 larger Smc3 peaks that also overlapped with Phf2 persisted in these cells (Fig. 8A–C). The loss of small Smc3 peaks was not caused by a general reduction in cohesin levels since similar amounts of Smc3 were detected by immunoblotting in *Phf2* KO and WT cells, both in whole-cell extracts and on chromatin (Fig. 8D). Interestingly, the Phf2-dependent Smc3 peaks contained more Phf2 and H3K4me3 signal than Phf2-independent Smc3 peaks (Fig. 8E), suggesting that Phf2 bound H3K4me3-nucleosomes are required for the enrichment of cohesin at these sites.

**Figure 8:**
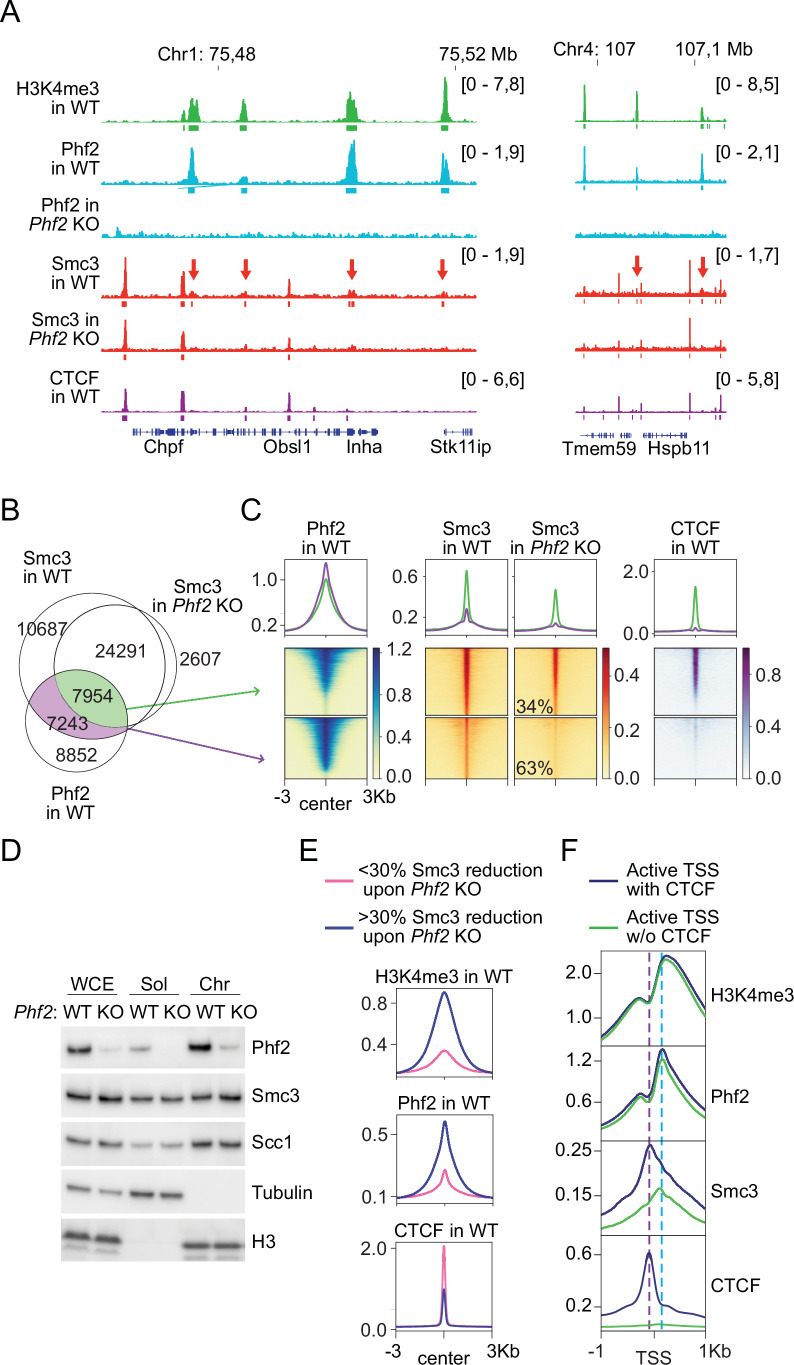
Phf2 localizes cohesin to TSSs in the absence of CTCF. (**A**) Binding of H3K4me3, Phf2 (in WT and *Phf2* KO MEFs), Smc3 (in WT and *Phf2* KO MEFs), and CTCF at two representative loci, as determined by ChIP-seq. Smc3 peaks detected only in WT, but not in *Phf2* KO MEFs are indicated with red arrows. (**B**) Venn diagram showing the overlap between ChIP-seq peaks obtained for Smc3 in WT and *Phf2* KO MEFs, with Phf2 peaks in WT MEFs. (**C**) Pile-up summary plots (top) and heat maps (bottom) of ChIP-seq signals obtained for Phf2 in WT MEFs, Smc3 (in WT and *Phf2* KO MEFs), and CTCF at the overlap groups indicated in (**B**). Numbers indicate the reduction of ChIP-seq signal of Smc3 peaks in *Phf2* KO MEFs. (**D**) Immunoblot analysis of whole-cell extract (WCE), soluble (Sol), and chromatin-bound (Chr) fractions from WT and *Phf2* KO MEFs using the indicated antibodies. (**E**) Summary plots of ChIP-seq signals for H3K4me3, Phf2, and CTCF at Smc3 peaks showing a reduction of more than or less than 30% upon Phf2 depletion. (**F**) Summary plots of ChIP-seq signals obtained for H3K4me3, Phf2, Smc3, and CTCF at active TSSs that contain CTCF or not. The purple dotted line indicates the apex of the cumulative CTCF signal, while the blue dotted line indicates the peak of the Phf2 signal. Source data are available online for this figure.

Remarkably, most of the Smc3 sites that were sensitive to Phf2 depletion contained little if any CTCF, whereas most of the Smc3 peaks that remained after Phf2 depletion did overlap with CTCF (Figs. 8B,C,E and EV5A–C). These results suggest that cohesin can be recruited to TSSs either by CTCF or by Phf2. Supporting this hypothesis, pile-up analyses revealed that Smc3 ChIP-seq signals showed different distributions at TSSs, depending on whether these contained CTCF or not. In the presence of CTCF, Smc3 showed the highest signal enrichment at the CTCF peak but displayed a broader distribution towards the Phf2-bound +1-nucleosome (Fig. 8F). However, at TSSs lacking CTCF, Smc3 signals peaked at the +1-nucleosome position, where Phf2 and H3K4me3 are most enriched (Fig. 8F). These results indicate that both CTCF and Phf2 contribute to the enrichment of cohesin at TSSs, and that Phf2 becomes dominant in this role in the absence of CTCF.

**Figure EV5:**
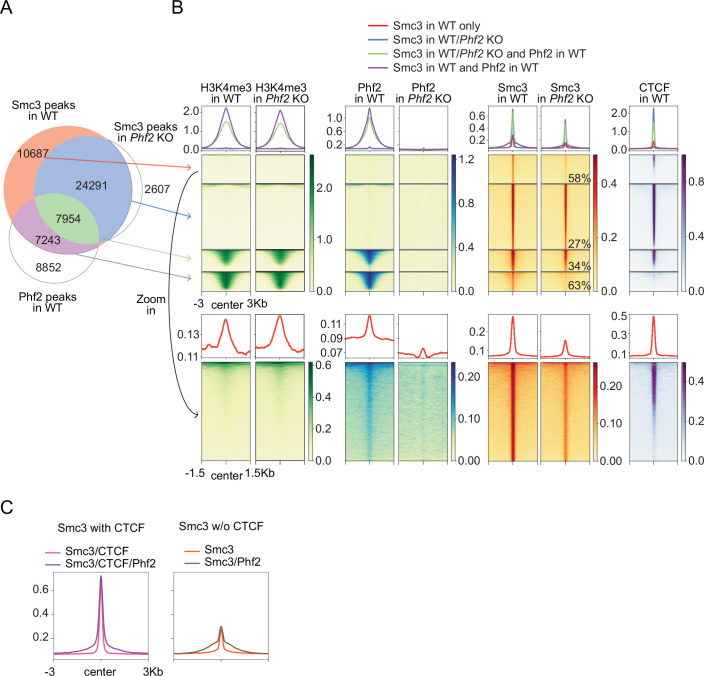
Phf2 localizes cohesin to TSSs in the absence of CTCF. (**A**) Venn diagram showing the overlap between ChIP-seq peaks obtained for Smc3 (in WT and *Phf2* KO), and Phf2 in WT. (**B**) Pile-up summary plots (top) and heat maps (bottom) of ChIP-seq signals obtained for H3K4me3 (in WT and *Phf2* KO), Phf2 (in WT and *Phf2* KO), Smc3 (in WT and *Phf2* KO), and CTCF at overlap groups indicated in (**A**). Numbers indicate the reduction in ChIP-seq signal of Smc3 peaks in *Phf2* KO MEFs at overlap groups indicated in (**A**). The Zoom-in panels show the indicated sub-groups of ChIP-seq signals at different color scales. The panels from Fig. 8C are shown here again to facilitate a direct side-by-side comparison with the extended panels presented in this figure. (**C**) Summary plots of ChIP-seq signals obtained for Smc3 at Smc3 peaks colocalizing with CTCF (left), or without CTCF (right). Peaks were further divided into colocalizing with Phf2 peaks or not.

## Discussion

### Phf2 is a cohesin interacting protein

It is well established that genome regulation depends on histone modifications and cohesin mediated loop extrusion. However, except for the proposed spreading of the DNA damage mark γH2AX by cohesin (Arnould et al, 2021) it is unknown whether these mechanisms cooperate with each other. Our results provide important insight into this question by showing that the epigenetic reader and putative histone demethylase Phf2 is a cohesin interacting protein, suggesting a direct link between epigenetic and architectural mechanisms of genome regulation.

Our observations that Phf2 becomes enriched in cohesin immunoprecipitates following Wapl depletion, colocalizes with cohesin in vermicelli, and is present at thousands of genomic cohesin binding sites even in the presence of Wapl suggest that cohesin-Phf2 interactions occur frequently and at numerous sites in the genome. Our results further indicate that these interactions are direct, since purified Phf2 can bind to recombinant cohesin, and since a Phf2 mutant that is unable to bind cohesin in vitro is no longer enriched in vermicelli. Whereas we discovered Phf2 to be a cohesin interacting protein in MEFs, cohesin has recently also been identified as a Phf2 interacting protein in murine neural stem cells (NSCs) (Feng et al, 2024), further supporting the notion that these proteins are bona fide interactors.

We found that Phf2 binding depends on cohesin’s STAG and kleisin subunits. Interestingly, αFold predicts that one of two Phf2’s binding sites on this STAG-kleisin module is the same CES (conserved essential sequence) that CTCF binds to (Li et al, 2020). Mutation of a conserved YEY motif in Phf2 that is predicted to bind to this CES abolished the accumulation of Phf2 in vermicelli, suggesting that this motif and its interaction with the CES are indeed required for cohesin binding. It will therefore be interesting to test whether Phf2 and CTCF bind cohesin in a mutually exclusive manner and whether competition between these proteins serves a regulatory function. Our observation that Phf2 ChIP-seq peaks can overlap with CTCF peaks does not rule out this possibility since the resolution of these data is not high enough to determine whether Phf2 and CTCF are located at precisely the same genomic sites. In fact, our genome-wide pile-up analyses indicate that this is not the case and that Phf2 rather co-localizes with cohesin than with CTCF (Fig. EV1D). Furthermore, the ChIP-seq signals obtained in our experiments represent the distribution of Phf2, CTCF and cohesin in large cell populations and do not reveal whether these proteins are bound to the same genomic sites in individual cells.

### Phf2 might be translocated through the genome by cohesin-mediated loop extrusion

Phf2 is an epigenetic reader that binds H3K4me3-nucleosomes in the vicinity of active TSSs (Bricambert et al, 2018; Pappa et al, 2019). However, our finding that Phf2 is also detected at many cohesin sites lacking H3K4me3, and that cohesin depletion reduces Phf2 enrichment at these sites, suggests that the genomic positioning of Phf2 is determined not only by H3K4me3-nucleosomes but also by cohesin.

Since Phf2 binds cohesin we propose that Phf2 translocates through the genome by cohesin-mediated loop extrusion. Consistent with this possibility, Wapl depletion results in a dramatic re-localization of Phf2 into vermicelli, in which cohesin is thought to accumulate by loop extrusion (Fudenberg et al, 2016; Haarhuis et al, 2017; Wutz et al, 2017). Similarly, Phf2 accumulates together with cohesin at sites of convergent transcription in cells depleted of Wapl and CTCF. These cohesin islands form new chromatin loops (Banigan et al, 2023), implying that cohesin—and thus Phf2 bound to it—translocate to these sites by loop extrusion. Our finding that Phf2 has a chromatin residence time (~15 s) much shorter than that of cohesin (~5 min; (Gerlich et al, 2006)) does not contradict this hypothesis, as NIPBL also has a short chromatin residence time (~50 s; (Rhodes et al, 2017)) but translocates with cohesin during loop extrusion and is in fact essential for this process (Barth et al, 2023; Davidson et al, 2019).

### Phf2 limits the size of B compartments

The hypothesis that Phf2 ‘travels’ with cohesin during loop extrusion raises the intriguing possibility that cohesin might spatially control epigenetic functions that Phf2 might have. These functions are poorly understood, possibly because Phf2 acts redundantly with paralogous histone de-methylases such as Phf8 and Kdm7a, or because Phf2 does not function as a histone de-methylase in cells but regulates chromatin through unknown other mechanisms. The latter possibility is consistent with the presence of an unusual histidine-to-tyrosine exchange in Phf2’s JmjC domain (Horton et al, 2011). Phf2 shares this feature with fission yeast Epe1, which regulates the genomic distribution of H3K9me3 in vivo but has no detectable histone demethylase activity in vitro (Ayoub et al, 2003; Braun et al, 2011; Ragunathan et al, 2015; Trewick et al, 2007).

In either case, our finding that Phf2 depletion increases the size of B compartments indicates that Phf2 limits the size of heterochromatin domains, as does Epe1 in fission yeast. Interestingly, the opposite happens in Wapl depleted cells. In these cells, B compartments decrease in size ((Haarhuis et al, 2022); this study) as one would predict if prolonged cohesin mediated loop extrusion would translocate Phf2 into heterochromatic regions in which Phf2 is normally less enriched. These results therefore suggest that Phf2 limits the size of B-compartments in a manner that is spatially regulated by cohesin-mediated loop extrusion.

### Phf2 recruits cohesin to active TSSs that lack a CTCF binding site

Although CTCF sites are the most frequent boundary elements in mammalian genomes at which cohesin complexes accumulate (Parelho et al, 2008; Wendt et al, 2008), cohesin is also recruited to active TSSs that do not contain CTCF binding sites (Schmidt et al, 2010). The molecular basis for this CTCF-independent accumulation of cohesin at TSSs was unknown, but our results indicate that Phf2 is required for this effect. Since Phf2 can bind to H3K4me3-nucleosomes and cohesin via distinct domains, a N-terminal PHD finger and a C-terminal cohesin binding domain, Phf2 might recruit cohesin to TSSs by simultaneously binding to H3K4me3-nucleosomes and cohesin. Interestingly, these results suggest that all three proteins that are known to function as boundaries for loop extruding cohesin interact with cohesin’s CES (conserved essential sequence) via similar motifs, an N-terminal YxY motif in case of CTCF (Li et al, 2020), a YDF motif in MCM’s MCM3 subunit (Dequeker et al, 2022; Li et al, 2020), and a YEY motif in Phf2’s C-terminus.

Our results indicate that cohesin accumulates in distinct regions at TSSs depending on whether these contain a CTCF binding site or not. In the presence of CTCF, most cohesin signal is detected at the CTCF site, but at TSSs lacking a CTCF site the peak of cohesin is detected at the position of the +1-nucleosome at which Phf2 accumulates. These results suggest that cohesin can be recruited to TSSs through two distinct mechanisms: interactions with CTCF and Phf2-mediated interactions with H3K4me3-nucleosomes. We propose that both of these interactions contribute to the ability of active genes to function as boundaries for loop extruding cohesin complexes (Banigan et al, 2023). Consistent with this possibility we find that Phf2 depletion abrogates short cohesin loops lacking CTCF, many of which are anchored at TSSs.

### Cooperation between epigenetic and architectural mechanisms in genome regulation

Our results reveal unexpected interactions between epigenetic and architectural mechanisms of genome regulation by showing that loop extruding cohesin complexes interact with the epigenetic reader protein Phf2 and contribute to its genomic positioning. If cohesin complexes perform this function by translocating Phf2 via loop extrusion, as our results suggest, this interaction could be conceptually similar to how cytoskeletal motor proteins translocate cargo molecules along microtubules (Vale, 2003). It will therefore be interesting to test whether cohesin complexes can also translocate other molecules than Phf2 by loop extrusion, for example to facilitate the spreading of histone marks (Arnould et al, 2021) or to recruit proteins to TAD boundaries and active TSSs. For Phf2 itself, it will be important to address in future experiments how it limits the size of B compartments and whether it functions as a de-methylase for histones or possibly for cohesin itself.

## Methods

**Table:** Reagents and tools table

Reagent/Resource	Reference or Source	Identifier or Catalog Number
**Experimental models**		
C57BL/6J (*M. musculus*)	Jackson Lab	
MEFs (*M. musculus*)	This study	
**Recombinant DNA**		
MigR1	Addgene	#27490
pLIB	Addgene	#80610
MigR1-Phf2	This Study	
MigR1-ΔPHD	This Study	
MigR1-ΔJmjC	This Study	
MigR1-Phf2 Δ1	This Study	
MigR1-Phf2 Δ2	This Study	
MigR1-Phf2 Δ3	This Study	
MigR1-Phf2 Δ4	This Study	
MigR1-Phf2 Y673A Y675A	This Study	
MigR1-Phf2 Y869A Y871A	This Study	
MigR1-Phf2 Δ673–711	This Study	
pLIB-His-Phf2	This Study	
pLIB-His-Phf2 Δ1	This Study	
pLIB-His-Phf2 Δ2	This Study	
pLIB-His-Phf2 Δ3	This Study	
pLIB-His-Phf2 Δ4	This Study	
**Antibodies**		
Rabbit anti-Phf2	Cell Signaling	3497S
Rabbit anti-Smc3	Peters laboratory	ID A941
Mouse anti-Scc1	Upstate	05-908
Rabbit anti-Sa1	Peters laboratory	ID A823
Rabbit anti-Sa2	Peters laboratory	ID A824
Rabbit anti-Wapl	Peters laboratory	ID A960
Rabbit anti-CTCF	Peters laboratory	ID A992
Rabbit anti-MCM3	Bethyl	A300-192A
Mouse anti-MCM5	Santa Cruz	sc-136366
Mouse anti-Tubulin	Sigma	T5168
Goat anti-H3	Santa Cruz	sc-8654
Mouse anti-GFP	Roche	11814460001
Rabbit anti-Scc1	Peters laboratory	ID A890
Rabbit anti-Brwd1	Sigma	HPA030945
Rabbit anti-Top2b	Peters laboratory	ID A1026
Rabbit anti-Chd4	Active Motif	39290
Rabbit anti-Baz1b	Millipore	MABE194
Rabbit anti-Phf8	Abcam	Ab36068
Mouse anti-FLAG	Sigma	F1804
Chicken anti-GFP	Abcam	Ab13970
Rabbit anti-H3K4me2	Millipore	07-030
Rabbit anti-H3K4me3	Abcam	Ab8580
Rabbit anti-H4K20me3	Abcam	Ab9053
Rabbit anti-H3K9me1/2/3	Jenuwein laboratory	No. 4858/4677/4861
Rabbit anti-Smc3	Bethyl	A300-060A
Rabbit anti-CTCF	Upstate	07-729
Mouse anti-RNA polymerase II S5	Abcam	Ab5408
**Oligonucleotides and other sequence-based reagents**		
Phf2 siRNA	Dharmacon	L-058476-01-0020
Scc1 siRNA	Ambion	ID s72658
**Chemicals, Enzymes and other reagents**		
4-hydroxytamoxifen	Sigma	H7904
Benzonase	Millipore	#70664
**Software**		
Samtools 1.10	https://www.htslib.org/	
Bamtools 2.5.1	https://github.com/pezmaster31/bamtools	
Bedtools 2.27.1	https://bedtools.readthedocs.io/en/latest/	
Igvtools 2.4.18	https://igv.org/doc/desktop/	
Cooler 0.8.8	https://cooler.readthedocs.io/en/latest/index.html	
hic2cool 0.8.3	https://github.com/4dn-dcic/hic2cool	
Python 3.6.6	https://www.python.org/	
Pandas 0.25.3	https://pandas.pydata.org/	
macs2 2.2.5	https://github.com/macs3-project/MACS	
Java 1.8.0_212	https://www.java.com/en/	
Open2c	https://open2c.github.io/	
GraphPad Prism 9	https://www.graphpad.com	
ImageJ	https://imagej.nih.gov/ij/index.html	
**Other**		

### Antibodies

The following antibodies were used for immunoblot analysis: rabbit anti-Phf2 (Cell Signaling, 3497S), rabbit anti-Smc3 (Peters laboratory ID A941), mouse anti-Scc1 (Upstate 05-908), rabbit anti-Sa1 (Peters laboratory ID A823), rabbit anti-Sa2 (Peters laboratory ID A824), rabbit anti-Wapl (Peters laboratory ID A960), rabbit anti-CTCF (Peters laboratory ID A992), rabbit anti-MCM3 (Bethyl A300-192A), mouse anti-MCM5 (Santa Cruz sc-136366), mouse anti-Tubulin (Sigma T5168), goat anti-H3 (Santa Cruz sc-8654) and mouse anti-GFP (Roche, 11814460001).

The following antibodies were used for immunofluorescence microscopy: rabbit anti-Phf2 (Cell Signaling, 3497S), mouse anti-Scc1 (Upstate, 05-908) and rabbit anti-Scc1 (Peters laboratory, ID A890), rabbit anti-Brwd1 (Sigma, HPA030945), rabbit anti-Top2b (Peters laboratory ID A1026), rabbit anti-Chd4 (Active Motif, 39290), rabbit anti-Baz1b (Millipore, MABE194), rabbit anti-Phf8 (Abcam, Ab36068), mouse anti-FLAG (Sigma, F1804), chicken anti-GFP (Abcam, Ab13970), rabbit anti-H3K4me2 (Millipore 07-030), rabbit anti-H3K4me3 (Abcam, Ab8580), rabbit anti-H4K20me3 (Abcam, Ab9053), and rabbit anti-H3K9me1/2/3 (No. 4858/4677/4861, gifts from Thomas Jenuwein).

The following antibodies were used for ChIP experiments: rabbit anti-Phf2 (Cell Signaling, 3497S), rabbit anti-H3K4me3 (Abcam, Ab8580), rabbit anti-H3K9me3 (Abcam, Ab8898), rabbit anti-Smc3 (Bethyl A300-060A), rabbit anti-CTCF (Upstate 07-729), and mouse anti-RNA polymerase II S5 (Abcam, Ab5408).

### DNA constructs

Phf2/Phf8/Smc1-LAP BACs (the ‘localization and affinity purification’ [LAP] tag consists of GFP for localization and immunopurification; hereafter referred to as Phf2/Phf8/Smc1-GFP) were gifts from Anthony Hyman (MPI-CBG, Dresden, Germany) and were introduced into cells using Fugene HD transfection reagents, followed by FACS sorting based on GFP expression levels. The full-length Phf2 and truncated mutants were amplified using the DNA template P3FLAG-Phf2 (gift from Xiaobing Shi, The University of Texas MD Anderson Cancer Center, Houston, TX), and PCR products were subcloned into the MigR1 or pLIB vector.

### Cell culture and activation of Cre

Primary MEFs (pMEFs) were generated from E13.5 embryos and cultured in full medium (DMEM supplemented with 10% FBS, 0.2 mM L-glutamine, 100 U/ml penicillin, 100 µg/ml streptomycin, 1 mM sodium pyruvate, 0.1 mM 2-mercaptoethanol, and non-essential amino acids). Immortalized MEFs (iMEFs) were cultured in the same medium as pMEFs. Phoenix cells were cultured in DMEM supplemented with 10% FBS, 0.2 mM L-glutamine, 100 U/ml penicillin, and 100 µg/ml streptomycin.

All experiments with MEFs were performed in quiescence. To achieve this, MEFs were grown to confluence, and then the full medium was replaced with resting medium. For the conditional deletion of floxed Phf2, Wapl, and Smc3 alleles, we used the inducible CreERT2 recombinase expressed from the Rosa26 locus (CreER). Cells were arrested in Opti-MEM (Invitrogen) supplemented with 2% charcoal-treated FBS, 100 U/ml penicillin, 100 µg/ml streptomycin, and 0.5 µM 4-hydroxytamoxifen (4-OHT, Sigma) for 7 days. For the conditional deletion of the floxed CTCF allele, MEFs were cultured for 4 h in resting medium (DMEM supplemented with 2% FBS), 4 µg/ml polybrene, and Adeno-Cre virus (Penn Vector Core, 1 µl per 1 million cells). The medium was then replaced with resting medium for 7 days.

### Chromatin immunoprecipitation (ChIP)–mass spectrometry (MS)

Cells cultured in trays (Thermo, cat#166508) were cross-linked, washed with cold PBS, scraped off, and snap-frozen. The cell pellets were resuspended in extraction buffer (25 mM Tris, pH 7.5, 100 mM NaCl, 5 mM MgCl₂, 0.2% NP-40, 10% glycerol, EDTA-free protease inhibitor tablet, and 1 mM PMSF). After brief sonication (2 × 10 s) and centrifugation (1700 × *g*, 2 min), the pellets were resuspended in extraction buffer supplemented with 90 U/ml benzonase (Millipore, cat#70664) and rotated at 4 °C for 1 h. Ten volumes of RIPA buffer I (50 mM Tris, pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% NP-40, 0.5% Na-deoxycholate, 0.1% SDS, and 1 mM PMSF) were added, followed by sonication (6 × 10 s). The supernatants were clarified by centrifugation at 13,000 rpm for 10 min and rotated overnight at 4 °C with 100 µl antibody-coupled beads (Herzog and Peters, 2005). Beads were then washed twice with RIPA buffer I, twice with RIPA buffer II (50 mM Tris, pH 7.5, 500 mM NaCl, 1 mM EDTA, 1% NP-40, 0.5% Na-deoxycholate, 0.1% SDS, and 1 mM PMSF), twice with RIPA buffer III (50 mM Tris, pH 7.5, 150 mM NaCl, 1 mM EDTA, and 1 mM PMSF), and twice with 150 mM NaCl. Bound protein complexes were eluted twice with 50 µl of 0.1 M glycine (pH 2.0), pooled, neutralized with 7 µl of 1.5 M Tris-HCl (pH 9.2), and used for silver staining, western blotting, or MS.

### NanoLC-MS analysis

The nano HPLC system used was an UltiMate 3000 RSLC nano system (Thermo Fisher Scientific, Bremen, Germany) coupled to an LTQ Orbitrap Velos mass spectrometer (Thermo Fisher Scientific, Bremen, Germany), equipped with a Proxeon nanospray source (Proxeon, Odense, Denmark). Peptides were loaded onto a trap column (Thermo Fisher Scientific, Bremen, Germany, PepMap C18, 5 mm × 300 μm ID, 5 μm particles, 100 Å pore size) at a flow rate of 25 μL min^−1^ using 0.1% TFA as mobile phase. After 10 min, the trap column was switched in line with the analytical column (Thermo Fisher Scientific, Bremen, Germany, PepMap C18, 500 mm × 75 μm ID, 3 μm, 100 Å). Peptides were eluted using a flow rate of 230 nl min^−1^, and a 3 h gradient, respectively, 180 min.

The gradient starts with the mobile phases: 98% A (water/formic acid, 99.9/0.1, v/v) and 2%B (water/acetonitrile/formic acid, 19.92/80/0.08, v/v/v) increases to 35%B over the next 180 min, followed by a gradient in 5 min to 90%B, stays there for five min and decreases in 5 min back to the gradient 98%A and 2%B for equilibration at 30 °C.

The LTQ Orbitrap Velos was operated in data-dependent mode, using a full scan in the Orbitrap (*m*/*z* range 350–2000, nominal resolution of 60,000, target value 1E6) followed by MS/MS scans of the 12 most abundant ions in the linear ion trap. MS/MS spectra (normalized collision energy 35%; activation value q 0.25; activation time 10 ms; isolation width 2, target value 1E4) were acquired and subsequent activation was performed on fragment ions through multistage activation. The neutral loss mass list was therefore set to −98, −49, and −32.6 *m*/*z*. Precursor ions selected for fragmentation (charge state 2 and higher) were put on a dynamic exclusion list for 60 s. Additionally, singly-charged parent ions were excluded from selection for MS/MS experiments and the monoisotopic precursor selection feature was enabled.

### MS data processing

For peptide identification, the RAW-files were loaded into Proteome Discoverer (version 2.1.0.81, Thermo Scientific). All MS/MS spectra were searched using MSAmanda 2.1.5.7869 (Dorfer et al, 2014). The peptide mass tolerance was set to ±5 ppm and the fragment mass tolerance to 0.03 Da, the maximal number of missed cleavages was set to 2, using tryptic enzymatic specificity without proline restriction. Peptide and protein identification was performed in two steps. For the initial search the RAW-files were searched against the database swissprot_mouse.fasta, using the following search parameters: beta-methylthiolation of cysteine was set as a fixed modification, oxidation of methionine and deamidation of glutamine and asparagine as variable modifications. The result was filtered to 1% FDR on protein using the Percolator algorithm (Kall et al, 2007) integrated in Proteome Discoverer. A sub-database of proteins identified in this search was generated for further processing. For the second search, the RAW-files were searched against the created sub-database using the same settings as above plus considering additional variable modifications: Phosphorylation on serine, threonine, and tyrosine, acetylation on lysine, methylation and demethylation on lysine and arginine, tri-methylation on lysine, ubiquitination on lysine. The localization of the post-translational modification sites within the peptides was performed with the tool ptmRS (v1.4.5735.14920) based on the tool phosphoRS (Taus et al, 2011). Identifications were filtered again to 1% FDR on protein and PSM level. Additionally, an MSAmanda score cut-off of at least 150 was applied. Peptides were subjected to label-free quantification using IMP-apQuant Version 2.18.83.16356 (Doblmann et al, 2019). Proteins were quantified by summing unique and razor peptides and applying intensity-based absolute quantification (iBAQ, (Schwanhausser et al, 2011)). Proteins were filtered to be identified by a minimum of 2 quantified peptides. Protein-abundances-normalization was done using sum normalization. Statistical significance of differentially expressed proteins was determined using limma (Smyth, 2004).

### Retrovirus production and infection

For retrovirus production, Phoenix cells were transiently transfected with MigR1-Phf2 or Phf2 mutants using the calcium phosphate transfection protocol, and viral supernatants were harvested 48 h post-transfection. For infection, MEFs were cultured in the presence of the viral supernatant and 8 μg/mL polybrene for 48 h.

### Chromatin fractionation

Cells were resuspended in extraction buffer (25 mM Tris, pH 7.5, 100 mM NaCl, 5 mM MgCl_2_, 0.2% NP-40, 10% glycerol) supplemented with an EDTA-free protease inhibitor tablet (Roche) and 1 mM PMSF. The soluble fraction was separated from the chromatin by centrifugation. The chromatin pellet was washed three times with extraction buffer and digested with benzonase (Millipore) on ice for 10 min. For IP, centrifuge the lysate at 13,000 rpm for 10 min at 4 °C, and use the supernatant. For western blot, add loading buffer directly to the lysate.

### Silver staining of polyacrylamide gels

The gel was fixed with 10% (v/v) acetic acid and 45% (v/v) methanol for 15 min. The fixing solution was replaced with Farmer’s Reducer (30 mM K_3_Fe(CN)_6_, 30 mM Na_2_S_2_O_3_) for 2 min. The gel was then washed several times with MonoQ water until completely destained and incubated with 0.1% (w/v) silver nitrate for 15 min. After two brief washes with MonoQ water, the gel was incubated for 30 s with 2.5% (w/v) Na_2_CO_3_. The staining was developed by replacing the solution with freshly prepared 0.1% (v/v) formaldehyde in 2.5% Na_2_CO_3_. The reaction was stopped by adding 10% (v/v) acetic acid.

### Immunofluorescence

Cells were grown on coverslips, washed once with PBS, and then fixed for 20 min with 4% paraformaldehyde solution. The cells were permeabilized with 0.1% Triton X-100 in PBS for 5 min and blocked with 3% BSA in PBST (0.01% Triton X-100 in PBS) for 30 min before incubation with the primary antibody for at least 1 h. After washing with PBST, the secondary antibody was applied for 1 h, and nuclei were stained with DAPI for 5 min. The coverslips were mounted with ProLong Gold Antifade Reagent (Invitrogen) on microscope slides and analyzed by microscopy.

### Live cell imaging

iMEFs (Wapl F/F, ERCre/+) expressing Phf2-GFP were seeded on Lab-Tek chambered coverslips (Thermo Scientific Nunc) and treated with or without 4-OHT. Before imaging, the culture medium was replaced with pre-warmed CO₂-independent medium. DNA was visualized by staining with Hoechst. Imaging was performed using an LSM780 confocal microscope (Carl Zeiss) with a 63×/1.4 numerical aperture (N/A) objective.

### Fluorescence recovery after photobleaching (FRAP)

FRAP was performed as described (Ladurner et al, 2014). iMEFs (Wapl F/F, ERCre/+) expressing Phf2/Smc1-GFP were imaged on a Zeiss LSM5 Duo confocal microscope using a 63× Plan-Apochromat objective and an open pinhole. Twenty images were acquired before bleaching a radial spot (*r* = 2 μm) three times at 100% laser intensity (100 mW diode 488). Bleaching with high laser power allowed for a short total bleach time, keeping intra-bleach diffusion effects at a minimum.

Five hundred images were then acquired at 200 ms intervals using imaging parameters that led to minimal acquisition photobleaching. Signal intensities were measured using ImageJ at bleached, nuclear, and background regions and min-max normalized (Ellenberg et al, 1997). Data were analyzed using Berkeley Madonna.

For Phf2-GFP, a sum of two exponential functions to represent nuclear diffusing and chromatin-bound populations was chosen and fit the data well. The chosen model has previously been applied to other chromatin-binding proteins and was shown to be in agreement with more direct chromatin binding measurements such as single-molecule tracking, a technique that requires a custom microscope setup (Mazza et al, 2012).

For Smc1-GFP FRAP analysis, a sum of three exponential functions was chosen as a model to represent nuclear diffusing, transiently chromatin-associated, and chromatin-bound populations. These populations were identified in previous FRAP experiments from our group by analyzing unbound cohesin in mitosis and cohesin ATPase mutants that are incapable of chromatin entrapment (Ladurner et al, 2014).

### RNA interference

Transfection of mouse Phf2 siRNA (Dharmacon) and Scc1 siRNA (Ambion, ID s72658) was performed using Lipofectamine RNAiMAX (Invitrogen) according to the manufacturer’s instructions. All siRNAs were used at a final concentration of 100 nM.

### Protein purification from Sf9 cells and in vitro binding assay

His-tagged full-length Phf2 and mutants were cloned into the baculovirus expression vector pLIB (Invitrogen) and transfected into Sf9 cells using the Bac-to-Bac Baculovirus Expression System (Invitrogen). Phf2 and truncated mutants was purified with high-salt buffer (25 mM KPhosphate buffer, pH 7.5, 500 mM KCl, 2 mM MgCl_2_, 5% glycerol) on Ni-NTA agarose (Qiagen) and eluted with imidazole (Sigma). Cohesin complexes were expressed and purified via Ni-NTA agarose, followed by anti-FLAG M2 agarose (Sigma), as described (Huis in‘t Veld et al, 2014). The in vitro binding assay was performed by mixing FLAG-beads binding cohesin complexes with purified Phf2 at 4 °C for 1 h in binding buffer (35 mM Hepes, pH 7.5, 100 mM NaCl, 5% glycerol, 0.01% Tween). The beads were washed three times with binding buffer, eluted with FLAG peptide, and analyzed by silver staining or Western blot.

### ChIP followed by next-generation sequencing (ChIP-Seq)

ChIP was performed as described (Wendt et al, 2008). One 24 cm^2^ tray was used per ChIP experiment. Cells were cross-linked with 1/10th medium volume of crosslinking solution (11% formaldehyde, 100 mM NaCl, 0.5 mM EGTA, 50 mM Hepes, pH 8.0) at room temperature for 10 min and subsequently quenched with 125 mM glycine for 5 min. Cells were washed with PBS, collected by scraping, and centrifuged. Cell pellets were lysed in lysis buffer (50 mM Tris-HCl, pH 8.0, 10 mM EDTA, pH 8.0, 1% SDS, protease inhibitors) on ice for 20 min. DNA was sonicated for 12 cycles (30 s on/off) using a Bioruptor. Five volumes of dilution buffer (20 mM Tris-HCl, pH 8.0, 2 mM EDTA, pH 8.0, 1% Triton X-100, 150 mM NaCl, 1 mM PMSF) were added to the lysate, followed by pre-clearing with 100 µl Affi-Prep Protein A beads at 4 °C. Immunoprecipitation was performed with rabbit IgG or antibody overnight, followed by a 3-h incubation with Affi-Prep Protein A beads. Beads were washed twice with Wash Buffer 1 (20 mM Tris-HCl, pH 8.0, 2 mM EDTA, pH 8.0, 1% Triton X-100, 150 mM NaCl, 0.1% SDS, 1 mM PMSF), twice with Wash Buffer 2 (20 mM Tris-HCl, pH 8.0, 2 mM EDTA, pH 8.0, 1% Triton X-100, 500 mM NaCl, 0.1% SDS, 1 mM PMSF), twice with Wash Buffer 3 (10 mM Tris-HCl, pH 8.0, 2 mM EDTA, pH 8.0, 250 mM LiCl, 0.5% NP-40, 0.5% deoxycholate), and twice with TE buffer (10 mM Tris-HCl, pH 8.0, 1 mM EDTA, pH 8.0). The samples were eluted twice with 200 µl elution buffer (25 mM Tris-HCl, pH 7.5, 5 mM EDTA, 0.5% SDS) by shaking at 65 °C for 20 min. The eluates were treated with RNase A at 37 °C for 1 h and proteinase K at 65 °C overnight. Following the addition of 1 µl glycogen (20 mg/ml) and 1/10th volume sodium acetate (3 M, pH 5.2), DNA was extracted with phenol/chloroform/isoamyl alcohol (25:24:1) and precipitated with ethanol. The DNA was resuspended in H₂O and submitted for library preparation and Illumina deep sequencing at the Campus Science Support Facility. From two to four biological replicates were used per samples, and the analysis was performed using the merged data (for more info on the single files please refer to the GEO repository).

### ChIP-Seq analysis

ChIP-Seq files were aligned to mm9 reference genome with Bowtie2. The peaks were called using MACS2 and the visualized tracks were normalized using SPMR. We visualized the tracks using IGV. To analyze the overlap between peaks and visualize it as Venn diagram we used pybedtools (https://daler.github.io/pybedtools/) and matplotlib (https://matplotlib.org/). To create heatmap plots and summary plots we used deeptools (https://deeptools.readthedocs.io/en/develop/). To calculate the ChIP-Seq reads drop on a group of peaks we used pyBigWig (https://github.com/deeptools/pyBigWig). To visualize the overlap between peaks of H3K4me3 in the indicated conditions as triangular heatmap we used intervene pairwise (https://intervene.readthedocs.io).

RNA-Seq RNA-Seq was performed as previously described (Busslinger et al, 2017). Total RNA was extracted using TRIzol (Invitrogen), and its purity was assessed with an Agilent RNA 6000 Nano kit (Agilent). mRNA was purified in two rounds using a Dynabeads mRNA purification kit (Invitrogen). The purified mRNA was fragmented in fragmentation buffer (8 mM Tris, pH 8.2, 50 mM Kac, and 4.5 mM MgAc) and further purified using an RNeasy column. The quality of mRNA isolation and fragmentation was analyzed with an Agilent RNA 6000 Pico kit (Agilent). The fragmented mRNA was used as a template for first-strand cDNA synthesis using random hexamers and the Superscript III First-Strand Synthesis kit (Invitrogen), followed by purification on a Mini Quick Spin column (Roche). Second-strand cDNA synthesis was performed using random hexamers and 200 μM dATP, dCTP, dGTP, and dUTP in the presence of RNase H, *Escherichia coli* DNA polymerase I, and DNA ligase (Invitrogen). The cDNA samples were purified with a MinElute Reaction Cleanup kit (Qiagen), and >5 ng of cDNA was submitted for library preparation and Illumina deep sequencing.

### RNA-Seq analysis

RNA sequencing data were derived through an Illumina HiSeq 2500v4 system in single-read (50 bp) mode. Quality and adapter trimming was performed using Trim Galore. Abundant sequence fractions (rRNA) have been removed using bowtie2 (Langmead and Salzberg, 2012). In such a way cleaned raw reads were mapped against the reference genome MGSCv37 (i.e., mm9) using STAR (reverse_stranded) (Dobin et al, 2013). Mapped reads are assigned to corresponding genes using featureCounts (Liao et al, 2014). Analysis of differentially expressed genes is performed using DESeq2 (Love et al, 2014). 

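The authors' deposited table gives DESeq2's result for each gene and an adjusted p-value for 15672 genes. In the authors' deposited table, 10 genes were higher and 55 lower in *Phf2* KO than in WT MEFs at an adjusted p-value under 0.1, 7 and 43 under 0.05, and 4 and 29 under 0.01. The authors' deposited table marks 4 genes as up and 29 as down. Genotype as the only term was fitted again to the deposited counts with DESeq2. Across 18924 genes, the log2 fold changes lay within 7.29e-06 and the standard errors within 0.000544 of those in the authors' deposited table. This fit gave an adjusted p-value to 16040 genes, of which 10 were higher and 54 lower at an adjusted p-value under 0.1, all 64 among the genes called with the replicate block. With the block added to DESeq2, which was done after the data were seen, 175 genes were higher and 122 lower among 8085 genes with an adjusted p-value, and 290 of these 297 genes were called by edgeR's blocked fit too.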

The mentioned algorithms as well as others are compiled in an RNA-Seq pipeline adapted by IMP/IMBA Bioinformatics Core Facility, it is based on the nf-core/rnaseq pipeline [10.5281/zenodo.1400710] and is built with nextflow (Ewels et al, 2020).

### Hi-C in MEFs

Hi-C was performed as described previously (Banigan et al, 2023). Briefly, 30 × 10^6^ cells were cross-linked in 2% formaldehyde for 10 min and quenched with ice-cold glycine (0.125 M final concentration). Cells were snap-frozen and stored at −80 °C before cell lysis. Cells were lysed for 30 min in ice-cold lysis buffer (10 mM Tris-HCl, pH 7.5, 10 mM NaCl, 5 mM MgCl_2_, 0.1 mM EGTA, and 0.2% NP-40) in the presence of protease inhibitors. Chromatin was solubilized in 0.6% SDS at 37 °C for 2 h and quenched by 3.3% Triton X-100. Chromatin was digested with 400 units of HindIII overnight at 37 °C. Fill-in of digested overhangs by DNA polymerase I, large Klenow fragment in the presence of 250 nM biotin-14-dATP for 90 min was performed prior to 1% SDS-based enzyme inactivation and dilute ligation with T4DNA ligase for 4 h at 16 °C. Cross-links of ligated chromatin were reversed overnight by 1% proteinase K incubation at 65 °C. DNA was isolated with 1:1 phenol:chloroform, followed by 30 min of RNase A incubation. Biotin was removed from unligated ends by incubation with 15 units of T4 DNA polymerase. DNA was sheared using an E220 evolution sonicator (Covaris, E220) and size selected to 150 to 350 bp by using AMPure XP beads. After end repair in a mixture of T4 polynucleotide kinase, T4 DNA polymerase, and DNA polymerase I, large (Klenow) fragment at room temperature for 30 min, dATP was added to blunted ends polymerase I, large fragment (Klenow 3′ → 5′ exo-) at 37 °C for 30 min. Biotinylated DNA was collected by incubation in the presence of 10 µL of streptavidin-coated MyOne C1 beads, and Illumina paired-end adapters were added by ligation with T4 DNA ligase for 2 h at room temperature. A PCR titration (primers PE1.0 and PE2.0) was performed prior to a production PCR to determine the minimal number of PCR cycles needed to generate a Hi-C library. Primers were separated from the library using AMPure XP size selection prior 150 bp paired-end reads sequencing using illumina. Hi-C libraries were generated as described in (Wutz et al, 2017), with modifications as described below. 3 × 10^7^ MEFs were fixed in 2% formaldehyde for 10 min, after which the reaction was quenched with ice-cold glycine (0.125 M final concentration). Cells were collected by centrifugation (400 × *g* for 10 min at 4 °C) and washed once with 50 ml PBS, pH 7.4. After another centrifugation step (400 × *g* for 10 min at 4 °C), the supernatant was completely removed and the cell pellets were immediately frozen in liquid nitrogen and stored at −80 °C. After thawing, the cell pellets were incubated in 50 ml ice-cold lysis buffer (10 mM Tris-HCl, pH 7.5, 10 mM NaCl, 5 mM MgCl_2_, 0.1 mM EGTA, and 0.2% NP-40) for 1 h on ice. After centrifugation to pellet the cell nuclei (400 × *g* for 5 min at 4 °C), nuclei were washed twice with 1.2× NEBuffer 2 (New England BioLabs) and transferred to 1.5 ml Eppendorf tubes. The nuclei were then collected by centrifugation step (400 × *g* for 5 min at 4 °C) and a resuspended in 450 µl 1.2× NEBuffer 2 (New England BioLabs) with 13.5 µl of 20% SDS (0.6% final concentration), and the nuclei were incubated at 37 °C for 2 h with agitation (900 rpm). Triton X-100 was added to a final concentration of 3.3%, and the nuclei were incubated at 37 °C for 2 h with agitation (900 rpm). HindIII (New England BioLabs; 1500 units per 7 million cells) restriction digestion was performed overnight at 37 °C with agitation (900 rpm). Using biotin-14-dATP (Life Technologies), dCTP, dGTP, and dTTP (Life Technologies; all at a final concentration of 30 μM), the HindIII restriction sites were then filled in with Klenow (New England BioLabs) for 1 h at 37 °C with shaking (700 rpm) for 10 s every 30 s. The nuclei were washed twice with ligation buffer and the ligation was performed for 12 h at 16 °C (2000 units T4 DNA ligase, Thermo Scientific) in a total volume of 100 µl ligation buffer (50 mM Tris-HCl, 10 mM MgCl_2_, 1 mM ATP, 10 mM DTT, 100 μg/ml BSA, and 0.9% Triton X-100). After ligation, crosslinking was reversed by incubation with proteinase K (40 μl of 10 mg/ml in 300 μl Tris-EDTA buffer [TE]) at 65 °C overnight. An additional proteinase K incubation (65 μl of 10 mg/ml per 7 million cells starting material) at 65 °C for 2 h was followed by RNase A (Roche; 15 μl of 10 mg/ml per 7 million cells starting material) treatment and two sequential phenol/chloroform (Sigma) extractions. DNA precipitation was performed overnight at −20 °C (3 M sodium acetate, pH 5.2 [1/10 volume] and ethanol [2.5 volumes]), and the DNA was then spun down (3200 × *g* for 30 min at 4 °C). The pellets were resuspended in 400 μl TE (10 mM Tris-HCl, pH 8.0 and 0.1 mM EDTA) and transferred to 1.5-ml Eppendorf tubes. After another phenol/chloroform (Sigma) extraction and DNA precipitation overnight at −20 °C, the pellets were washed three times with 70% ethanol, and the DNA concentration was determined using Quant-iT Pico Green (Life Technologies). To remove biotin from non-ligated fragment ends, 30–40 μg of Hi-C library DNA was incubated with T4 DNA polymerase (New England BioLabs) for 4 h at 20 °C, followed by phenol/chloroform purification and DNA precipitation overnight at −20 °C. After a wash with 70% ethanol, sonication was carried out to generate DNA fragments with a size peak around 400 bp (Covaris E220 settings: duty factor, 10%; peak incident power, 140 W; cycles per burst, 200; time, 55 s). After end repair (T4 DNA polymerase, T4 DNA polynucleotide kinase, Klenow [all New England BioLabs] in the presence of dNTPs in ligation buffer [New England BioLabs]) for 30 min at RT, the DNA was purified (Qiagen PCR purification kit). dATP was added with Klenow exo- (New England BioLabs) for 30 min at 37 °C, after which the enzyme was heat inactivated (20 min at 65 °C). A double-size selection using AMPure XP beads (Beckman Coulter) was performed: First, the ratio of AMPure XP beads solution volume to DNA sample volume was adjusted to 0.6:1. After incubation for 15 min at RT, the sample was transferred to a magnetic separator (DynaMag-2 magnet; Life Technologies), and the supernatant was transferred to a new Eppendorf tube, while the beads were discarded. The ratio of AMPure XP beads solution volume to DNA sample volume was then adjusted to 0.9:1 final. After incubation for 15 min at RT, the sample was transferred to a magnet (DynaMag-2 magnet; Life Technologies). Following two washes with 70% ethanol, the DNA was eluted in 100 μl of TLE (10 mM Tris-HCl, pH 8.0 and 0.1 mM EDTA). Biotinylated ligation products were isolated using MyOne Streptavidin C1 Dynabeads (Life Technologies) on a DynaMag-2 magnet (Life Technologies) in binding buffer (5 mM Tris, pH 8, 0.5 mM EDTA, and 1 M NaCl) for 30 min at RT. After two washes in binding buffer and one wash in ligation buffer (New England BioLabs), PE adapters (Illumina) were ligated onto Hi-C ligation products bound to streptavidin beads for 2 h at RT (T4 DNA ligase NEB, in ligation buffer, and slowly rotating). After washing twice with wash buffer (5 mM Tris, 0.5 mM EDTA, 1 M NaCl, and 0.05% Tween-20) and then once with binding buffer, the DNA-bound beads were resuspended in a final volume of 90 μl NEBuffer 2. Bead-bound Hi-C DNA was amplified with seven PCR amplification cycles (36–40 individual PCRs) using PE PCR 1.0 and PE PCR 2.0 primers (Illumina). After PCR amplification, the Hi-C libraries were purified with AMPure XP beads (Beckman Coulter). The concentration of the Hi-C libraries was determined by Bioanalyzer profiles (Agilent Technologies) and qPCR (Kapa Biosystems), and the Hi-C libraries were paired-end sequenced (HiSeqv4, Illumina) at VBCF NGS.

### Hi-C analysis

Illumina sequencing was performed on all Hi-C libraries with 150 bp paired-end reads. Two replicate data sets for each library were truncated, filtered, and aligned against the human genome assembly hg19 (GRCh37) using bowtie2 and the HiCUP processing pipeline version 0.7.4, and finally merged (Wingett et al, 2015), HiCUP:pipeline for mapping and processing Hi-C data F1000Research, 4:1310, 10.12688/f1000research.7334.1). Alignments were converted into input for juicer_tools pre (juicer tools version 1.22.016; as well as input for HOMER version 4.11 (http://homer.ucsd.edu/homer/.98 PMID: 20513432). All juicer-based contact matrices used for analysis were Knight-Ruiz normalized. Matrix maps of Hi-C were visualized using Juicebox (https://github.com/aidenlab/Juicebox). Contact frequencies were calculated and plotted by cooltools using the open2c-examples jupyter notebook (https://github.com/open2c/open2c_examples). Loop annotation, also known as corner peak annotation, and merging was performed using ‘juicer_tools hiccups’ at default resolution. To overlap loops between genotypes, all the loops were resized to 50 kb × 50 kb and the overlap was calculated with pybedtools and plotted with matplotlib. TAD annotation and insulation scores were generated by cooltools using the open2c-examples jupyter notebook (https://github.com/open2c/open2c_examples). TAD boundaries were calculated using cool files at 10 kb resolution with a moving window of 100 kb. Strong boundaries were defined as having boundary strength values bigger than 0.7 (Appendix Fig. S6D). The overlap between TAD boundaries was calculated using genomic coordinates +/−20 kb. ChIP-seq summary plots on TADs boundaries were plotted using pyBigWig (https://github.com/deeptools/pyBigWig) and matplotlib (https://matplotlib.org/). Two biological replicates per sample were merged and analyzed in the manuscript.

## Supplementary information

Peer Review File

Appendix

Dataset EV1

Dataset EV2

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Source data Fig. 8

Figures EV and Appendix Source Data

Expanded View Figures

## Data Availability

All study data are included in the article and/or supporting information. ChIP-seq data are available in the Gene Expression Omnibus (GSE278142); Hi-C (GSE278143); RNA-seq (GSE281657). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE repository with the dataset identifier PXD057926). Raw files for making the figures were deposited to https://www.ebi.ac.uk/biostudies/studies/S-BSST1714. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-024-00348-2.

## References

[CR1] Aguirre S, Pappa S, Serna-Pujol N, Padilla N, Iacobucci S, Nacht AS, Vicent GP, Jordan A, de la Cruz X, Martinez-Balbas MA (2024) PHF2-mediated H3K9me balance orchestrates heterochromatin stability and neural progenitor proliferation. EMBO Rep 25:3486–350538890452 10.1038/s44319-024-00178-7PMC11315909

[CR2] Allis CD, Jenuwein T (2016) The molecular hallmarks of epigenetic control. Nat Rev Genet 17:487–50027346641 10.1038/nrg.2016.59

[CR3] Arnould C, Rocher V, Finoux AL, Clouaire T, Li K, Zhou F, Caron P, Mangeot PE, Ricci EP, Mourad R et al (2021) Loop extrusion as a mechanism for formation of DNA damage repair foci. Nature 590:660–66533597753 10.1038/s41586-021-03193-zPMC7116834

[CR4] Ayoub N, Noma K, Isaac S, Kahan T, Grewal SI, Cohen A (2003) A novel jmjC domain protein modulates heterochromatization in fission yeast. Mol Cell Biol 23:4356–437012773576 10.1128/MCB.23.12.4356-4370.2003PMC156127

[CR5] Baba A, Ohtake F, Okuno Y, Yokota K, Okada M, Imai Y, Ni M, Meyer CA, Igarashi K, Kanno J et al (2011) PKA-dependent regulation of the histone lysine demethylase complex PHF2-ARID5B. Nat Cell Biol 13:668–67521532585 10.1038/ncb2228

[CR6] Banigan EJ, Tang W, van den Berg AA, Stocsits RR, Wutz G, Brandao HB, Busslinger GA, Peters JM, Mirny LA (2023) Transcription shapes 3D chromatin organization by interacting with loop extrusion. Proc Natl Acad Sci USA 120:e221048012036897969 10.1073/pnas.2210480120PMC10089175

[CR7] Bannister AJ, Zegerman P, Partridge JF, Miska EA, Thomas JO, Allshire RC, Kouzarides T (2001) Selective recognition of methylated lysine 9 on histone H3 by the HP1 chromo domain. Nature 410:120–12411242054 10.1038/35065138

[CR8] Barth R, Pradhan B, Kim E, Davidson IF, van der Torre J, Peters JM, Dekker C (2023) Testing pseudotopological and nontopological models for SMC-driven DNA loop extrusion against roadblock-traversal experiments. Sci Rep 13:810037208374 10.1038/s41598-023-35359-2PMC10199080

[CR9] Becker PB (2006) Gene regulation: a finger on the mark. Nature 442:31–3216823438 10.1038/442031a

[CR10] Bernstein BE, Kamal M, Lindblad-Toh K, Bekiranov S, Bailey DK, Huebert DJ, McMahon S, Karlsson EK, Kulbokas 3rd EJ, Gingeras TR et al (2005) Genomic maps and comparative analysis of histone modifications in human and mouse. Cell 120:169–18115680324 10.1016/j.cell.2005.01.001

[CR11] Bluhm A, Casas-Vila N, Scheibe M, Butter F (2016) Reader interactome of epigenetic histone marks in birds. Proteomics 16:427–43626703087 10.1002/pmic.201500217

[CR12] Braun S, Garcia JF, Rowley M, Rougemaille M, Shankar S, Madhani HD (2011) The Cul4-Ddb1(Cdt)(2) ubiquitin ligase inhibits invasion of a boundary-associated antisilencing factor into heterochromatin. Cell 144:41–5421215368 10.1016/j.cell.2010.11.051PMC3645473

[CR13] Bricambert J, Alves-Guerra MC, Esteves P, Prip-Buus C, Bertrand-Michel J, Guillou H, Chang CJ, Vander Wal MN, Canonne-Hergaux F, Mathurin P et al (2018) The histone demethylase Phf2 acts as a molecular checkpoint to prevent NAFLD progression during obesity. Nat Commun 9:209229844386 10.1038/s41467-018-04361-yPMC5974278

[CR14] Busslinger GA, Stocsits RR, van der Lelij P, Axelsson E, Tedeschi A, Galjart N, Peters JM (2017) Cohesin is positioned in mammalian genomes by transcription, CTCF and Wapl. Nature 544:503–50728424523 10.1038/nature22063PMC6080695

[CR15] Cheng L, De C, Li J, Pertsinidis A (2023) Mechanisms of transcription control by distal enhancers from high-resolution single-gene imaging. Preprint at 10.1101/2023.03.19.533190

[CR16] Davidson IF, Barth R, Zaczek M, van der Torre J, Tang W, Nagasaka K, Janissen R, Kerssemakers J, Wutz G, Dekker C et al (2023) CTCF is a DNA-tension-dependent barrier to cohesin-mediated loop extrusion. Nature 616:822–82737076620 10.1038/s41586-023-05961-5PMC10132984

[CR17] Davidson IF, Bauer B, Goetz D, Tang W, Wutz G, Peters JM (2019) DNA loop extrusion by human cohesin. Science 366:1338–134531753851 10.1126/science.aaz3418

[CR18] Dequeker BJH, Scherr MJ, Brandao HB, Gassler J, Powell S, Gaspar I, Flyamer IM, Lalic A, Tang W, Stocsits R et al (2022) MCM complexes are barriers that restrict cohesin-mediated loop extrusion. Nature 606:197–20335585235 10.1038/s41586-022-04730-0PMC9159944

[CR19] Dixon JR, Selvaraj S, Yue F, Kim A, Li Y, Shen Y, Hu M, Liu JS, Ren B (2012) Topological domains in mammalian genomes identified by analysis of chromatin interactions. Nature 485:376–38022495300 10.1038/nature11082PMC3356448

[CR20] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013) STAR: ultrafast universal RNA-seq aligner. Bioinformatics 29:15–2123104886 10.1093/bioinformatics/bts635PMC3530905

[CR21] Doblmann J, Dusberger F, Imre R, Hudecz O, Stanek F, Mechtler K, Durnberger G (2019) apQuant: accurate label-free quantification by quality filtering. J Proteome Res 18:535–54130351950 10.1021/acs.jproteome.8b00113

[CR22] Dorfer V, Pichler P, Stranzl T, Stadlmann J, Taus T, Winkler S, Mechtler K (2014) MS Amanda, a universal identification algorithm optimized for high accuracy tandem mass spectra. J Proteome Res 13:3679–368424909410 10.1021/pr500202ePMC4119474

[CR23] Eberl HC, Spruijt CG, Kelstrup CD, Vermeulen M, Mann M (2013) A map of general and specialized chromatin readers in mouse tissues generated by label-free interaction proteomics. Mol Cell 49:368–37823201125 10.1016/j.molcel.2012.10.026

[CR24] El Khattabi L, Zhao H, Kalchschmidt J, Young N, Jung S, Van Blerkom P, Kieffer-Kwon P, Kieffer-Kwon KR, Park S, Wang X et al (2019) A pliable mediator acts as a functional rather than an architectural bridge between promoters and enhancers. Cell 178:1145–1158.e112031402173 10.1016/j.cell.2019.07.011PMC7533040

[CR25] Ellenberg J, Siggia ED, Moreira JE, Smith CL, Presley JF, Worman HJ, Lippincott-Schwartz J (1997) Nuclear membrane dynamics and reassembly in living cells: targeting of an inner nuclear membrane protein in interphase and mitosis. J Cell Biol 138:1193–12069298976 10.1083/jcb.138.6.1193PMC2132565

[CR26] Ewels PA, Peltzer A, Fillinger S, Patel H, Alneberg J, Wilm A, Garcia MU, Di Tommaso P, Nahnsen S (2020) The nf-core framework for community-curated bioinformatics pipelines. Nat Biotechnol 38:276–27832055031 10.1038/s41587-020-0439-x

[CR27] Feng J, Chuah YH, Liang Y, Cipta NO, Zeng Y, Warrier T, Elfar G, Yoon J, Grinchuk OV, Tay EXY et al (2024) PHF2 regulates genome topology and DNA replication in neural stem cells via cohesin. Nucleic Acids Res 52:7063–708038808662 10.1093/nar/gkae457PMC11229317

[CR28] Fudenberg G, Imakaev M, Lu C, Goloborodko A, Abdennur N, Mirny LA (2016) Formation of chromosomal domains by loop extrusion. Cell Rep 15:2038–204927210764 10.1016/j.celrep.2016.04.085PMC4889513

[CR29] Gassler J, Brandao HB, Imakaev M, Flyamer IM, Ladstatter S, Bickmore WA, Peters JM, Mirny LA, Tachibana K (2017) A mechanism of cohesin-dependent loop extrusion organizes zygotic genome architecture. EMBO J 36:3600–361829217590 10.15252/embj.201798083PMC5730859

[CR30] Gerlich D, Koch B, Dupeux F, Peters JM, Ellenberg J (2006) Live-cell imaging reveals a stable cohesin-chromatin interaction after but not before DNA replication. Curr Biol 16:1571–157816890534 10.1016/j.cub.2006.06.068

[CR31] Haarhuis JHI, van der Weide RH, Blomen VA, Flach KD, Teunissen H, Willems L, Brummelkamp TR, Rowland BD, de Wit E (2022) A Mediator-cohesin axis controls heterochromatin domain formation. Nat Commun 13:75435136067 10.1038/s41467-022-28377-7PMC8826356

[CR32] Haarhuis JHI, van der Weide RH, Blomen VA, Yanez-Cuna JO, Amendola M, van Ruiten MS, Krijger PHL, Teunissen H, Medema RH, van Steensel B et al (2017) The cohesin release factor WAPL restricts chromatin loop extension. Cell 169:693–707.e61428475897 10.1016/j.cell.2017.04.013PMC5422210

[CR33] Hasenpusch-Theil K, Chadwick BP, Theil T, Heath SK, Wilkinson DG, Frischauf AM (1999) PHF2, a novel PHD finger gene located on human chromosome 9q22. Mamm Genome 10:294–29810051327 10.1007/s003359900989

[CR34] Hata K, Takashima R, Amano K, Ono K, Nakanishi M, Yoshida M, Wakabayashi M, Matsuda A, Maeda Y, Suzuki Y et al (2013) Arid5b facilitates chondrogenesis by recruiting the histone demethylase Phf2 to Sox9-regulated genes. Nat Commun 4:285024276541 10.1038/ncomms3850

[CR35] Herzog F, Peters JM (2005) Large-scale purification of the vertebrate anaphase-promoting complex/cyclosome. Methods Enzymol 398:175–19516275329 10.1016/S0076-6879(05)98016-6

[CR36] Hill L, Ebert A, Jaritz M, Wutz G, Nagasaka K, Tagoh H, Kostanova-Poliakova D, Schindler K, Sun Q, Bonelt P et al (2020) Wapl repression by Pax5 promotes V gene recombination by Igh loop extrusion. Nature 584:142–14732612238 10.1038/s41586-020-2454-yPMC7116900

[CR37] Horton JR, Upadhyay AK, Hashimoto H, Zhang X, Cheng X (2011) Structural basis for human PHF2 Jumonji domain interaction with metal ions. J Mol Biol 406:1–821167174 10.1016/j.jmb.2010.12.013PMC3030633

[CR38] Horton JR, Zhou J, Chen Q, Zhang X, Bedford MT, Cheng X (2023) A complete methyl-lysine binding aromatic cage constructed by two domains of PHF2. J Biol Chem 299:10286236596360 10.1016/j.jbc.2022.102862PMC9898751

[CR39] Huis in‘t Veld PJ, Herzog F, Ladurner R, Davidson IF, Piric S, Kreidl E, Bhaskara V, Aebersold R, Peters JM (2014) Characterization of a DNA exit gate in the human cohesin ring. Science 346:968–97225414306 10.1126/science.1256904

[CR40] Kall L, Canterbury JD, Weston J, Noble WS, MacCoss MJ (2007) Semi-supervised learning for peptide identification from shotgun proteomics datasets. Nat Methods 4:923–92517952086 10.1038/nmeth1113

[CR41] Kiefer L, Chiosso A, Langen J, Buckley A, Gaudin S, Rajkumar SM, Servito GIF, Cha ES, Vijay A, Yeung A et al (2023) WAPL functions as a rheostat of Protocadherin isoform diversity that controls neural wiring. Science 380:eadf844037347873 10.1126/science.adf8440

[CR42] Kiefer L, Gaudin S, Rajkumar SM, Servito GIF, Langen J, Mui MH, Nawsheen S, Canzio D (2024) Tuning cohesin trajectories enables differential readout of the Pcdhalpha cluster across neurons. Science 385:eadm980239052779 10.1126/science.adm9802

[CR43] Kim HJ, Park JW, Lee KH, Yoon H, Shin DH, Ju UI, Seok SH, Lim SH, Lee ZH, Kim HH et al (2014) Plant homeodomain finger protein 2 promotes bone formation by demethylating and activating Runx2 for osteoblast differentiation. Cell Res 24:1231–124925257467 10.1038/cr.2014.127PMC4185351

[CR44] Kim Y, Shi Z, Zhang H, Finkelstein IJ, Yu H (2019) Human cohesin compacts DNA by loop extrusion. Science 366:1345–134931780627 10.1126/science.aaz4475PMC7387118

[CR45] Kooistra SM, Helin K (2012) Molecular mechanisms and potential functions of histone demethylases. Nat Rev Mol Cell Biol 13:297–31122473470 10.1038/nrm3327

[CR46] Kornberg RD (1974) Chromatin structure: a repeating unit of histones and DNA. Science 184:868–8714825889 10.1126/science.184.4139.868

[CR47] Kueng S, Hegemann B, Peters BH, Lipp JJ, Schleiffer A, Mechtler K, Peters JM (2006) Wapl controls the dynamic association of cohesin with chromatin. Cell 127:955–96717113138 10.1016/j.cell.2006.09.040

[CR48] Kurukuti S, Tiwari VK, Tavoosidana G, Pugacheva E, Murrell A, Zhao Z, Lobanenkov V, Reik W, Ohlsson R (2006) CTCF binding at the H19 imprinting control region mediates maternally inherited higher-order chromatin conformation to restrict enhancer access to Igf2. Proc Natl Acad Sci USA 103:10684–1068916815976 10.1073/pnas.0600326103PMC1484419

[CR49] Lachner M, O’Carroll D, Rea S, Mechtler K, Jenuwein T (2001) Methylation of histone H3 lysine 9 creates a binding site for HP1 proteins. Nature 410:116–12011242053 10.1038/35065132

[CR50] Ladurner R, Bhaskara V, Huis in‘t Veld PJ, Davidson IF, Kreidl E, Petzold G, Peters JM (2014) Cohesin’s ATPase activity couples cohesin loading onto DNA with Smc3 acetylation. Curr Biol 24:2228–223725220052 10.1016/j.cub.2014.08.011PMC4188815

[CR51] Lane EA, Choi DW, Garcia-Haro L, Levine ZG, Tedoldi M, Walker S, Danial NN (2019) HCF-1 regulates de novo lipogenesis through a nutrient-sensitive complex with ChREBP. Mol Cell 75:357–371.e35731227231 10.1016/j.molcel.2019.05.019PMC6744259

[CR52] Langmead B, Salzberg SL (2012) Fast gapped-read alignment with Bowtie 2. Nat Methods 9:357–35922388286 10.1038/nmeth.1923PMC3322381

[CR53] Li H, Ilin S, Wang W, Duncan EM, Wysocka J, Allis CD, Patel DJ (2006) Molecular basis for site-specific read-out of histone H3K4me3 by the BPTF PHD finger of NURF. Nature 442:91–9516728978 10.1038/nature04802PMC4690523

[CR54] Li Y, Haarhuis JHI, Sedeno Cacciatore A, Oldenkamp R, van Ruiten MS, Willems L, Teunissen H, Muir KW, de Wit E, Rowland BD et al (2020) The structural basis for cohesin-CTCF-anchored loops. Nature 578:472–47631905366 10.1038/s41586-019-1910-zPMC7035113

[CR55] Liao Y, Smyth GK, Shi W (2014) featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics 30:923–93024227677 10.1093/bioinformatics/btt656

[CR56] Love MI, Huber W, Anders S (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 15:55025516281 10.1186/s13059-014-0550-8PMC4302049

[CR57] Mandal M, Maienschein-Cline M, Hu Y, Mohsin A, Veselits ML, Wright NE, Okoreeh MK, Yoon YM, Veselits J, Georgopoulos K et al (2024) BRWD1 orchestrates small pre-B cell chromatin topology by converting static to dynamic cohesin. Nat Immunol 25:129–14137985858 10.1038/s41590-023-01666-zPMC11542586

[CR58] Mazza D, Abernathy A, Golob N, Morisaki T, McNally JG (2012) A benchmark for chromatin binding measurements in live cells. Nucleic Acids Res 40:11910.1093/nar/gks701PMC342458822844090

[CR59] Montavon T, Shukeir N, Erikson G, Engist B, Onishi-Seebacher M, Ryan D, Musa Y, Mittler G, Meyer AG, Genoud C et al (2021) Complete loss of H3K9 methylation dissolves mouse heterochromatin organization. Nat Commun 12:435934272378 10.1038/s41467-021-24532-8PMC8285382

[CR60] Nativio R, Wendt KS, Ito Y, Huddleston JE, Uribe-Lewis S, Woodfine K, Krueger C, Reik W, Peters JM, Murrell A (2009) Cohesin is required for higher-order chromatin conformation at the imprinted IGF2-H19 locus. PLoS Genet 5:e100073919956766 10.1371/journal.pgen.1000739PMC2776306

[CR61] Nora EP, Goloborodko A, Valton AL, Gibcus JH, Uebersohn A, Abdennur N, Dekker J, Mirny LA, Bruneau BG (2017) Targeted degradation of CTCF decouples local insulation of chromosome domains from genomic compartmentalization. Cell 169:930–944.e92228525758 10.1016/j.cell.2017.05.004PMC5538188

[CR62] Nora EP, Lajoie BR, Schulz EG, Giorgetti L, Okamoto I, Servant N, Piolot T, van Berkum NL, Meisig J, Sedat J et al (2012) Spatial partitioning of the regulatory landscape of the X-inactivation centre. Nature 485:381–38522495304 10.1038/nature11049PMC3555144

[CR63] Nuebler J, Fudenberg G, Imakaev M, Abdennur N, Mirny LA (2018) Chromatin organization by an interplay of loop extrusion and compartmental segregation. Proc Natl Acad Sci USA 115:E6697–E670629967174 10.1073/pnas.1717730115PMC6055145

[CR64] Okuno Y, Ohtake F, Igarashi K, Kanno J, Matsumoto T, Takada I, Kato S, Imai Y (2013) Epigenetic regulation of adipogenesis by PHF2 histone demethylase. Diabetes 62:1426–143423274892 10.2337/db12-0628PMC3636657

[CR65] Olins AL, Olins DE (1974) Spheroid chromatin units (v bodies). Science 183:330–3324128918 10.1126/science.183.4122.330

[CR66] Padeken J, Methot SP, Gasser SM (2022) Establishment of H3K9-methylated heterochromatin and its functions in tissue differentiation and maintenance. Nat Rev Mol Cell Biol 23:623–64035562425 10.1038/s41580-022-00483-wPMC9099300

[CR67] Pappa S, Padilla N, Iacobucci S, Vicioso M, Alvarez de la Campa E, Navarro C, Marcos E, de la Cruz X, Martinez-Balbas MA (2019) PHF2 histone demethylase prevents DNA damage and genome instability by controlling cell cycle progression of neural progenitors. Proc Natl Acad Sci USA 116:19464–1947331488723 10.1073/pnas.1903188116PMC6765295

[CR68] Parelho V, Hadjur S, Spivakov M, Leleu M, Sauer S, Gregson HC, Jarmuz A, Canzonetta C, Webster Z, Nesterova T et al (2008) Cohesins functionally associate with CTCF on mammalian chromosome arms. Cell 132:422–43318237772 10.1016/j.cell.2008.01.011

[CR69] Pena PV, Davrazou F, Shi X, Walter KL, Verkhusha VV, Gozani O, Zhao R, Kutateladze TG (2006) Molecular mechanism of histone H3K4me3 recognition by plant homeodomain of ING2. Nature 442:100–10316728977 10.1038/nature04814PMC3190580

[CR70] Ragunathan K, Jih G, Moazed D (2015) Epigenetic inheritance uncoupled from sequence-specific recruitment. Science 348:125869925831549 10.1126/science.1258699PMC4385470

[CR71] Rao SS, Huntley MH, Durand NC, Stamenova EK, Bochkov ID, Robinson JT, Sanborn AL, Machol I, Omer AD, Lander ES et al (2014) A 3D map of the human genome at kilobase resolution reveals principles of chromatin looping. Cell 159:1665–168025497547 10.1016/j.cell.2014.11.021PMC5635824

[CR72] Rao SSP, Huang SC, Glenn St Hilaire B, Engreitz JM, Perez EM, Kieffer-Kwon KR, Sanborn AL, Johnstone SE, Bascom GD, Bochkov ID et al (2017) Cohesin loss eliminates all loop domains. Cell 171:305–320.e32428985562 10.1016/j.cell.2017.09.026PMC5846482

[CR73] Rhodes J, Mazza D, Nasmyth K, Uphoff S (2017) Scc2/Nipbl hops between chromosomal cohesin rings after loading. Elife 6:e3000028914604 10.7554/eLife.30000PMC5621834

[CR74] Sanborn AL, Rao SS, Huang SC, Durand NC, Huntley MH, Jewett AI, Bochkov ID, Chinnappan D, Cutkosky A, Li J et al (2015) Chromatin extrusion explains key features of loop and domain formation in wild-type and engineered genomes. Proc Natl Acad Sci USA 112:E6456–646526499245 10.1073/pnas.1518552112PMC4664323

[CR75] Santos-Rosa H, Schneider R, Bannister AJ, Sherriff J, Bernstein BE, Emre NC, Schreiber SL, Mellor J, Kouzarides T (2002) Active genes are tri-methylated at K4 of histone H3. Nature 419:407–41112353038 10.1038/nature01080

[CR76] Schmidt D, Schwalie PC, Ross-Innes CS, Hurtado A, Brown GD, Carroll JS, Flicek P, Odom DT (2010) A CTCF-independent role for cohesin in tissue-specific transcription. Genome Res 20:578–58820219941 10.1101/gr.100479.109PMC2860160

[CR77] Schwanhausser B, Busse D, Li N, Dittmar G, Schuchhardt J, Wolf J, Chen W, Selbach M (2011) Global quantification of mammalian gene expression control. Nature 473:337–34221593866 10.1038/nature10098

[CR78] Schwarzer W, Abdennur N, Goloborodko A, Pekowska A, Fudenberg G, Loe-Mie Y, Fonseca NA, Huber W, Haering CH, Mirny L et al (2017) Two independent modes of chromatin organization revealed by cohesin removal. Nature 551:51–5629094699 10.1038/nature24281PMC5687303

[CR79] Shi G, Wu M, Fang L, Yu F, Cheng S, Li J, Du JX, Wong J (2014) PHD finger protein 2 (PHF2) represses ribosomal RNA gene transcription by antagonizing PHF finger protein 8 (PHF8) and recruiting methyltransferase SUV39H1. J Biol Chem 289:29691–2970025204660 10.1074/jbc.M114.571653PMC4207983

[CR80] Shi X, Hong T, Walter KL, Ewalt M, Michishita E, Hung T, Carney D, Pena P, Lan F, Kaadige MR et al (2006) ING2 PHD domain links histone H3 lysine 4 methylation to active gene repression. Nature 442:96–9916728974 10.1038/nature04835PMC3089773

[CR81] Shi Y, Whetstine JR (2007) Dynamic regulation of histone lysine methylation by demethylases. Mol Cell 25:1–1417218267 10.1016/j.molcel.2006.12.010

[CR82] Smyth GK (2004) Linear models and empirical bayes methods for assessing differential expression in microarray experiments. Stat Appl Genet Mol Biol 3:Article316646809 10.2202/1544-6115.1027

[CR83] Splinter E, Heath H, Kooren J, Palstra RJ, Klous P, Grosveld F, Galjart N, de Laat W (2006) CTCF mediates long-range chromatin looping and local histone modification in the beta-globin locus. Genes Dev 20:2349–235416951251 10.1101/gad.399506PMC1560409

[CR84] Stedman W, Kang H, Lin S, Kissil JL, Bartolomei MS, Lieberman PM (2008) Cohesins localize with CTCF at the KSHV latency control region and at cellular c-myc and H19/Igf2 insulators. EMBO J 27:654–66618219272 10.1038/emboj.2008.1PMC2262040

[CR85] Stender JD, Pascual G, Liu W, Kaikkonen MU, Do K, Spann NJ, Boutros M, Perrimon N, Rosenfeld MG, Glass CK (2012) Control of proinflammatory gene programs by regulated trimethylation and demethylation of histone H4K20. Mol Cell 48:28–3822921934 10.1016/j.molcel.2012.07.020PMC3472359

[CR86] Taus T, Kocher T, Pichler P, Paschke C, Schmidt A, Henrich C, Mechtler K (2011) Universal and confident phosphorylation site localization using phosphoRS. J Proteome Res 10:5354–536222073976 10.1021/pr200611n

[CR87] Tedeschi A, Wutz G, Huet S, Jaritz M, Wuensche A, Schirghuber E, Davidson IF, Tang W, Cisneros DA, Bhaskara V et al (2013) Wapl is an essential regulator of chromatin structure and chromosome segregation. Nature 501:564–56823975099 10.1038/nature12471PMC6080692

[CR88] Thiecke MJ, Wutz G, Muhar M, Tang W, Bevan S, Malysheva V, Stocsits R, Neumann T, Zuber J, Fraser P et al (2020) Cohesin-dependent and -independent mechanisms mediate chromosomal contacts between promoters and enhancers. Cell Rep 32:10792932698000 10.1016/j.celrep.2020.107929PMC7383238

[CR89] Trewick SC, Minc E, Antonelli R, Urano T, Allshire RC (2007) The JmjC domain protein Epe1 prevents unregulated assembly and disassembly of heterochromatin. EMBO J 26:4670–468217948055 10.1038/sj.emboj.7601892PMC2048757

[CR90] Uuskula-Reimand L, Hou H, Samavarchi-Tehrani P, Rudan MV, Liang M, Medina-Rivera A, Mohammed H, Schmidt D, Schwalie P, Young EJ et al (2016) Topoisomerase II beta interacts with cohesin and CTCF at topological domain borders. Genome Biol 17:18227582050 10.1186/s13059-016-1043-8PMC5006368

[CR91] Vale RD (2003) The molecular motor toolbox for intracellular transport. Cell 112:467–48012600311 10.1016/s0092-8674(03)00111-9

[CR92] Wang H, Helin K (2024) Roles of H3K4 methylation in biology and disease. Trends Cell Biol. S0962-8924(24)00115-610.1016/j.tcb.2024.06.00138909006

[CR93] Wen H, Li J, Song T, Lu M, Kan PY, Lee MG, Sha B, Shi X (2010) Recognition of histone H3K4 trimethylation by the plant homeodomain of PHF2 modulates histone demethylation. J Biol Chem 285:9322–932620129925 10.1074/jbc.C109.097667PMC2843180

[CR94] Wendt KS, Yoshida K, Itoh T, Bando M, Koch B, Schirghuber E, Tsutsumi S, Nagae G, Ishihara K, Mishiro T et al (2008) Cohesin mediates transcriptional insulation by CCCTC-binding factor. Nature 451:796–80118235444 10.1038/nature06634

[CR95] Wingett S, Ewels P, Furlan-Magaril M, Nagano T, Schoenfelder S, Fraser P, Andrews S (2015) HiCUP: pipeline for mapping and processing Hi-C data. F1000Research 4:131026835000 10.12688/f1000research.7334.1PMC4706059

[CR96] Wutz G, Varnai C, Nagasaka K, Cisneros DA, Stocsits RR, Tang W, Schoenfelder S, Jessberger G, Muhar M, Hossain MJ et al (2017) Topologically associating domains and chromatin loops depend on cohesin and are regulated by CTCF, WAPL, and PDS5 proteins. EMBO J 36:3573–359929217591 10.15252/embj.201798004PMC5730888

[CR97] Wysocka J, Swigut T, Xiao H, Milne TA, Kwon SY, Landry J, Kauer M, Tackett AJ, Chait BT, Badenhorst P et al (2006) A PHD finger of NURF couples histone H3 lysine 4 trimethylation with chromatin remodelling. Nature 442:86–9016728976 10.1038/nature04815

[CR98] Zhang H, Shi Z, Banigan EJ, Kim Y, Yu H, Bai XC, Finkelstein IJ (2023) CTCF and R-loops are boundaries of cohesin-mediated DNA looping. Mol Cell 83:2856–2871.e285837536339 10.1016/j.molcel.2023.07.006

[CR99] Zhang Y, Zhang X, Ba Z, Liang Z, Dring EW, Hu H, Lou J, Kyritsis N, Zurita J, Shamim MS et al (2019) The fundamental role of chromatin loop extrusion in physiological V(D)J recombination. Nature 573:600–60431511698 10.1038/s41586-019-1547-yPMC6867615

[CR100] Zhao Y, Garcia BA (2015) Comprehensive catalog of currently documented histone modifications. Cold Spring Harb Perspect Biol 7:a02506426330523 10.1101/cshperspect.a025064PMC4563710

# Supplementary material for: Cohesin positions the epigenetic reader Phf2 within the genome
**Source:** EMBO J. 2025 Jan 2;44(3):736–66. doi: 10.1038/s44318-024-00348-2
**Supplement:** Supplementary file 2 — Appendix

Appendix for:

# Cohesin positions the epigenetic reader Phf2 within the genome

Wen Tang<sup>†</sup>, Lorenzo Costantino<sup>†</sup>, Roman Stocsits, Gordana Wutz, Rene Ladurner, Otto Hudecz, Karl Mechtler, Jan-Michael Peters<sup>\*</sup>

*<sup>†</sup> These authors contributed equally to this work.*

Table of contents:

Appendix Figures

|                                                                                                                                   |           |
|-----------------------------------------------------------------------------------------------------------------------------------|-----------|
| <b>Appendix Figure S1: Identification of Phf2 as a cohesin-interacting protein. ....</b>                                          | <b>2</b>  |
| <b>Appendix Figure S2: Phf2 residues 660-819 are essential for cohesin binding and vermicelli localization. ....</b>              | <b>4</b>  |
| <b>Appendix Figure S3: Phf2 co-localizes with H3K4me3 and cohesin genome-wide.....</b>                                            | <b>6</b>  |
| <b>Appendix Figure S4: Phf2 does not influence cohesin chromatin association. ....</b>                                            | <b>7</b>  |
| <b>Appendix Figure S5: Phf2 depletion limits the length of heterochromatic B compartments.....</b>                                | <b>9</b>  |
| <b>Appendix Figure S6: Phf2 depletion negatively affects a subset of TAD boundaries characterized by low levels of CTCF. ....</b> | <b>11</b> |

# Appendix Figure S1

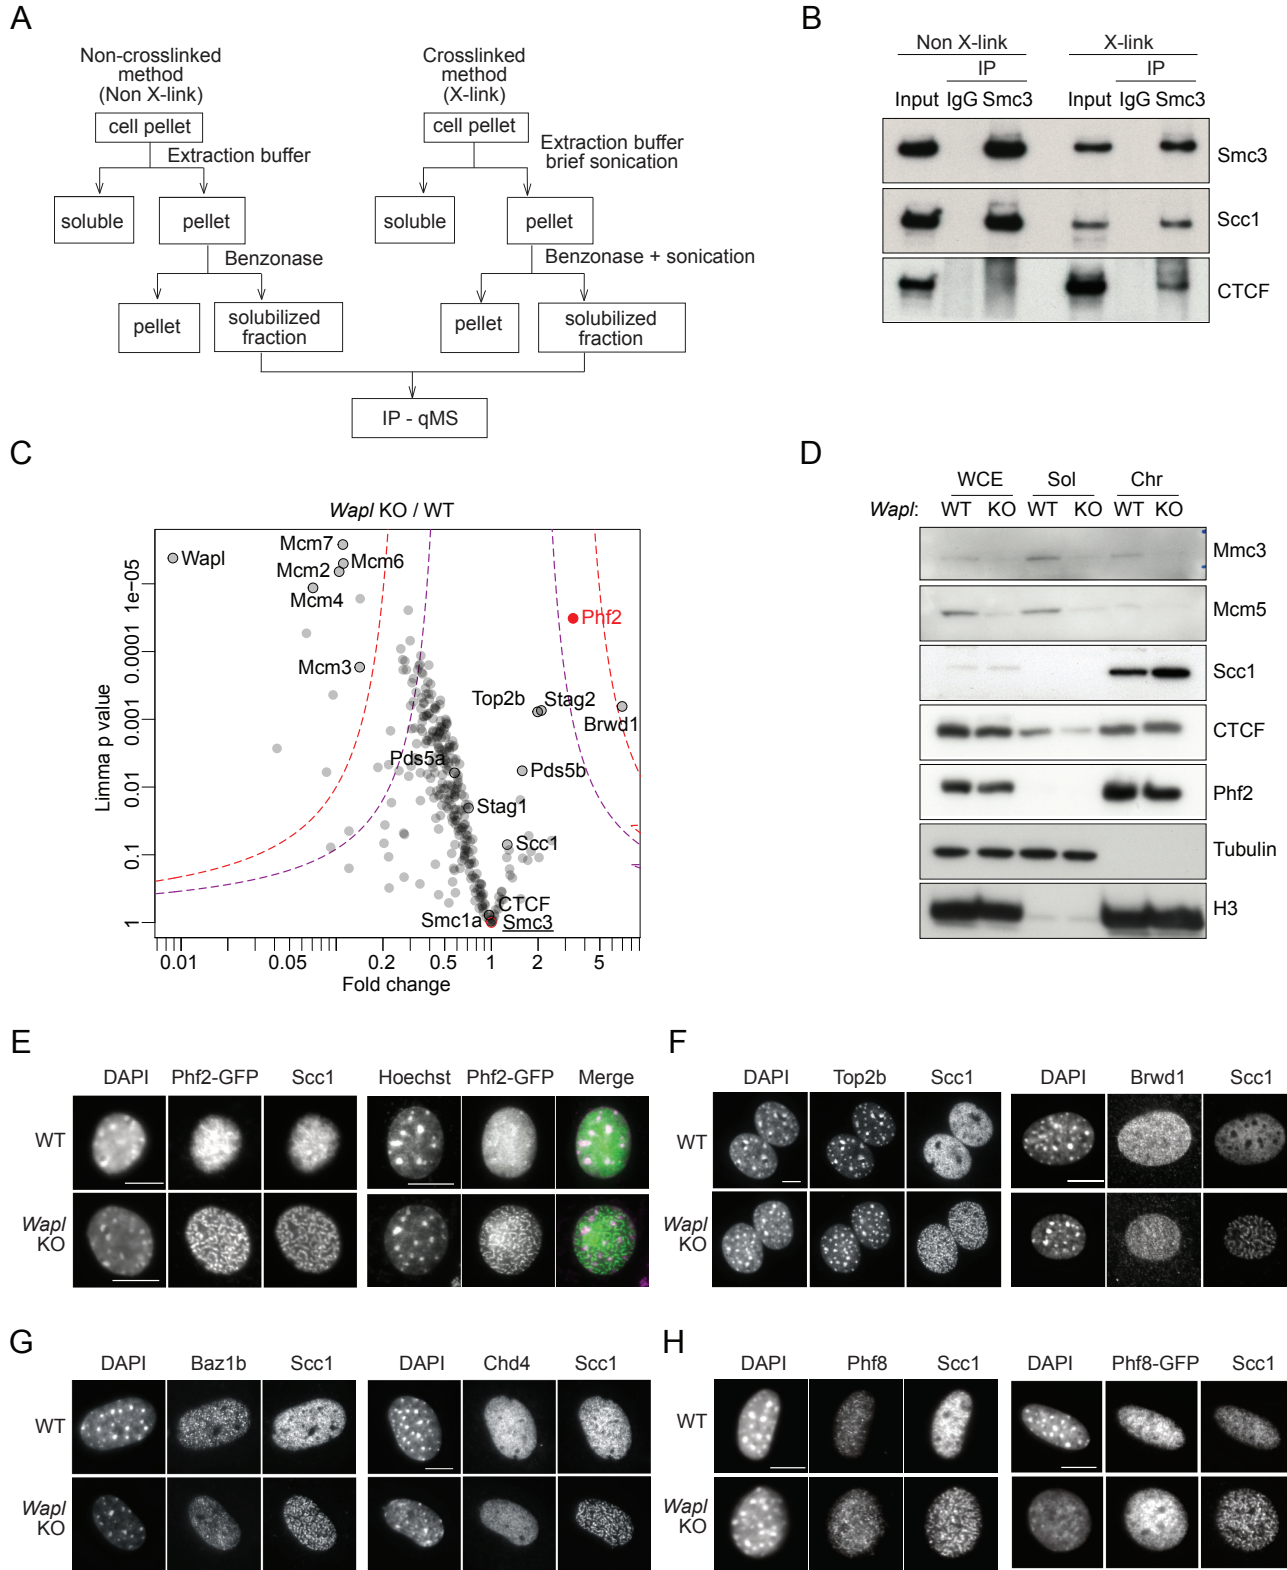

**Appendix Figure S1: Identification of Phf2 as a cohesin-interacting protein.**

- Schematic representation of protocols for non-crosslinked method (Non X-link) and crosslinked method (X-link) with immunoprecipitation followed by quantitative mass-spectrometry (IP-qMS).
- Immunoblot analysis of immunoprecipitated samples described in A. Immunoprecipitations were performed using anti-Smc3 antibody and proteins were detected using the indicated antibodies.

- C. Volcano plot of proteins identified by Smc3 ChIP-qMS, normalized by bait protein (Smc3). The plot shows enriched proteins in the *Wapl* KO sample on the right and depleted proteins on the left. Biological replicates n=3. Statistical significance of differentially expressed proteins was determined using limma. Proteins above the purple and red dotted lines represent significance thresholds of  $p < 0.05$  and  $p < 0.01$ , respectively. The top enriched protein, Phf2, is highlighted in red.
- D. Immunoblot analysis of whole-cell extracts (WCE), soluble (Sol), and chromatin (Chr) fractions from WT and *Wapl* KO MEFs using indicated antibodies.
- E. Fluorescence microscopy for Phf2 and Scc1 in WT and *Wapl* KO MEFs. Left panel: representative immunofluorescence images of immortalized WT or *Wapl* KO MEFs expressing Phf2-GFP stained with DAPI and antibodies to GFP and Scc1. Right panel: representative live-cell images of immortalized WT or *Wapl* KO MEFs expressing Phf2-GFP, DNA was stained with Hoechst. Scale bar, 10 $\mu$ m. Please note that a portion of this immunofluorescence image was used in Fig.1C.
- F. Fluorescence microscopy for Top2b, Brwd1, and Scc1 in WT and *Wapl* KO. Representative immunofluorescence images of WT or *Wapl* KO MEFs stained with DAPI and antibodies to Top2b (left panel) or Brwd1 (right panel) and Scc1. Scale bar, 10 $\mu$ m.
- G. Fluorescence microscopy for Baz1b, Chd4, and Scc1 in WT and *Wapl* KO. Representative immunofluorescence images of WT or *Wapl* KO MEFs stained with DAPI and antibodies to Baz1b (left panel) or Chd4 (right panel) and Scc1. Scale bar, 10 $\mu$ m.
- H. Fluorescence microscopy for Phf8 and Scc1 in WT and *Wapl*. Left: Representative immunofluorescence images of WT or *Wapl* KO MEFs stained with DAPI and antibodies to Phf8 and Scc1. Right: Representative immunofluorescence images of immortalized WT or *Wapl* KO MEFs expressing Phf8-GFP stained with DAPI and antibodies to GFP and Scc1. Scale bar, 10 $\mu$ m.

## Appendix Figure S2

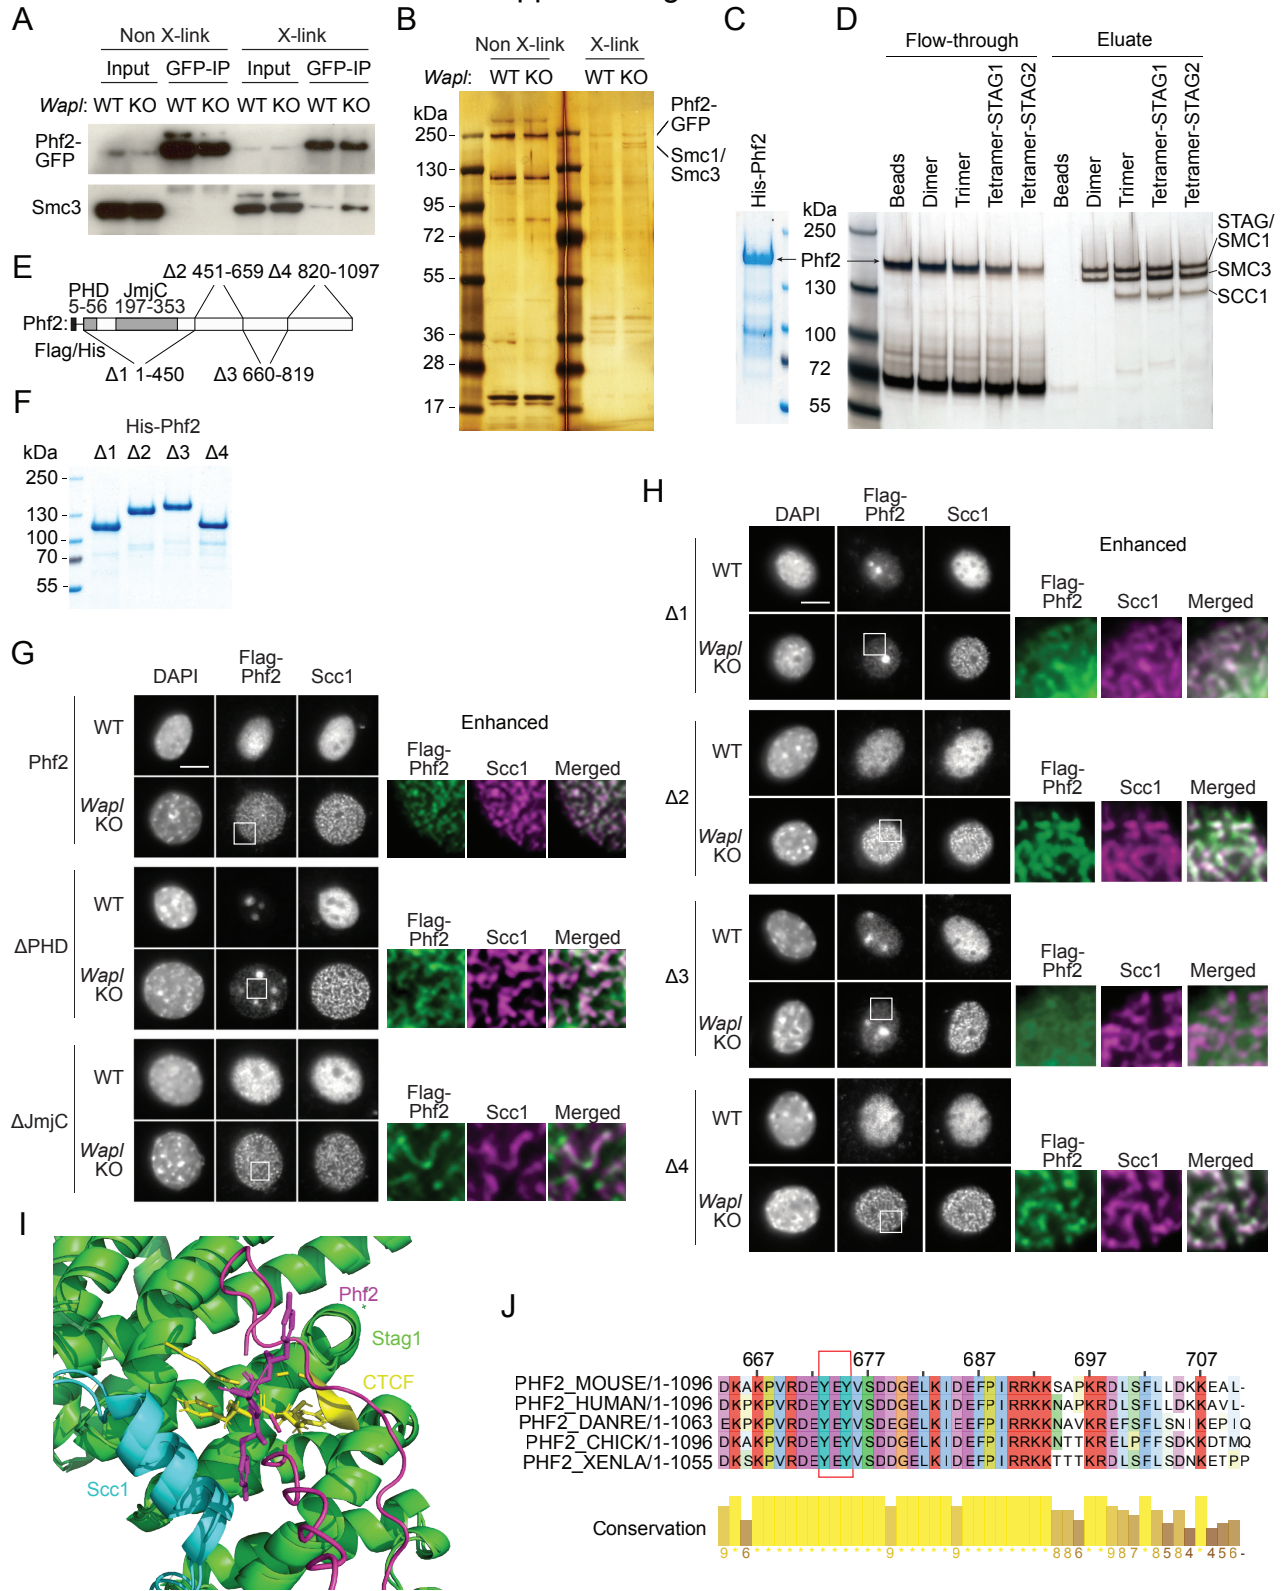

**Appendix Figure S2: Phf2 residues 660-819 are essential for cohesin binding and vermicelli localization.**

A. Immunoblot analysis of MEFs samples immunoprecipitated with Phf2-GFP. Immortalized WT and *Wapl* KO MEFs expressing Phf2-GFP were prepared using non X-link or X-link protocols and precipitated using an anti-GFP antibody. Proteins were detected using the indicated antibodies. Please note that a portion of this blot was used in the middle panel of Fig.1D.

- B. Silver staining of immunoprecipitated samples described in A. Please note that a portion of this silver staining was used at the bottom panel of Fig.1D.
- C. Coomassie blue stained SDS-PAGE gel of purified His-Phf2, indicated with a black arrow.
- D. Silver staining for the *in vitro* binding assay of Phf2 with cohesin complex. Flag-beads binding human cohesin complex (Dimer, Trimer, or Tetramer) were mixed with purified Phf2 described in C.
- E. Schematic representations of full-length Phf2 and its deletion mutants. PHD, plant homeodomain; JmjC, Jumonji C domain. Δ1: 1-450aa; Δ2: 451-659aa; Δ3: 660-819aa; Δ4: 820-1096aa. The Flag-tags or His-tags were fused to the N-terminus.
- F. Coomassie blue stained SDS-PAGE gel of purified His-Phf2 deletion mutants.
- G. Fluorescence microscopy of Phf2 mutants and Scc1 in WT and *Wapl* KO MEFs. Representative images of immortalized WT or *Wapl* KO MEFs expressing Flag-Phf2 full length, ΔPHD or ΔJmjc stained with DAPI and antibodies to Flag and Scc1. On the right-hand side, the boxed regions have been enlarged, showing Flag-Phf2 (green), Scc1 (magenta), and merged images. Scale bar, 10μm.
- H. Fluorescence microscopy of Phf2 mutants and Scc1 in WT and *Wapl* KO MEFs. Representative images of immortalized WT or *Wapl* KO MEFs expressing Flag-Phf2 deletion mutants Δ1, Δ2, Δ3, or Δ4 stained with DAPI and antibodies to Flag and Scc1. Scale bar, 10μm. On the right-hand side, the boxed regions have been enlarged, showing Flag-Phf2 (green), Scc1 (magenta), and merged images. Scale bar, 10μm.
- I. Structural model for the Stag1/Scc1 CES pocket bound to CTCF and Phf2. The crystal structure for Stag1 (green), Scc1 (light blue), and CTCF (yellow) was aligned with an aFold2 model for the interaction between Stag1/Scc1 and Phf2 (purple).
- J. Protein sequence alignment for the predicted Phf2 fragment that binds the Stag1/Scc1 CES pocket from different model organisms. The conserved YEY motif is boxed in red.

# Appendix Figure S3

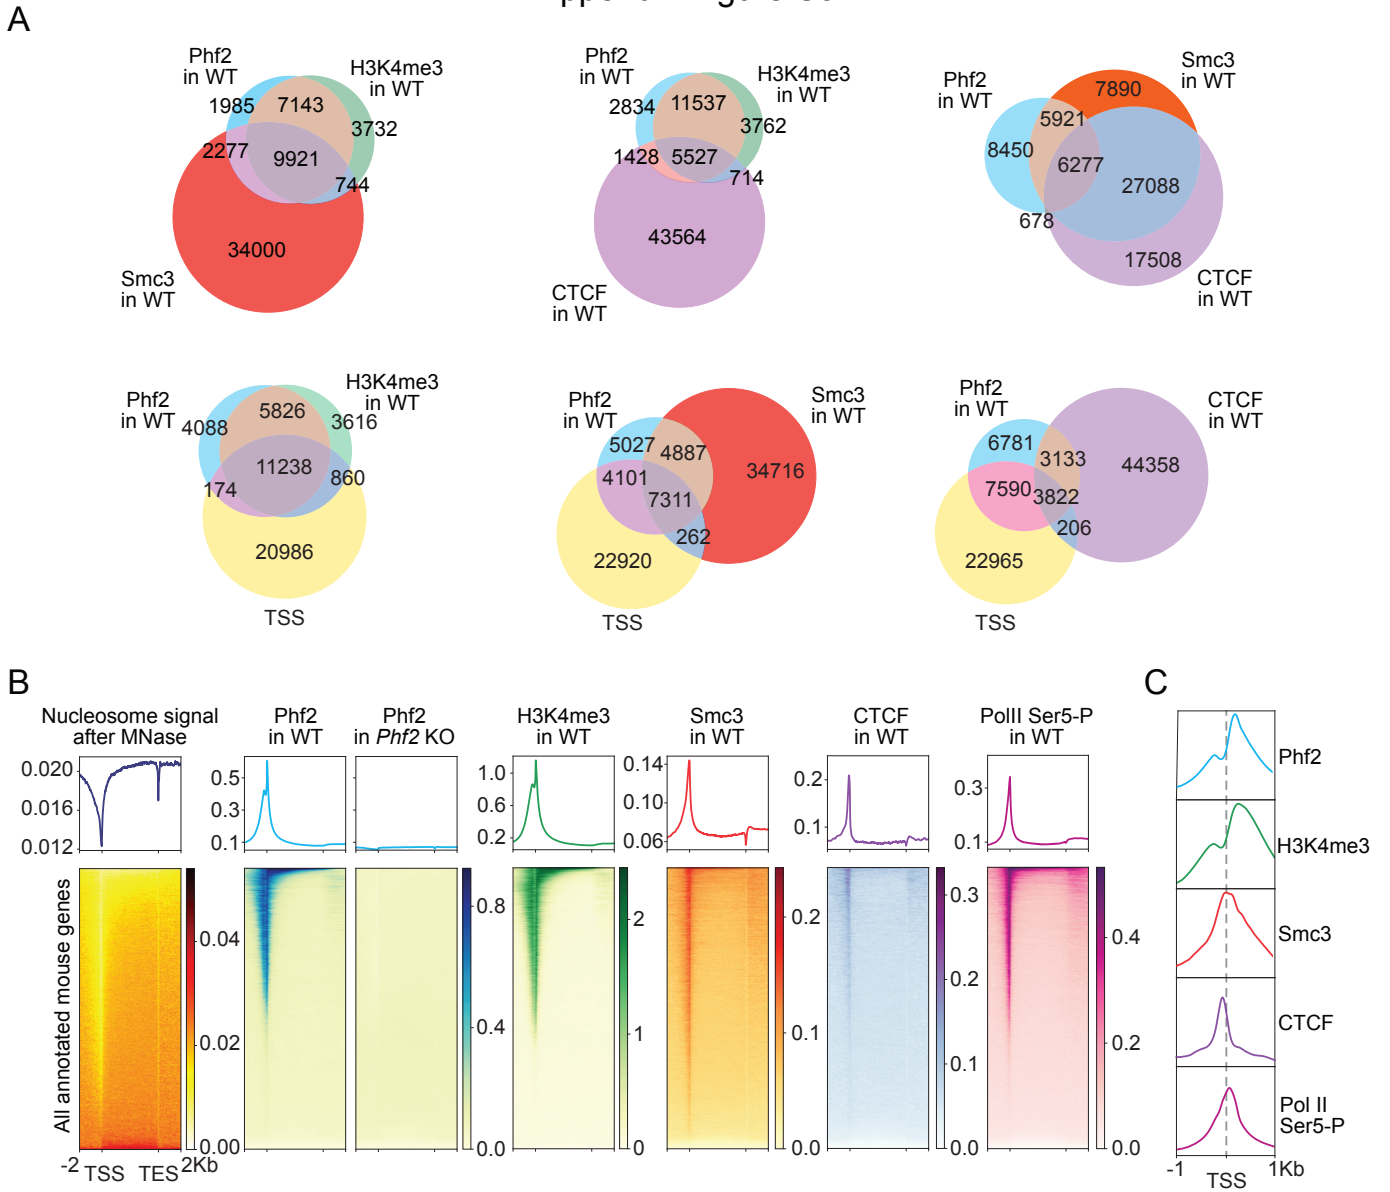

**Appendix Figure S3: Phf2 co-localizes with H3K4me3 and cohesin genome-wide.**

- Venn diagram showing the overlap between ChIP-seq peaks for Phf2, H3K4me3, Smc3, CTCF, and transcription start sites (TSS).
- Pile-up heat maps and summary plots of ChIP-seq signals for nucleosome occupancy, binding of Phf2 (in WT and *Phf2* KO), H3K4me3, Smc3, CTCF, and RNA polymerase II phosphorylated at Ser5 (PolII Ser5-P) at all annotated mouse genes from transcription start sites (TSS) to transcription end sites (TES) (genes were stretched to equal size).
- Summary plots of ChIP-seq of Phf2, H3K4me3, Smc3, CTCF, and PolII Ser5-P at annotated mouse genes transcription start sites (TSS).

Appendix Figure S4

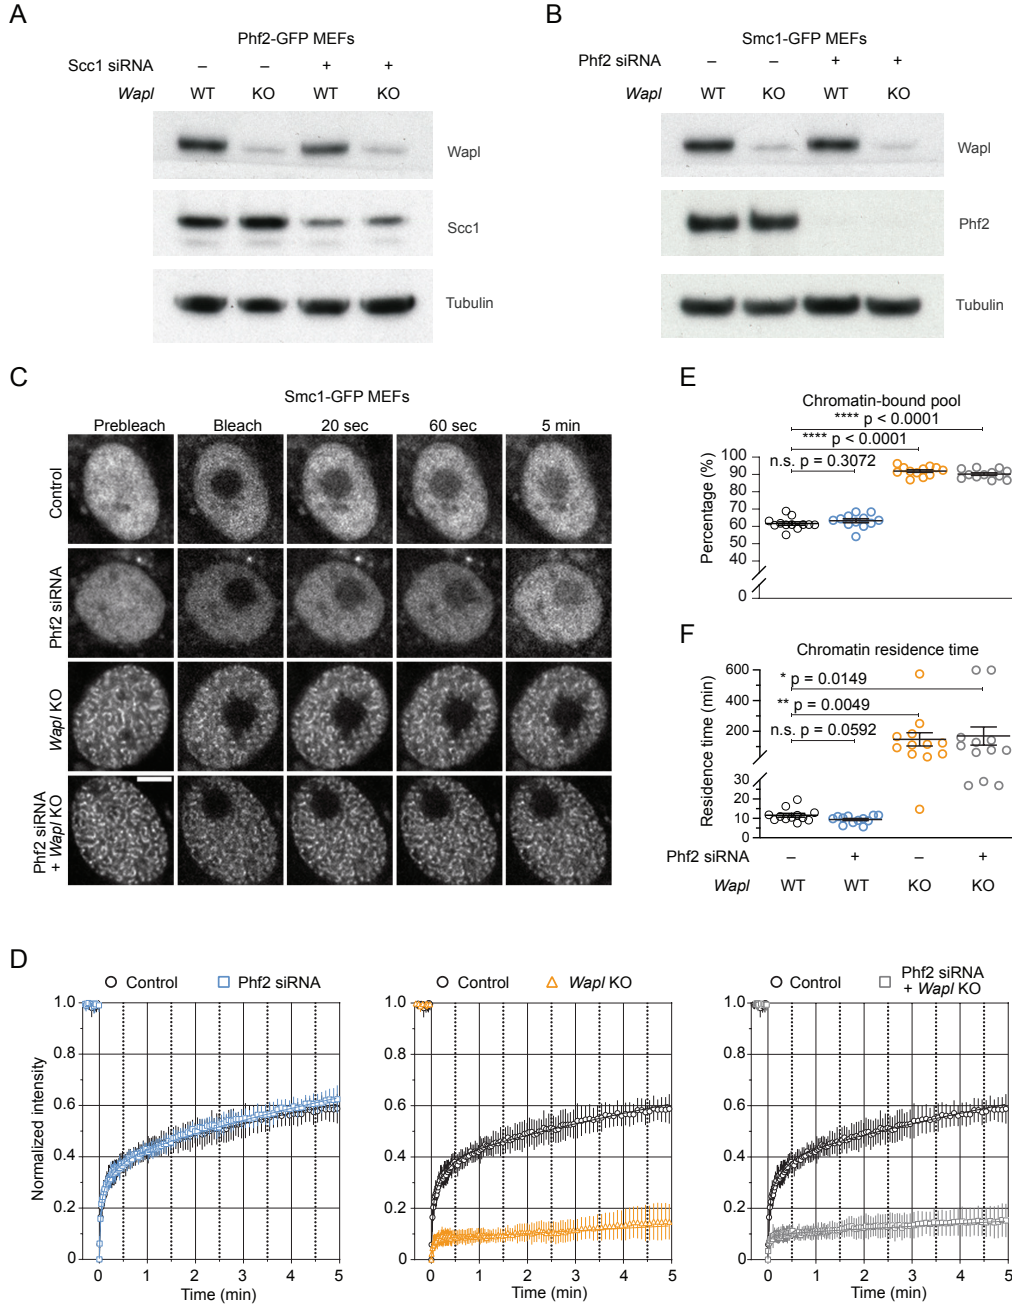

**Appendix Figure S4: Phf2 does not influence cohesin chromatin association.**

- Immunoblot analysis of whole-cell extracts from control, *Wapl* KO, Scc1 depleted by siRNA, and Scc1 depleted in combination with *Wapl* KO MEFs were analyzed using the indicated antibodies.
- Immunoblot analysis of whole-cell extracts from control, *Wapl* KO, Phf2 depleted by siRNA, and Phf2 depleted in combination with *Wapl* KO MEFs were analyzed using the indicated antibodies.
- Microscopy images of MEFs expressing Smc1-GFP were analyzed by fluorescence recovery after photobleaching (FRAP) of an area with 2µm diameter. Phf2 was depleted by siRNA transfection in either control or *Wapl* KO MEFs. Scale bar, 2µm.
- Quantification of Smc1-GFP fluorescence intensity in the bleached area over time, shown for 12 cells per condition as described in C. Number of cells used  $n=12$ . Error bars indicate the Standard Error of the Mean.
- Quantification of the chromatin bound fraction of Smc1-GFP calculated from curves in D. Statistical analyses were performed with unpaired t test and the  $P$  values are indicated in the figure. Error bars indicate the Standard Error of the Mean.

F. Quantification of the residence time on chromatin of Smc1-GFP calculated from curves in D. Statistical analyses were performed with unpaired t test and the  $P$  values are indicated in the figure. Error bars indicate the Standard Error of the Mean.

Appendix Figure S5

A

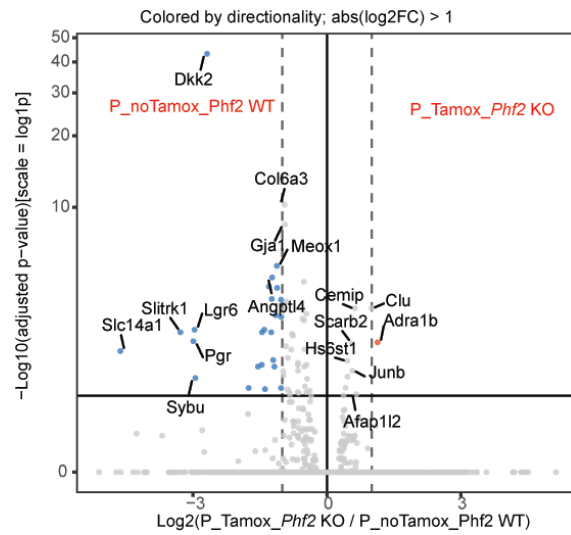

B

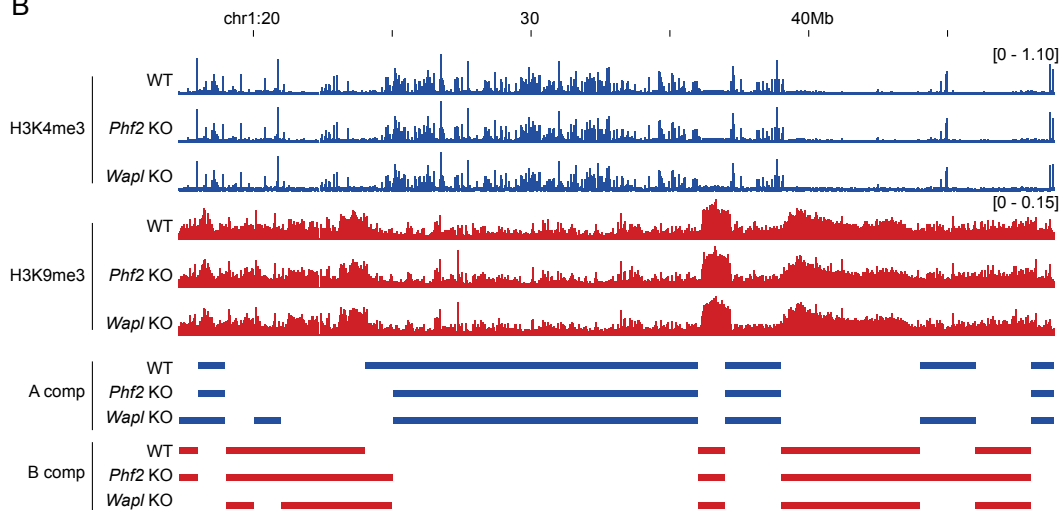

C

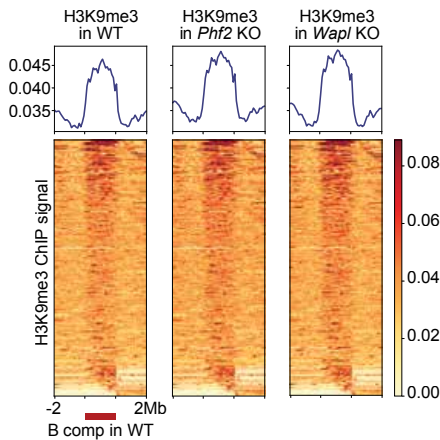

D

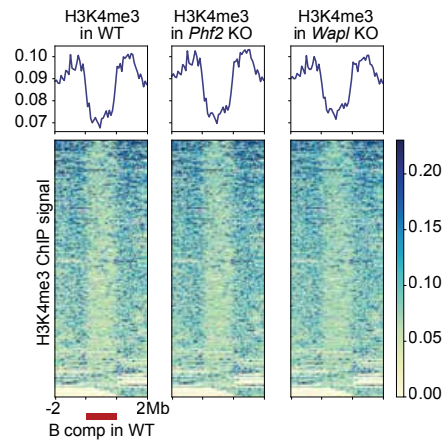

**Appendix Figure S5: Phf2 depletion limits the length of heterochromatic B compartments.**

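The volcano plot of RNA-seq in WT and *Phf2* KO MEFs in Appendix Fig. S5A labels 17 genes, of which 7 were higher and 10 lower in *Phf2* KO MEFs in the fit of the deposited counts. The log2 fold changes of the 7 ran from 0.45 for *Hs6st1* to 1.13 for *Adra1b* (standard error 0.22), whose counts were 328 and 534 in WT and 803 and 863 in *Phf2* KO MEFs. Among the lower genes, *Gja1* had the smallest change, -0.95 (standard error 0.089), and *Slc14a1* the largest, -4.58 (standard error 0.88). *Slc14a1* (chromosome 18 of mm9, 78296830 to 78338858) was counted 60 and 54 times in WT and 4 and 0 times in *Phf2* KO MEFs. The change was -8.82 without *Phf2* KO replicate 1 and -3.53 without *Phf2* KO replicate 2. The value of -8.82 rests on a *Phf2* KO library with 0 counts, so it shows a fall without measuring its size. *Pgr*, the progesterone receptor gene (chromosome 9, 8900419 to 8965425), was counted 133 and 154 times in WT and 24 and 7 times in *Phf2* KO MEFs, a log2 fold change of -3.0 (standard error 0.61) that was -4.27 without *Phf2* KO replicate 1 and -2.30 without *Phf2* KO replicate 2. The same libraries moved *Lgr6* (-2.97) to -4.03 and -2.34 and *Sybu* (-2.92) to -2.33 and -4.08. Over all genes tested, 1 of the 17 was called, and 17 were called when adjusted over the list alone, with adjusted p-values from 0.000105 to 0.00865 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The study chose this list on these samples, so the count over the list alone is not independent evidence. DESeq2 called 17 of the 17 over all genes, as did edgeR's quasi-likelihood test with the replicate block. All 17 kept their direction under the tools, normalizations and filters fixed in advance, the replicate block included.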

- A. Volcano plot depicting the differential expression of genes from WT (left) and *Phf2* KO MEFs (right) as measured by RNA-seq. Y-axis denotes  $-\log_{10}$  P values while X-axis shows  $\log_2$  fold change values. Adjusted P-value was calculated using DESeq2 tool. Biological replicates  $n=2$ .

- B. Binding of H3K4me3 (in WT, *Phf2* KO, and *Wapl* KO), H3K9me3 (in WT, *Phf2* KO, and *Wapl* KO) at representative locus determined by ChIP-seq (top). A and B compartments identified in WT, *Phf2* KO, and *Wapl* KO were depicted with blue and red bars respectively.
- C. Pile-up heat maps and summary plots of ChIP-seq signals obtained for H3K9me3 (WT, *Phf2* KO, and *Wapl* KO) at B compartments (all B compartments were stretched to the same size).
- D. Pile-up heat maps and summary plots of ChIP-seq signals obtained for H3K4me3 (WT, *Phf2* KO, and *Wapl* KO) at B compartments (all B compartments were stretched to the same size).

# Appendix Figure S6

A

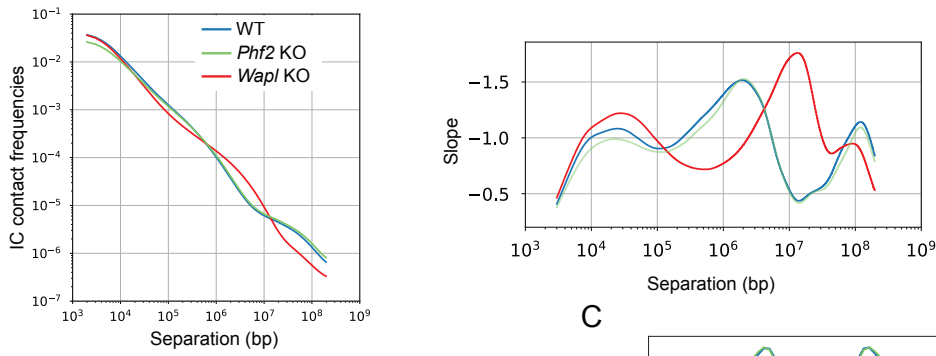

B

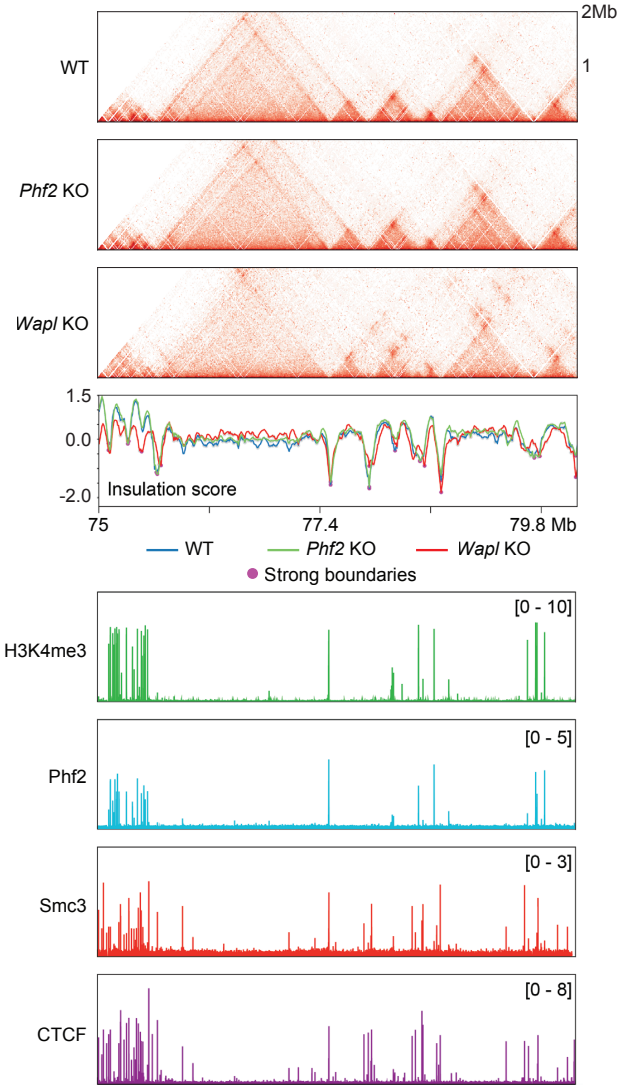

C

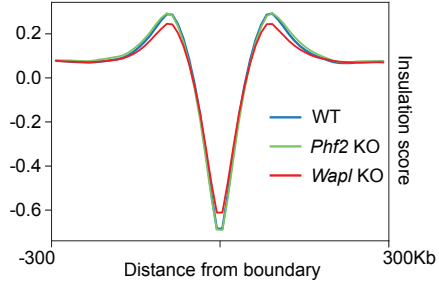

D

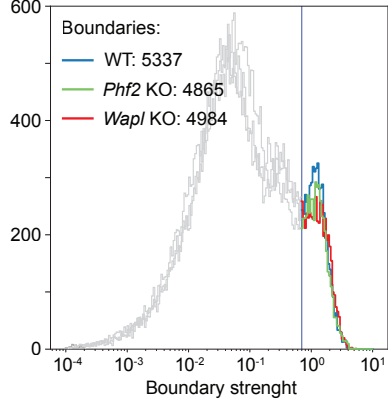

E

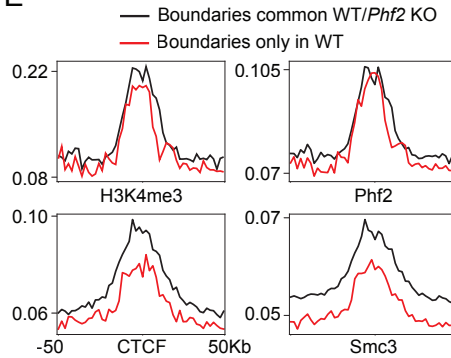

**Appendix Figure S6: Phf2 depletion negatively affects a subset of TAD boundaries characterized by low levels of CTCF.**

- Intra-chromosomal contact frequency distribution as a function of genomic distance in WT, *Phf2* KO, and *Wapl* KO MEFs.
- Topologically associating domain (TAD) boundaries from Hi-C experiments. Contact matrix (top), insulation score (middle) from Hi-C experiments performed in WT, *Phf2* KO, and *Wapl* KO MEFs. Strong boundaries were defined by strength values bigger than 0.7 (magenta circles). Binding of H3K4me3, Phf2, Smc3, and CTCF in WT MEFs was depicted with ChIP-seq profile (bottom).
- Summary plots for the total insulation score at TAD boundaries identified in WT was shown for WT, *Phf2* KO, and *Wapl* KO MEFs.

- D. Column plot indicating the number of TAD boundaries in WT, *Phf2* KO, and *Wapl* KO. Only strong boundaries as defined in B were counted and colored.
- E. Summary plots of ChIP-seq signals obtained for H3K4me3, Phf2, Smc3, and CTCF at TAD boundaries. Strong TAD boundaries identified in WT were divided into two groups, the ones that are also found in *Phf2* KO (Boundaries common WT/*Phf2* KO), and the ones that are not found in *Phf2* KO (Boundaries only in WT).

# Supplementary material for: Cohesin positions the epigenetic reader Phf2 within the genome
**Source:** EMBO J. 2025 Jan 2;44(3):736–66. doi: 10.1038/s44318-024-00348-2
**Supplement:** Supplementary file 5 — Source data Fig. 1

Reviewer access details
Log in to the PRIDE website using the following:
·	Project accession: PXD057926
·	Token: rxSzUc41hkJD
Alternatively, reviewers can use this login information:
·	Username: 
·	Password: PobweepguhfD

# Supplementary material for: Cohesin positions the epigenetic reader Phf2 within the genome
**Source:** EMBO J. 2025 Jan 2;44(3):736–66. doi: 10.1038/s44318-024-00348-2
**Supplement:** Supplementary file 6 — Source data Fig. 2

To review GEO accession GSE278142 for ChIP-Seq:
Go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE278142
Enter token ktcdukccrxcbrgl into the box

# Supplementary material for: Cohesin positions the epigenetic reader Phf2 within the genome
**Source:** EMBO J. 2025 Jan 2;44(3):736–66. doi: 10.1038/s44318-024-00348-2
**Supplement:** Supplementary file 10 — Source data Fig. 6

To review GEO accession GSE278143 for Hi-C:
Go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE278143
Enter token stgxacaorburdsh into the box

# Supplementary material for: Cohesin positions the epigenetic reader Phf2 within the genome
**Source:** EMBO J. 2025 Jan 2;44(3):736–66. doi: 10.1038/s44318-024-00348-2
**Supplement:** Supplementary file 14 — Expanded View Figures

## Expanded View Figures

**Figure EV1. Phf2 partially colocalizes with CTCF genome wide.**

(A) Immunoblot analysis of Phf2 in *Phf2* KO MEFs. MEFs with floxed alleles of Phf2 with or without ERCre (*Phf2* F/F, ERCre/+ or *Phf2* F/F, no ERCre) were treated with 4-OHT for the indicated days and whole-cell extracts were analyzed using the indicated antibodies. (B) Venn diagram illustrating the overlap between ChIP-seq peaks of CTCF and Phf2 in WT MEFs. (C) Pile-up heat maps and summary plots of ChIP-seq signals for Phf2 (in WT and *Phf2* KO), H3K4me3, Smc3, CTCF, and PolII Ser5-P at overlap groups indicated in (B). The Zoom-in panels show the indicated sub-groups of ChIP-seq signals at different color scales. (D) Summary plots of ChIP-seq signals obtained for Phf2 and Smc3 at oriented CTCF sites. The binding at the CTCF sequence on the + and the - strand was assessed in WT (left) and *Wapl* KO MEFs (right). Source data are available online for this figure.

A

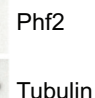

**B**

C

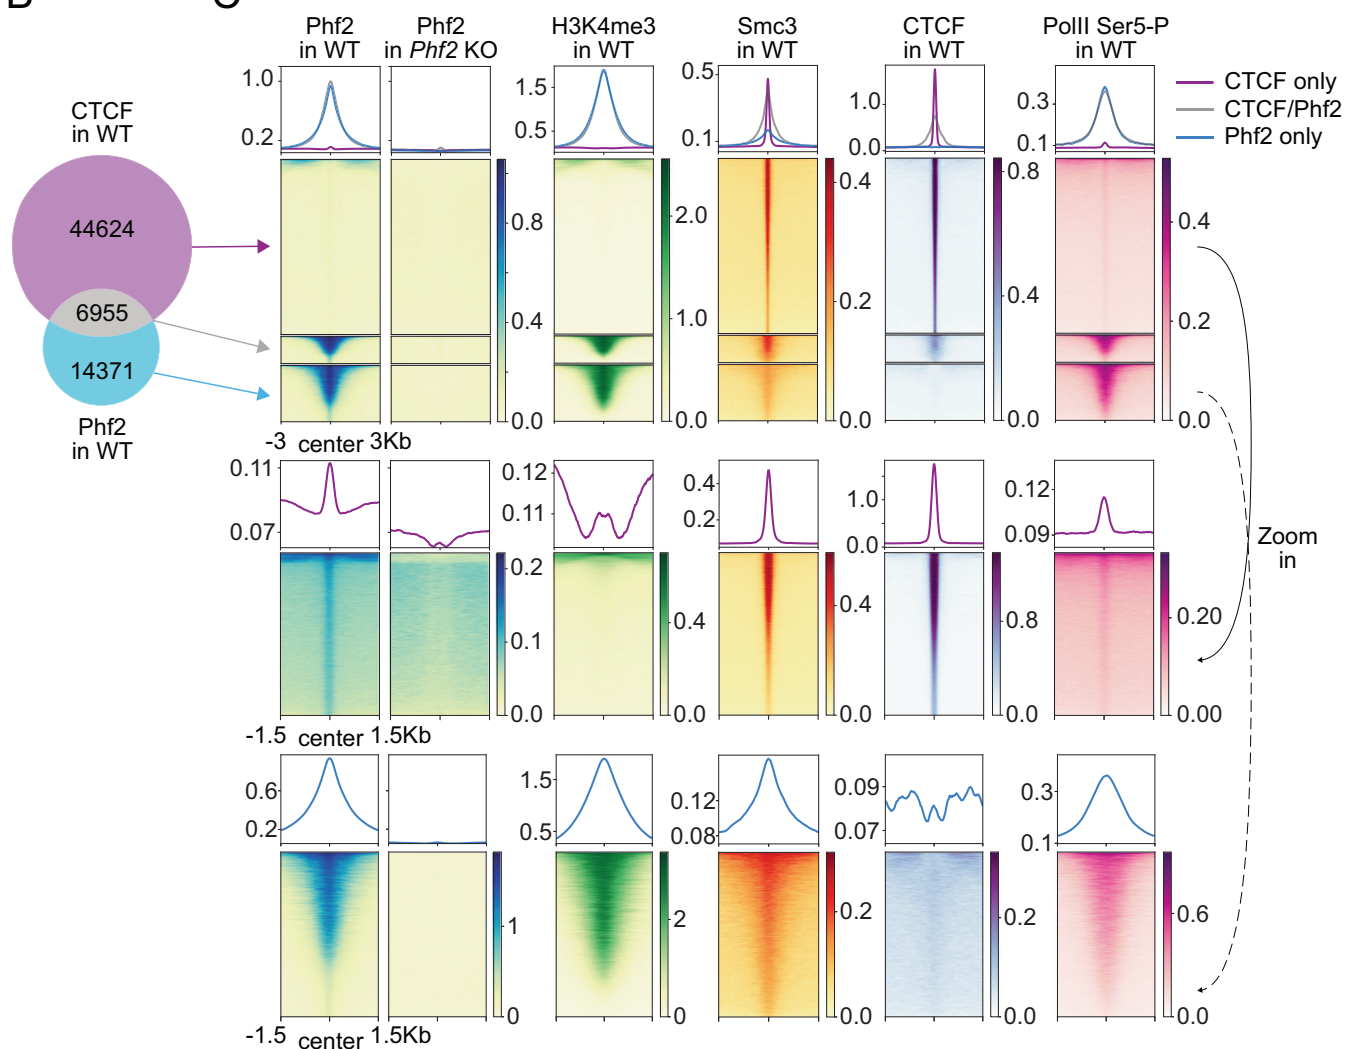

D

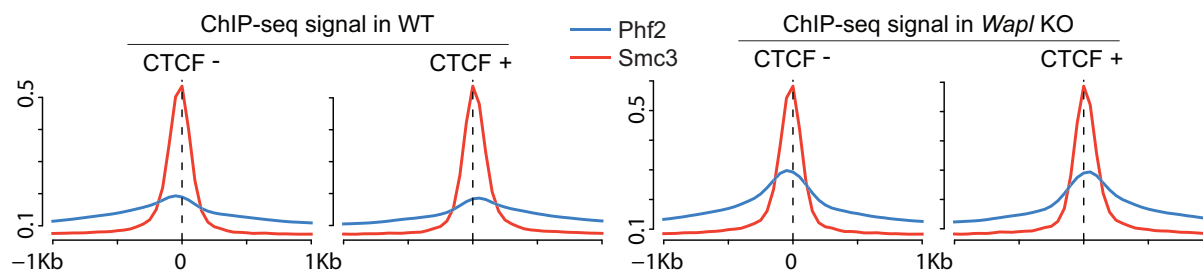

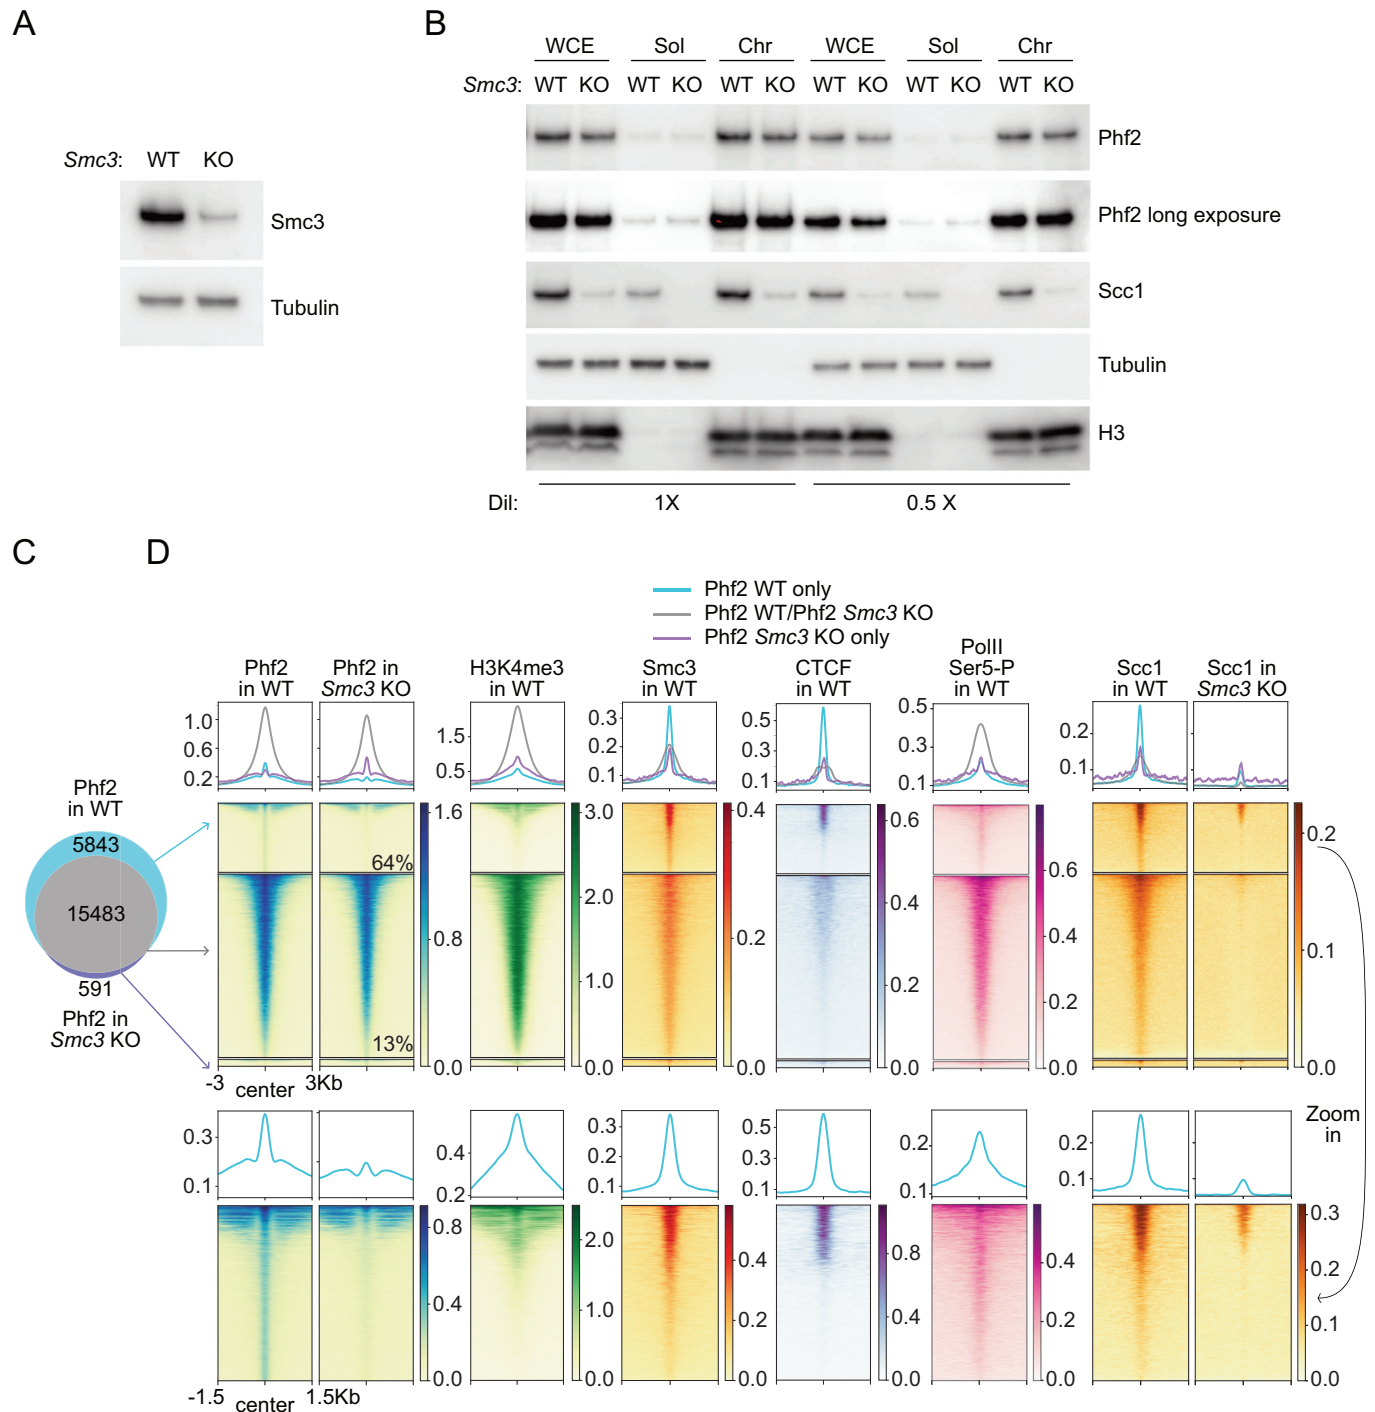

**Figure EV2. Enrichment of Phf2 at sites lacking H3K4me3 is dependent on cohesin.**

(A) Immunoblot analysis of whole-cell extracts from WT and *Smc3* KO MEFs using the indicated antibodies. (B) Immunoblot analysis of whole-cell extract (WCE), soluble (Sol), and chromatin-bound (Chr) fractions from WT and *Smc3* KO MEFs using the indicated antibodies. Two protein dilutions were assessed. Please note that a portion of this blot was used in Fig. 3A. (C) Venn diagram illustrating the overlap between ChIP-seq peaks of Phf2 in WT and *Smc3* KO MEFs. (D) Pile-up heat maps and summary plots of ChIP-seq signals for Phf2 (in WT and *Smc3* KO), H3K4me3, Smc3, CTCF, PolII Ser5-P, and Scc1 (in WT and *Smc3* KO; data from Busslinger et al, 2017) at overlap groups indicated in (C). Phf2 peaks present only in WT MEFs were reduced by 64% in read numbers upon *Smc3* depletion, whereas Phf2 peaks that were present in WT and *Smc3* KO MEFs were reduced by only 13%. Zoom-in panels show the indicated sub-groups of ChIP-seq signals at different color scales. The panels from Fig. 3D are shown here again to facilitate a direct side-by-side comparison with the extended panels presented in this figure.

A

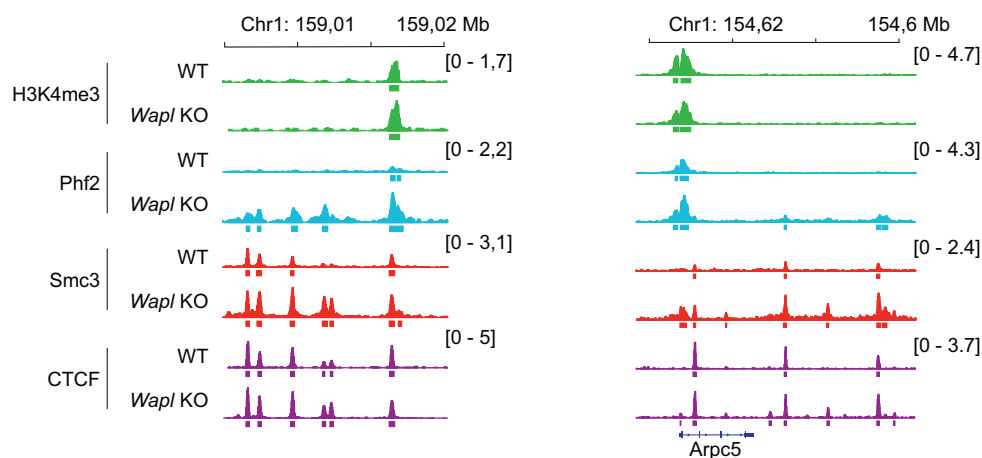

B

C

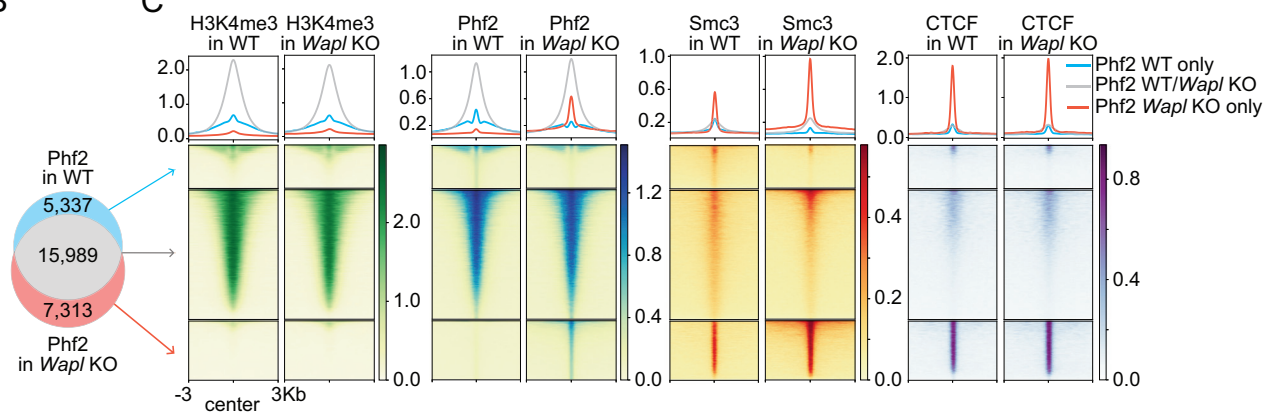

D

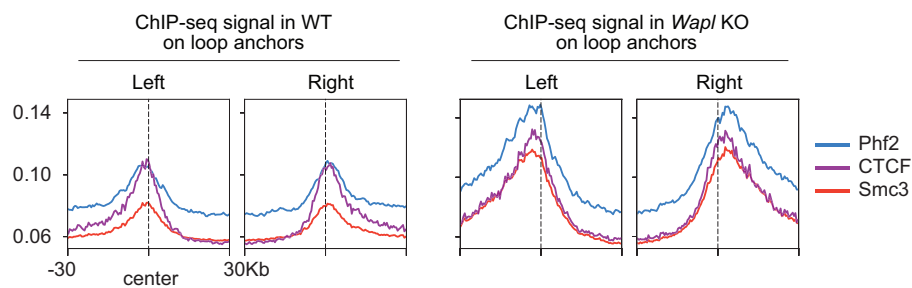

E

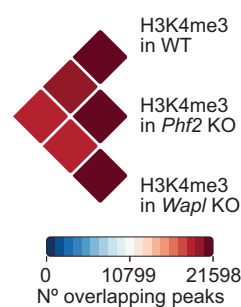

F

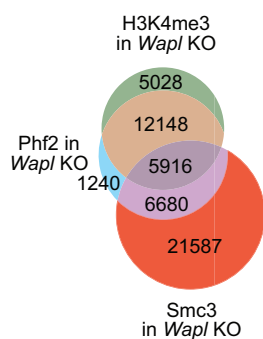

G

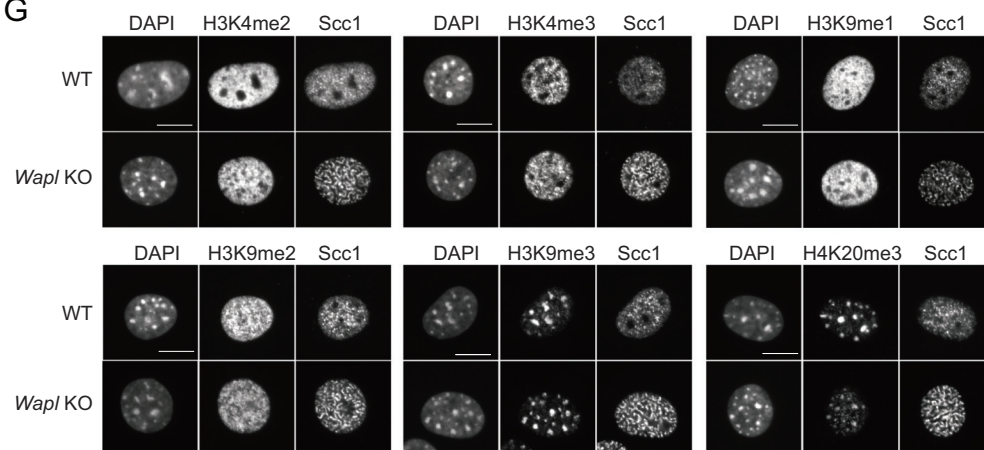

**Figure EV3. Wapl depletion re-positions Phf2 with cohesin in the genome.**

(A) Binding of H3K4me3 (in WT and *Wapl* KO), Phf2 (in WT and *Wapl* KO), Smc3 (in WT and *Wapl* KO), and CTCF (in WT and *Wapl* KO) at two representative loci determined by ChIP-seq. The tracks from Fig. 5A are presented again in the left panel, now expanded to include all conditions. (B) Venn diagram showing the overlap between ChIP-seq peaks of Phf2 in WT and *Wapl* KO. (C) Pile-up heat maps and summary plots of ChIP-seq signals of H3K4me3 (in WT and *Wapl* KO), Phf2 (in WT and *Wapl* KO), Smc3 (in WT and *Wapl* KO), and CTCF (in WT and *Wapl* KO) at overlap groups indicated in (B). The panels from Fig. 5C are shown here again to facilitate a direct side-by-side comparison with the extended panels presented in this figure. (D) Summary plots of ChIP-seq signals obtained for Phf2, Smc3, and CTCF at loop anchors. The binding at left and right loop anchors was assessed in WT (left) and *Wapl* KO MEFs (right). (E) Triangular heatmap illustrating the overlap between ChIP-seq peaks of H3K4me3 in WT, *Phf2* KO, and *Wapl* KO. (F) Venn diagram showing the overlap between ChIP-seq peaks of Phf2, H3K4me3, and Smc3 in *Wapl* KO. (G) Fluorescence microscopy images for H3K4me2, H3K4me3, H3K9me1, H3K9me2, H3K9me3, H4K20me3, and Scc1 in WT and *Wapl* KO MEFs. Representative images of WT or *Wapl* KO MEFs stained with DAPI and antibodies to H3K4me2 (top-left), H3K4me3 (top-middle), H3K9me1 (top-right), H3K9me2 (bottom-left), H3K9me3 (bottom-middle), H4K20me3 (bottom-right) and Scc1. Scale bar, 10  $\mu$ m. Source data are available online for this figure.

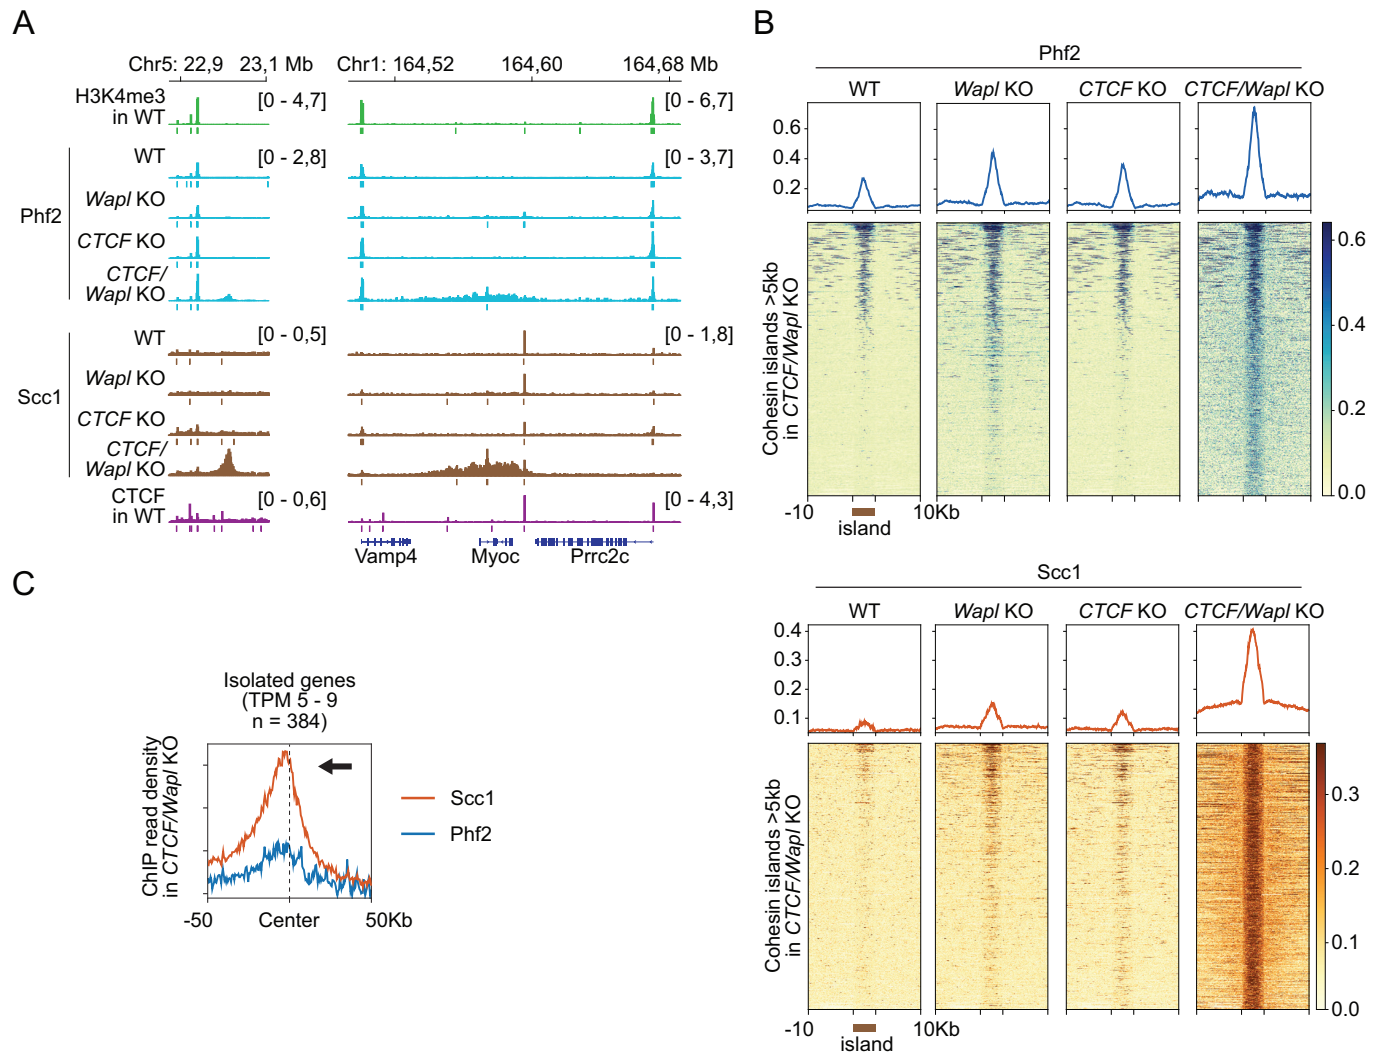

**Figure EV4. Wapl and CTCF depletion re-positions Phf2 with cohesin in the genome.**

(A) Binding of H3K4me3, Phf2 (in WT, *Wapl* KO, *CTCF* KO, and *CTCF/Wapl* KO MEFs), Scc1 (in WT, *Wapl* KO, *CTCF* KO, and *CTCF/Wapl* KO MEFs), and CTCF at two representative loci determined by ChIP-seq. The tracks from Fig. 5D are presented again in the right panel, now expanded to include all conditions. (B) Pile-up heat maps and summary plots of ChIP-seq signals obtained for Phf2 and Scc1 (in WT, *Wapl* KO, *CTCF* KO, and *CTCF/Wapl* KO MEFs) at cohesin islands found in *CTCF/Wapl* KO MEFs bigger than 5 kb (islands were stretched to equal size). The panels from Fig. 5E are shown here again to facilitate a direct side-by-side comparison with the extended panels presented in this figure. (C) Summary plots of ChIP-seq signals obtained for Scc1 and Phf2 in *CTCF/Wapl* KO MEFs for cohesin islands where transcription came only from one side, as measured by RNA-seq in Busslinger et al, 2017.

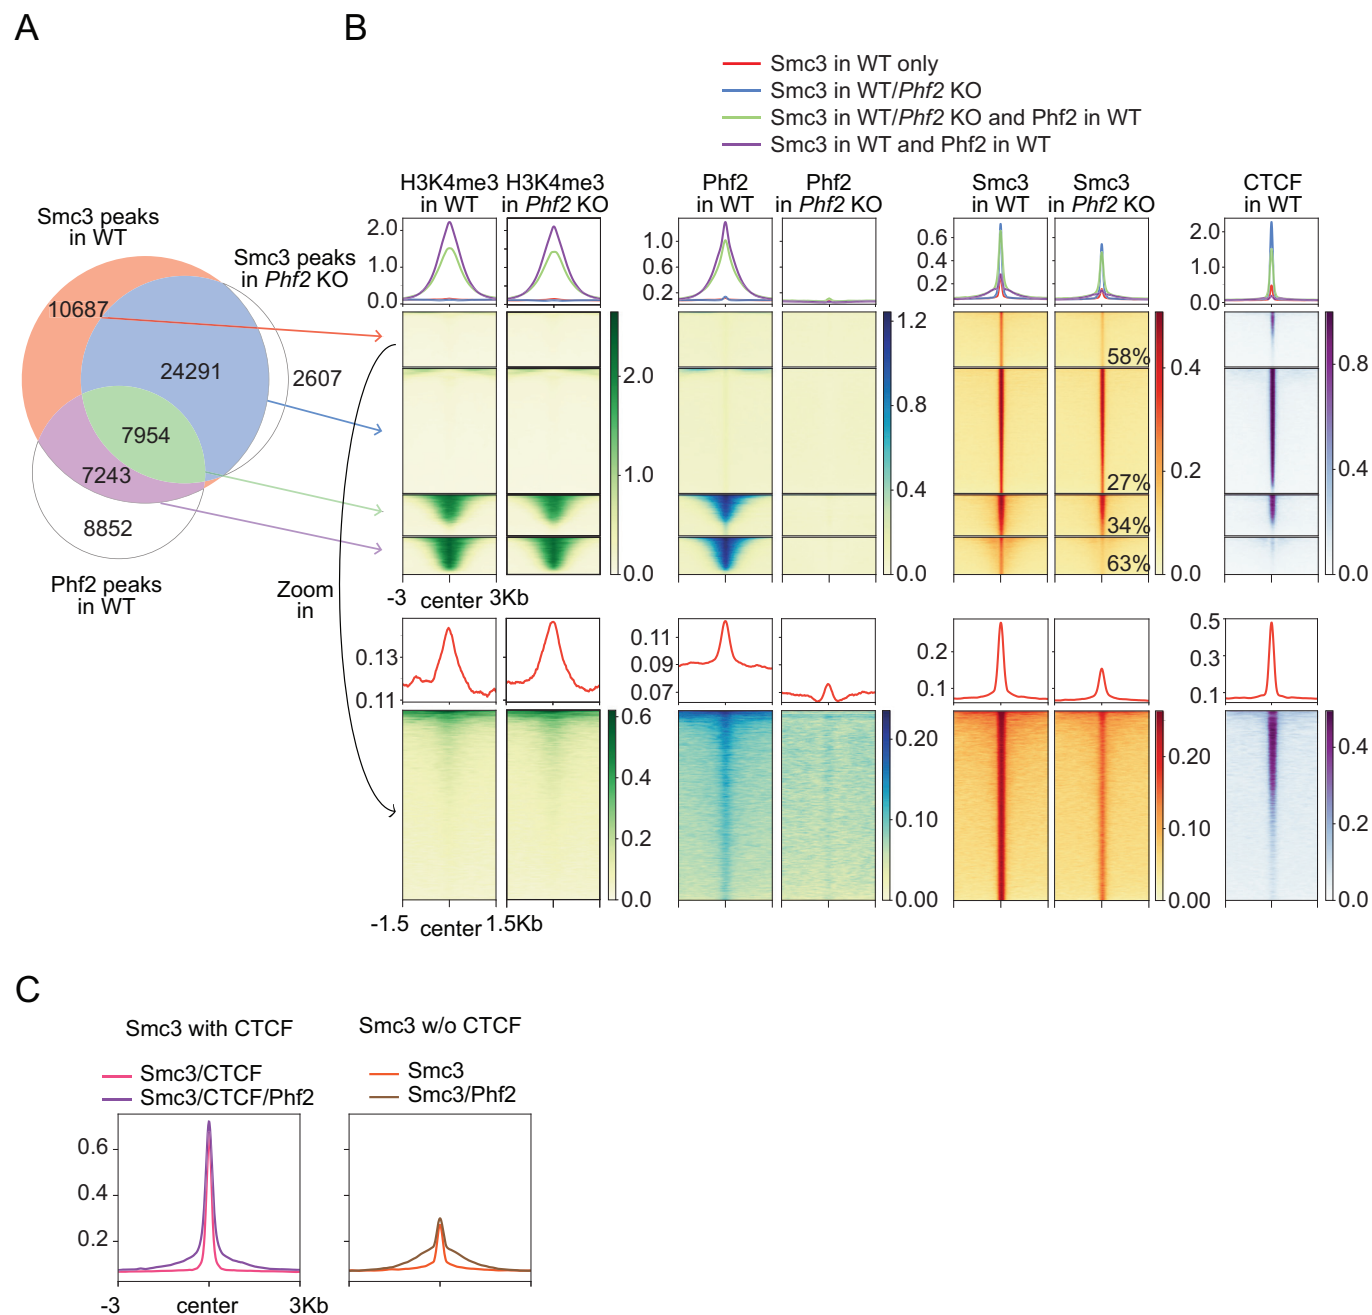

**Figure EV5. Phf2 localizes cohesin to TSSs in the absence of CTCF.**

(A) Venn diagram showing the overlap between ChIP-seq peaks obtained for Smc3 (in WT and *Phf2* KO), and Phf2 in WT. (B) Pile-up summary plots (top) and heat maps (bottom) of ChIP-seq signals obtained for H3K4me3 (in WT and *Phf2* KO), Phf2 (in WT and *Phf2* KO), Smc3 (in WT and *Phf2* KO), and CTCF at overlap groups indicated in (A). Numbers indicate the reduction in ChIP-seq signal of Smc3 peaks in *Phf2* KO MEFs at overlap groups indicated in (A). The Zoom-in panels show the indicated subgroups of ChIP-seq signals at different color scales. The panels from Fig. 8C are shown here again to facilitate a direct side-by-side comparison with the extended panels presented in this figure. (C) Summary plots of ChIP-seq signals obtained for Smc3 at Smc3 peaks colocalizing with CTCF (left), or without CTCF (right). Peaks were further divided into colocalizing with Phf2 peaks or not.

How the deposited data were processed for this re-analysis (not part of the article)

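RNA-seq of primary MEFs was analysed from 2 WT and 2 *Phf2* KO libraries, which the sample labels number as replicates 1 and 2. All 4 carry floxed *Phf2* and CreERT2 by the labels, and the *Phf2* KO libraries alone are labelled with tamoxifen. By the labels, no library had 4-OHT without recombination or recombination without 4-OHT. The treatment protocol, with 4-OHT and charcoal-treated serum, is worded alike for all 4 libraries. The paper's methods put MEFs in a resting medium in general and describe Opti-MEM with charcoal-treated serum for the deletion. Which of these, or which vehicle, the WT cells of the RNA-seq had is not stated by name. The ChIP-seq, mass spectrometry and imaging of the paper were not analysed here.

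The authors trimmed reads with Trim Galore, removed ribosomal RNA reads with bowtie2, aligned with STAR (reverse stranded) to MGSCv37 (mm9) and counted reads per gene with featureCounts. The deposited counts are whole numbers without normalization, for 24391 gene symbols. The authors' deposited table holds the DESeq2 result for each gene: the log2 fold change, its standard error, the mean normalized signal, the Wald statistic (a score) and the p-value with its adjusted p-value. Tool versions, the gene annotation release and the design formula are not named in the paper's text. Gene positions were taken from an annotation of NCBIM37 (mm9), on which 22287 symbols were placed, 20824 by symbol and 1463 through synonyms. The other 2104 were tested without a position. Compartments came from the paper's source data for Fig. 6E, as bins of 1 Mb on mm9.

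Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, libraries scaled by TMM, and genotype tested with glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment over 13668 genes and a threshold of 0.1. DESeq2 1.42.0 and limma 3.58.1 (voom) were alternatives. Figures and the compartment test used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and Matplotlib 3.10.9. The libraries held between 21094743 and 26094268 counts, on 17080 and 17197 genes in WT and 16903 and 17325 in *Phf2* KO. The 10 most abundant genes took between 10.6% and 11.8% of the counts. A chi-square test of the counts gave 51.0 per degree of freedom between the WT replicates and 35.1 between the *Phf2* KO replicates. Between the groups it gave 18.8 for replicates 1, 14.6 for replicates 2, and 51.1 and 55.1 for libraries of different number, so each pair of libraries differed by more than sampling noise.

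Whether the replicate numbers pair the libraries was checked. *Xist*, which is transcribed from the inactive X chromosome, was counted 10042 and 3 times in WT replicates 1 and 2 and 8336 and 12 times in *Phf2* KO replicates 1 and 2. *Ddx3y*, on the Y chromosome, was counted 6 and 1271 times in WT and 10 and 1295 times in *Phf2* KO. *Eif2s3y*, *Kdm5d* and *Uty* followed *Ddx3y*. Replicate 1 was therefore female and replicate 2 male in both groups. Across genes, the difference between replicates 1 and 2 in WT was correlated with that in *Phf2* KO (Pearson's r = 0.774). The paper and the labels do not state a pairing, so this rests on the counts. The fit without the block is the main result, and the blocked value is given beside it where it changes a call.

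The main design, the gene lists, the rule for genes named and the alternatives were fixed before the data were examined, apart from those described as added. The alternatives were DESeq2, limma-voom, edgeR's likelihood ratio test, DESeq2's size factors (RLE) or library size alone in place of TMM, all genes with at least 1 count, genes with at least 1 CPM in at least 2 libraries, thresholds of 0.05 and 0.01, the replicate block, and each library left out in turn. The genes named are *Phf2*, *Phf8*, *Kdm7a*, the 17 genes labelled in Appendix Fig. S5A, called genes with the largest changes in each direction, called members of the lists, sex markers, and the proteins studied in the paper. Other genes are named with the statement that they were chosen after their values were seen.

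The 10 lists (oestrogen receptor targets, p53 targets, immediate early genes, proliferation, adipocyte, osteoblast, chondrocyte, inflammatory, cohesin and its regulators, clustered protocadherins) were tested with camera at an inter-gene correlation of 0.01, with fry and an estimated correlation as alternatives. Lists of macrophage, endothelial, muscle, neural, epithelial and fibroblast markers were written after the libraries had been compared and before the lists were tested. The median log2 fold changes of genes in bins that switched compartment were compared with those in bins that did not, by a two-sided permutation of bins with 100000 resamples.

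The tests were tried on simulated data in which 200 genes were changed by known amounts. Where replicates differed, the difference was made the same in WT and *Phf2* KO. The spread was then taken from the blocked fit, which favours that fit. With no shared difference between replicates, edgeR's quasi-likelihood test recovered 98.5% of changes of 2 log2 units, 47.8% of 1 and 2.99% of 0.5, and 10 of 108 calls were unchanged genes among 13491 tested. With replicates that differed as in the data and no gene changed, the blocked fit called 3 genes of 13546 and the fit without the block 0. The compartment test of regions switching from A to B was tried on 100 shuffles of the log2 fold changes of 9380 genes. At a permutation p under 0.05 it called 11 of the 100 shuffles without a shift, 48 with a shift of 0.01 and 100 with a shift of 0.05, so it calls somewhat more often than its threshold.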

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

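The comparison of the replicate differences in WT with those in *Phf2* KO, the count of directions in both replicates, the simulated share of unchanged genes among blocked calls, and the macrophage markers were tests chosen only after the result was seen.

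Beyond the genes that the paper labels in Appendix Fig. S5A, 782 genes were higher in *Phf2* KO than in WT MEFs when the replicate number was a block in edgeR's quasi-likelihood fit, while 0 genes were called higher without the block (211 at an unadjusted p-value under 0.05). In all, 1500 genes were called with the block. Without a block, the same 4 libraries gave 1 gene split by genotype, 1445 split by replicate number and 0 split across both. With genotype in the fit, 3580 genes were called between the replicate numbers. The difference between replicates 1 and 2 was shared by the groups, with a correlation across genes of 0.774, which is consistent with a spread within each group that comes from the replicates and hides smaller changes of genotype. The tables argue against several technical sources as the whole of the blocked result. It rests on 1 residual degree of freedom, with the spread pooled across genes and each gene's own spread given no weight. Were no gene changed, genes beyond 0.3 log2 units in both replicates would go in opposite directions as often as in the same direction, but 89.1% of them, called or not, went the same way. This argues against unchanged genes as the whole of the result and does not say how many of the calls they make up. In simulated counts whose spread varied between genes, 96 of 254 blocked calls (37.8%) were unchanged genes, and 3 genes were called where none had been changed. The share of 37.8% came from counts in which 198 of 13537 tested genes had been changed. It depends on that number and on the spread simulated, so it cannot be carried over to the calls here. Which of the genes called here are unchanged stays open, and a large share of them may be. With trends on GC content and transcript length removed within the blocked fit, 1617 of 12995 genes were called. With all libraries thinned to the smallest total, 1188 were called, and without the 100 most abundant genes 1565. Which part of the treatment changed these genes stays open, since by the labels loss of Phf2, Cre activity and 4-OHT came together in the same libraries. A difference in medium or serum stays open too, since the paper does not say by name which of its media the WT cells of the RNA-seq had. The replicates differed in sex in both groups, and whether sex, the embryo or the culture made the shared difference stays open.

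Markers of macrophages were higher in replicate 1 in data that the paper does not discuss. Of 35 tested, 35 were higher in replicate 1 than in replicate 2 in WT and in *Phf2* KO, and 34 of them by more than 1 log2 unit in both groups. The exception, *Ctsd*, was higher by 0.86 and 0.81, and is also a member of the oestrogen receptor list. *Ctsd* and *Ctsb* are lysosomal genes that fibroblasts also express, and no marker was on the fibroblast list. The median difference over the list was 2.29 in WT and 1.74 in *Phf2* KO. *Ctsd* was counted 134841 and 80180 times in WT replicates 1 and 2 and 138285 and 91594 times in *Phf2* KO, and *Ctsb* 106925, 41287, 95403 and 46574 times. These were the most abundant markers. Of the others, *Lyz2* was the most abundant, counted 31934 and 8169 times in WT and 35761 and 13796 times in *Phf2* KO. *Cd68* was counted 13738, 3203, 10953 and 3809 times, and *C1qb* 9281, 2186, 9669 and 3069 times. Without *Ctsd* and *Ctsb*, the other 33 markers together took 5531 and 1170 CPM in WT replicates 1 and 2 and 6008 and 1802 in *Phf2* KO. With them, the sums were 15561 and 5851 in WT and 17286 and 7549 in *Phf2* KO. A lower share of fibroblasts would have raised the markers of other cell types alike, where such cells were present. The lists tested held 9 endothelial, 7 muscle, 11 neural and 4 epithelial genes. Their sums were 263, 58.1, 208 and 5.27 CPM in WT replicate 1. Whether such cells were in the cultures was not tested, so the comparison does not exclude this explanation. The highest upper quartile of the difference over the other lists was 0.42, for endothelial markers, below the lower quartile of 1.89 for macrophage markers. The medians in WT and *Phf2* KO were 0.14 and -0.19 for endothelial, -0.58 and -0.06 for muscle, 0.13 and 0.08 for neural, -0.37 and -0.36 for epithelial, and -0.05 and 0.05 for fibroblast markers. X-linked and Y-linked genes alone do not make up the difference: of 811 genes called between replicates and more than 1 log2 unit apart, 759 lie on autosomes, 96.1% of those placed. A candidate explanation is that the primary cultures of replicate 1 held more macrophages; this is a hypothesis, found and tested on the same counts, and a difference between embryos, an effect of sex on autosomal genes, or a difference in macrophage gene expression stays open.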

How the results depend on the processing

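With DESeq2's size factors (RLE), library size alone, all genes with at least 1 count (18924) or the filter on CPM (12618), 0 genes were higher and 1 lower, and at an unadjusted p-value under 0.05 these fits gave 256 and 347, 209 and 374, 246 and 407, and 226 and 334. limma-voom gave 0 and 0 (223 and 352 unadjusted), and so did thresholds of 0.05 and 0.01 (211 and 365 unadjusted). DESeq2 gave 10 higher and 54 lower, 1 and 24 of them by more than 1 log2 unit, and edgeR's likelihood ratio test 3 and 38, with 2 and 30. Of the 17 labelled genes, DESeq2 called 17, the likelihood ratio test 12, limma-voom and the stricter thresholds 0. In counts simulated with replicates that differ as in the data, DESeq2 without the block also recovered more changes than the quasi-likelihood test without it, but not in counts simulated without a shared difference between replicates. For limma-voom and the likelihood ratio test the cause was not tested.

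With the replicate block, 789 genes were higher and 711 lower, 32 and 101 by more than 1 log2 unit, and 17 of the 17 labelled genes were called. The following fits were added after seeing the data. The block in DESeq2 gave 175 and 122 (3 and 10) among 8085 genes with an adjusted p-value. In limma-voom it gave 725 and 646 (30 and 102) among 13668. At 0.05 edgeR's blocked fit gave 577 and 539 (22 and 91) and at 0.01 314 and 320 (10 and 68). With GC and length trends removed it gave 892 and 725 (26 and 95), against 746 and 687 for the same genes without that correction. On thinned libraries it gave 618 and 570 (25 and 90), and without the most abundant genes 825 and 740 (32 and 102). The gene called by edgeR and the 64 called by DESeq2 without the block were among those called by edgeR with it.

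The log2 fold change of *Phf2* was -0.78 and called by DESeq2, -0.79 and called by the likelihood ratio test, and -0.80 and called with the block. It ran from -0.98 (without *Phf2* KO replicate 2) to -0.62 (without *Phf2* KO replicate 1) across the fits that each left out a library, and that of *Phf8* from 0.019 (without WT replicate 2) to 0.20 (without WT replicate 1). Of 32 other genes named, DESeq2 called 16 more, the likelihood ratio test 11 and the block 17, the latter being labelled genes and *Stag1*; limma-voom lost *Dkk2*. Among these 32 genes the block changed no other call. *Lgr5*, *Hp*, *Greb1* and *Esr1*, which were chosen after their values were seen, were called by edgeR's quasi-likelihood test with the block and not without it. DESeq2 without the block called *Greb1* of these (adjusted p = 0.00283 from DESeq2 with Benjamini-Hochberg adjustment). Sex markers differ between replicates, and all but *Ddx3y* reversed without being called: with limma-voom *Eif2s3y* was at -1.20, *Kdm5d* at -1.32, *Uty* at -0.52 and *Xist* at 0.86, and with the block *Kdm5d* was at -0.0027. *Ddx3y* kept its sign in both fits, at 0.61 and 0.16. No median of genes called higher can be given without the block, since 0 were called.

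Of the 10 lists, camera called 4, and 3 with library size alone, 0 with fry, 0 with an estimated correlation, 2 with the replicate block and 1 with fry and the block (added). The difference of genes in regions switching from compartment A to B from those that stayed A, -0.012, was not called with the filter on CPM (-0.00996, permutation p = 0.0744), with the replicate block (-0.0107, permutation p = 0.0538) or with the trend on mean expression removed (-0.00851, permutation p = 0.194, added). It ran from -0.0232 (without WT replicate 2) to -0.00458 (without WT replicate 1). The difference of regions switching from B to A kept its sign in all of these fits. Its unadjusted permutation p was under 0.05 in each fit with all libraries, but with the block its p adjusted over both comparisons was 0.0526. With a library left out no permutation was made, and the difference ran from -0.0548 to -0.0397.

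In counts simulated with replicates that differ as these do, edgeR's quasi-likelihood test without the block recovered 12.1% of changes of 1 log2 unit, against 87.9% with it. The replicate difference was the same in both groups there by construction, which favours the block. DESeq2 without the block recovered 55.2% of changes of 1 log2 unit and 13.4% of 0.5, with 0 unchanged genes among 98 calls, so the limit lies in the test as well as in the libraries. With the spread also varied between genes, DESeq2 recovered 70.1% of changes of 1 log2 unit, and 9 of its 123 calls were unchanged genes.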

Differences from the paper's values

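In Appendix Fig. S5A, read by eye, the paper shows about 24 genes lower by more than 1 log2 unit past its line, against 1 in edgeR's quasi-likelihood test, and about 1 gene higher by more than 1 log2 unit, against 0 (211 genes higher at an unadjusted p-value under 0.05). Of the alternatives set before the data were examined, DESeq2, which the paper's methods name, gave 24 and 1. edgeR's likelihood ratio test gave 30 lower genes, within 1.5 times the paper's number, and 2 higher, which was not. The replicate block gave 101 and 32. The other normalizations, filters and thresholds and limma-voom gave 0 or 1 lower and 0 higher.

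The labelled genes past the line in Appendix Fig. S5A were about 17, read by eye, against 1 in edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, DESeq2 and the replicate block called 17 and the likelihood ratio test 12, and the others 0 or 1. Among fits chosen after seeing the values, limma-voom with the block called 17 and DESeq2 with the block 11. DESeq2 with the block gave *Angptl4*, *Lgr6*, *Pgr*, *Slc14a1*, *Slitrk1* and *Sybu* no adjusted p-value, and called every labelled gene to which it gave one.

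*Dkk2* sits at a −log10 adjusted p of about 43 in Appendix Fig. S5A, read by eye, against 1.07 in edgeR's quasi-likelihood test, and *Col6a3* at about 10 against 0.00037. DESeq2 gave 43.1 and 10.3, the likelihood ratio test 25.1 and 3.14, and the replicate block 108.4 and 21.5. Of the alternatives set before the data were examined, DESeq2 alone came close to both values, and the replicate block exceeded both.

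The paper states that few genes differ between WT and *Phf2* KO MEFs. With the replicate block, 1500 genes were called by edgeR's quasi-likelihood test, most of them changed by less than 1 log2 unit. DESeq2, which the paper's methods name, called 64 of 16040 genes without the block and 297 of 8085 with it. In simulated counts whose spread varied between genes, 96 of 254 calls of edgeR's blocked fit were unchanged genes. Of the 13537 genes tested there, 198 had been changed by construction. The share of unchanged genes among calls depends on how many genes change and on the spread simulated. It therefore does not give the share among the 1500 calls, which stays open.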

Other observations

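The test of the oestrogen receptor list without *Pgr* and the comparison of *Phf2* levels were chosen only after the result was seen.

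The *Phf2* KO cells alone are labelled with tamoxifen, whose active form binds oestrogen receptors. The list of 29 oestrogen receptor targets had a median log2 fold change of -0.04, with 13 genes higher, and was called lower (adjusted p = 0.0892 from camera with Benjamini-Hochberg adjustment over 10 lists). With the replicate block it was not called by camera (adjusted p = 0.113 from camera). It was called lower by fry with the block, a test added later (adjusted p = 0.0231 from fry). The adjusted p ran from 0.0231 to 0.782 over the alternatives, fry and camera with and without the block included. *Pgr* carried the call: without it, p was 0.154 from camera, and with the replicate block 0.259 from camera and 0.130 from fry. *Greb1* (chromosome 12, 16677421 to 16807692, overlapping AC157352.1) and *Esr1* were looked at after their values were seen, and fell by 1.25 and 0.69 on the log2 scale. With the replicate block, 8 genes of the list were called singly, in both directions. *Cxcl12* (0.39), *Cyp1b1* (0.31) and *Wnt4* (0.48) were higher, and *Cav1*, *Greb1*, *Nrip1*, *Pgr* and *Slc7a5* were lower. An effect of 4-OHT on the receptor and an effect of losing Phf2 cannot be told apart here, since by the labels no library had 4-OHT without the deletion. The paper does not say by name whether the WT cells of the RNA-seq had the same charcoal-treated serum, from which steroids are depleted, or its general resting medium, so a difference in serum stays open.

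Cre activity may raise p53 targets, as a response to DNA damage. The 30 p53 targets had a median log2 fold change of 0.10, with 23 higher (adjusted p = 0.0701 from camera over 10 lists, 0.0513 with the replicate block, and 1.00 with fry), and medians of 0.13 and 0.08 in replicates 1 and 2. Cre activity, loss of Phf2 and 4-OHT cannot be told apart as its source, because they coincide. The 21 immediate early genes rose by a median of 0.15, with 15 higher (adjusted p = 0.0622 from camera, 0.000618 with the block), by 0.28 in replicate 1 and 0.06 in replicate 2. The 16 genes of cohesin and its regulators had a median of -0.13, with 5 higher (adjusted p = 0.0892 from camera, 0.113 with the block), and -0.20 and -0.03 in the replicates. None of the p53, immediate early and cohesin lists was called by fry or an estimated correlation without the block, or by fry with it (adjusted p = 0.276, 0.567 and 0.567 from fry). Among the genes of proteins studied in the paper other than *Phf2* and its paralogs (*Smc1a*, *Smc3*, *Rad21*, *Stag1*, *Stag2*, *Wapal*, *Ctcf*, *Nipbl*, *Top2b* and *Brwd1*), edgeR's quasi-likelihood test called *Stag1*, with the block and not without it (-0.33, adjusted p = 0.0143 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 with the block did not call it (adjusted p = 0.525 from DESeq2 with Benjamini-Hochberg adjustment), and its change was -0.18 without WT replicate 1. The 42 clustered protocadherins had a median of -0.05 (adjusted p = 0.701 from camera).

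Cells that divide more or less in *Phf2* KO would move the 30 proliferation genes together. Their median was -0.27 in replicate 1 (quartiles -0.39 and -0.06) and 0.28 in replicate 2 (quartiles 0.13 and 0.46), in opposite directions. The list was not called (adjusted p = 0.934 from camera), which argues against a shift common to both replicates. A shift of its own within each replicate stays open. A change of the macrophage share in *Phf2* KO that was common to both replicates would move its markers alike in both. Their median was 0.0099 in replicate 1 (quartiles -0.18 and 0.19) and 0.49 in replicate 2 (quartiles 0.37 and 0.63). A shift in replicate 2 stays open, and the list was called with the block (adjusted p = 1.51e-10 from camera over 6 lists) and not without it (adjusted p = 0.243 from camera). With the block, 14 of the 35 macrophage markers were called singly. The 20 fibroblast markers were called lower without the block (adjusted p = 0.0540 from camera, median -0.06) and with it (adjusted p = 0.0189 from camera).

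*Phf2* counts in *Phf2* KO MEFs were 57.9% of those in WT. Reads of exons that recombination leaves in place and reads of cells without recombination cannot be told apart, since the table holds a count per gene. *Lgr5* and *Hp*, chosen after their values were seen, show how shared differences hide a change: *Lgr5* was counted 2614 and 1472 times in WT and 962 and 588 times in *Phf2* KO, and *Hp* 348 and 970 times and 681 and 2144 times, so that both changed by similar amounts within each replicate number (-1.22 and -1.21 for *Lgr5*, 1.18 and 1.25 for *Hp*) although neither was called without the block.

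Genes were set beside the compartments of the paper's Hi-C, in bins of 1 Mb. The 1971 genes in 266 bins that went from A to B lay lower than the 7409 genes in 759 bins that stayed A, by -0.012 in median log2 fold change (permutation p = 0.0245, adjusted 0.0324 over 2 comparisons). With the trend on mean expression removed, the difference was -0.0085 (permutation p = 0.194). In 100 shuffles of the log2 fold changes, this difference ranged from -0.0147 to 0.0153 and the test called 11. The medians were 0.0023 in the bins that switched and 0.0147 in those that stayed A, so the former did not fall. An effect of the switch and such a trend cannot be told apart, the difference being small against its change between settings. The 110 genes in 39 bins that went from B to A lay lower, not higher, than the 3439 genes in 881 bins that stayed B, by -0.0487 (permutation p = 0.0324), so genes in these bins did not rise as a set.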
